# PD-1 regulates latent effector differentiation of thymic cytotoxic CD8^+^ T cells

**DOI:** 10.1038/s41467-026-73392-7

**Published:** 2026-05-23

**Authors:** Zhiming Mao, Jacob B. Hirdler, Joanina K. Gicobi, Li Ding, Mark A. Maynes, Michelle A. Hsu, Emilia R. Dellacecca, Wenjing Zhang, Jacob J. Teske, Ying Li, Aubrey Y. Liew, Geoffrey Zhao, Adrian T. Ting, Virginia M. Shapiro, Fabrice Lucien-Matteoni, Henrique Borges da Silva, Daniel D. Billadeau, Haidong Dong

**Keywords:** Tumour immunology, Melanoma, Thymus, Cytotoxic T cells, Lymphopoiesis

## Abstract

Durable T cell immunity against cancer depends on the continual replenishment of effector CD8⁺ T cells. Thymic output has been associated with favorable prognosis in cancer patients across a range of ages, suggesting that the thymus is an important source for replenishing T cells capable of controlling cancer progression. However, whether CD8⁺ T cells acquire effector potential within the thymus, and how thymic output of effector CD8⁺ T cells contribute to peripheral tumor immunity, remain unclear. In this study, we discover that thymic single-positive (SP) CD8⁺ T cells undergo latent effector differentiation following thymic selection, but this process is subject to PD-1 regulation. We further demonstrate that PD-1 limits the contribution of thymic output of CD8⁺ T cells in shaping the TCR repertoire within the tumor tissues for tumor immunosurveillance. Although PD-1 inhibition facilitates the expansion of effector CD8⁺ T cells in the periphery, these cells gradually lose antitumor activity within tumors due to accelerated exhaustion in the absence of PD-1. Thus, while latent effector differentiation of thymic CD8⁺ T cells enables a rapid response to malignant cells in the periphery, PD-1 restrains this process to prevent overt or terminal effector differentiation, which may compromise balanced and durable peripheral immunity.

## Abstract (web summary)

Programmed cell death receptor-1 (PD-1) has been implicated in thymic regulation of T cell development and function. Here, the authors characterize CD8⁺ T cell development in PD-1–deficient mice and show that PD-1 constrains the emergence of an effector-like program during thymic development, thereby shaping peripheral T cell responses and exhaustion in tumours.

## Introduction

Durable T cell immunity against cancer depends on the continual replenishment of cytotoxic CD8^+^ T cells that have been appropriately primed and differentiated for the elimination of cancer cells^1^. Recent studies have reported continued thymic output across a range of ages in humans and a strong correlation between thymic output and favorable prognosis in cancer patients, suggesting that the thymus is an important source for replenishing T cells capable of controlling cancer progression throughout a lifetime^2,3^. Before migrating to peripheral lymphoid organs, developing T cells must receive fate-determining TCR signals and undergo thymic positive and negative selection to ensure they are safe for the host and functionally competent^4,5^. Although the proliferation and migration competence of mature T cells in the thymus has been identified^5^, it remains unclear how the effector potential of CD8^+^ T cells is regulated in the thymus before they egress to peripheral tissues to mount durable anti-tumor immunity.

The success of immune checkpoint inhibitor (ICI) therapy targeting PD-1 or PD-L1 has been associated with the generation and expansion of cytotoxic CD8^+^ T cells^6,7^. However, only a small portion of patients experience durable control of cancer progression after ICI therapy^8–10^. PD-1 inhibition is expected to revitalize effector CD8^+^ T cells from exhaustion, a functional state caused by persistent tumor antigen stimulation^11^. Current understanding is that PD-1 inhibition restores or revitalizes CD8^+^ T cells that are at a stem-like or pre-exhaustion stage, but not those that are terminally exhausted^12,13^. However, it is still not clear whether PD-1 inhibition would affect the thymic output of mature CD8^+^ T cells capable of eliminating tumor cells in the periphery.

The role of PD-1 in thymic selection has been studied in the context of T cell receptor (TCR) transgenic mice with germline PD-1 deficiency^14^. While the absence of PD-1 enhances β-selection of thymocytes, it paradoxically reduces the efficiency of positive selection^14^. This phenomenon is attributed to an increased generation of double- positive thymocytes due to enhanced β-selection in germline PD-1-deficient mice; however, these cells are not qualified for positive selection. Furthermore, transgenic mice with constitutive PD-1 overexpression on double- positive thymocytes impaired positive selection in vivo, indicating the role of PD-1 in suppressing TCR-mediated positive selections^15^. However, past research did not evaluate how PD-1 regulates the effector potential of thymic CD8^+^ T cells after positive selection.

In this study, we used a CD8 (E8I)-specific conditional *Pdcd1* knockout mouse model to investigate the impact of PD-1 deficiency following thymic positive selection. We found that PD-1 did not affect the output of positive selection but instead limited the latent effector differentiation of positively selected single positive (SP) CD8^+^ cells by suppressing the expression of the cytotoxic effector molecules NKG7 and Granzyme B. This latent effector differentiation is thymic-intrinsic, as a peripheral PD-1 blockade does not recapitulate effector differentiation in the thymus. In the periphery, PD-1-deficient CD8^+^ T cells infiltrate the tumor tissues and delay tumor growth. Notably, a subset of CD8^+^ T cell repertoire found within CD8^+^ tumor-infiltrating lymphocytes (TILs) can be traced back to thymic SP CD8^+^ T cells in the absence of PD-1, suggesting a thymic contribution of these tumor-infiltrating CD8^+^ T cell clones. Although PD-1 deficiency promotes rapid expansion of effector CD8^+^ T cells, progressive acquisition of exhaustion-associated features compromises the durability of anti-tumor immunity. Collectively, our results indicate that PD-1 restrains latent effector differentiation of thymic SP CD8^+^ T cells, thereby limiting the thymic output of effector CD8^+^ T cells for peripheral tumor immunity. Our findings show a latent effector differentiation program embedded in thymic mature CD8⁺ T cells that can be unleashed in the absence of PD-1 signals to promote tumor immunity.

## Results

### PD-1 prelimits the cytotoxic effector potential of thymic single positive CD8^+^ T cells

Cytotoxic potential is one of the key functional features of CD8^+^ T cells. In the periphery, PD-1 regulates the cytotoxic potential of CD8^+^ T cells by suppressing actin remodeling at the immunological synapse and the release of cytotoxic granules^16^. In the thymus, the absence of PD-1 leads to enhanced β-selection^14^, but how PD-1 regulates the cytotoxic potential of SP CD8^+^ T cells after thymic selection has not been clearly defined. To address this, we generated a mouse model with CD8^+^ T cell-specific *Pdcd1* knockout (CD8 E8I-Cre-*Pdcd1*^fl/fl^), hereafter referred to as CD8-Pdcd1 cKO (or Pdcd1 cKO) mice (Supplementary Fig. 1a, b), where the loss of *Pdcd1* was induced in CD8^+^ T cells after their positive selection in the thymus, which was confirmed by flow cytometry (Supplementary Fig. 1f). In this model, the absence of PD-1 did not affect the generation of SP CD8^+^ T cells based on their frequency compared to control mice (Pdcd1^fl/fl^) (Supplementary Fig. 1c–e).

To examine whether PD-1 deficiency would affect the effector potential of SP CD8^+^ T cells in the thymus, we performed single-cell RNA sequencing (scRNA-seq) analysis of thymic SP CD8^+^ T cells isolated from control and CD8-Pdcd1 cKO mice (Fig. 1a). 

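Thymic CD8+ T cells of 1 Pdcd1fl/fl mouse and 1 Pdcd1 cKO mouse were made into 1 single-cell library each with the PIPseq chemistry, which counts RNA molecules by unique molecular identifiers (UMIs). Because each genotype had 1 library per tissue, there were no replicates, no test between genotypes was made in any tissue, and every interval given for these libraries is a 95% interval that covers counting error only. The authors aligned the reads to GRCm39 and deposited the UMI count of each of 32227 genes in each barcode called as a cell, without normalization. The library labelled Pdcd1fl/fl held 1067 barcodes with a median of 4361 UMIs and a total of 6389966 UMIs. The library labelled Pdcd1 cKO held 2674 barcodes with a median of 5384 UMIs and a total of 19304377 UMIs. The cell filter of the paper's methods (at least 500 genes, at least 1000 UMIs and at most 20% mitochondrial counts) kept 1067 and 2635 barcodes, respectively. No cluster was named as another lineage, and all filtered cells were used. A cluster of 20 and 429 cells had 4 markers of double-positive thymocytes (Rag1, Dntt, Cd24a and Ptcra) but not Cd4, without which that name was not given. A cluster of 17 and 101 cells had 3 markers of innate-like T cells (Zbtb16, Klrb1c and Il2rb) but was led by genes of connective tissue (Rarres2, Dcn, Aebp1, Plac9 and Gas6), and it was left unnamed and kept. Clusters with more UMIs of Dntt, a gene of immature thymocytes, than of Cd8b1 held 69.6% (743 cells, 66.8-72.4) of the cells in the library labelled Pdcd1fl/fl and 50.2% (1322 cells, 48.2-52.1) in the library labelled Pdcd1 cKO. For Cd8b1, a UMI was read in 33.5% and 29.6% of the cells of these clusters. In the remaining cells, the shares were 74.1% and 90.2%. The rule for these clusters was set after the data had been seen. In their cells, a UMI was read in 25.0% and 28.1% for Trac, 57.2% and 57.5% for Trdc and 0.538% and 0.681% for Cd4. Many of them need not be CD8+ T cells. The authors normalized with SCTransform in Seurat and integrated with Harmony, whereas the UMIs of each gene were summed here over the cells of a library and scaled to a common total per library (CPM). The log2 ratio of CPM, library labelled Pdcd1 cKO over library labelled Pdcd1fl/fl, was given an exact conditional binomial interval, and shares of cells were given Clopper-Pearson intervals. In parentheses, an interval follows its value. Shares of cells with a UMI of a gene were counted after every cell had been thinned at random to 1000 UMIs. Before sequencing, the paper's methods name a cell strainer against debris and aggregates, a viability check and, for TILs, removal of dead cells. For the single-cell counts, the methods and supplementary files name no step against doublets or free RNA. Of the filtered cells, no cell was removed as a doublet here, because scrublet called only 12 cells in each of these 2 libraries.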

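Pdcd1 (ENSMUSG00000026285, GRCm39 chromosome 1, 93966027 to 93980312, minus strand), the gene deleted in these mice, was read with 12 UMIs in the library labelled Pdcd1fl/fl and with 131 UMIs in the library labelled Pdcd1 cKO. These counts were 1.88 CPM (0.970-3.28) and 6.84 CPM (5.72-8.12), a log2 ratio of 1.87 (1.01-2.85), so Pdcd1 RNA was against the labels. Counts per gene do not show which exons were read, and RNA of a deleted allele was therefore not tested. Each direction between genotypes in the thymus rests on the labels as deposited. For the clusters, the cells of the 2 libraries were merged, normalized with SCTransform, reduced to 20 principal components and clustered by the Louvain method, leaving out the genes of the effector, exhaustion and naive gene lists. Pdcd1 was not left out. The resolution was to be the lowest that gave at least 3 clusters, and the lowest resolution tried, 0.1, already gave 7. Clusters were named by their markers, which include the left-out genes, with thresholds set after the files had been seen. Cluster 0, named naive-or-stem-like, held 20.9% of the cells in the library labelled Pdcd1fl/fl and 38.2% in the library labelled Pdcd1 cKO. Cluster 1, cycling-like, held 63.4% and 1.10%, and cluster 4, also cycling-like, held 0.656% and 13.5%. Cluster 2 (led by Tcf7l2, Dock1, Ppm1e, Ppm1l and 2610307P16Rik) held 11.5% and 19.7%, cluster 3 (Gm19590, H19, Gm5111, Khdc1a and Khdc1c) held 1.87% and 16.3%, and cluster 6, led by the connective tissue genes, held 1.59% and 3.83%. Cluster 5, effector-like, held 0 of 1067 cells, which allows a share of up to 0.345%, and 193 of 2635 cells (7.32%, 6.36-8.39). Of the 7 clusters, 4 took at least 90% of their cells from 1 library. A resolution 0.3 higher moved the effector-like share most, to 15.1% and 11.1%, which reversed the direction. At that resolution a further cluster (161 and 100 cells, led by Gzmm, Fcgrt, Ly6c2, Ms4a4c and Samd3) was also effector-like and made the reversal, while the cluster led by Ccl3 and Lag3 again held 0 and 193 cells. With the libraries integrated, the cluster matching cluster 5 held 0.281% (3 cells) and 7.44%. It held 0.656% (7 cells) and 7.86% with 30 principal components, and 0.843% (9 cells) and 8.12% with log-normalization, both compared by number.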

From these analyses, we identified three uniform manifold approximation and projection (UMAP) clusters (Fig. 1b). Among them, we found Cluster 1 was enriched with cytotoxic effectors genes (*Nkg7*, *Prf1*, and *Gzmb*), T cell activation-associated genes (*Cd69*, *Lck*, and *Nfatc1*), along with associated inhibitory receptors and transcriptional regulators (*Tox*, *Ctla4*, *Havcr2* [*Tim-3*], *Tigit*, and *Lag3*). 

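The effector-like cluster of 193 cells was led by Ccl3, Lag3, Gzmk, Pdcd1 and S100a4 and was compared with the other 3509 thymic cells. Its name rests partly on the genes given here, so their higher level in it was in part set by the naming. Nkg7 (ENSMUSG00000004612, chromosome 7, 43086497 to 43087678, plus strand) stood at 2148 CPM in the cluster and 242 CPM in the other cells, a log2 fold of 3.15 (3.07-3.22). Prf1 (ENSMUSG00000037202, chromosome 10, 61133546 to 61140461, plus strand) stood at 79.8 and 6.52 CPM (3.61, 3.18-4.03), and Gzmb (ENSMUSG00000015437, chromosome 14, 56496295 to 56499717, minus strand) at 172 and 7.54 CPM (4.52, 4.19-4.84). Cd69 (ENSMUSG00000030156) had a log2 fold of 1.31 (1.11-1.496) and Nfatc1 (ENSMUSG00000033016) of 1.84 (1.55-2.12), while Lck (ENSMUSG00000000409) was at 362 CPM against 407 CPM (-0.17, -0.33 to -0.0028). Tox (ENSMUSG00000041272), Ctla4 (ENSMUSG00000026011), Tigit (ENSMUSG00000071552) and Lag3 (ENSMUSG00000030124) had log2 folds of 2.21 (2.07-2.36), 1.48 (1.34-1.63), 4.93 (4.24-5.63) and 5.97 (5.32-6.66), respectively. Havcr2 (ENSMUSG00000020399) was lower in the cluster, at 29.3 CPM against 63.0 CPM (-1.10, -1.74 to -0.54). The same cluster held 89 of the 131 Pdcd1 UMIs of the library labelled Pdcd1 cKO (67.9%, 104 CPM). Outside it, the log2 ratio of Pdcd1 between the libraries was 0.29 (-0.66 to 1.35), from 12 and 42 UMIs. Because Pdcd1 took part in the clustering and the cluster had no cell of the library labelled Pdcd1fl/fl, a lower ratio outside it was set by the clustering.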

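Over all filtered thymic cells, Nkg7 was read with 1595 UMIs (250 CPM, 238-262) in the library labelled Pdcd1fl/fl and 6215 UMIs (325 CPM, 317-333) in the library labelled Pdcd1 cKO, a log2 ratio of 0.38 (0.30-0.46). Leaving out the clusters with more Dntt than Cd8b1, an alternative chosen after the data had been seen, moved this ratio most, to -0.14 (-0.24 to -0.03). In those remaining cells the median gene also fell to -0.40 (7120 genes), and scaling by the median of ratios gave Nkg7 a log2 ratio of 0.31 (0.21-0.42), so that the direction depends on the scaling. The per-cell CD8 rule, which keeps cells by their own CD8 RNA, gave 0.40 (0.30-0.49). Within the clusters that had at least 20 cells of each library, the log2 ratio of Nkg7 was -0.95 (-1.07 to -0.84) in cluster 0, -0.10 (-0.55 to 0.31) in cluster 1, -1.001 (-1.29 to -0.70) in cluster 2 and -0.60 (-1.17 to 0.03) in cluster 3. After thinning, with no cell left out, an Nkg7 UMI was found in 23.5% (21.0-26.2) and 27.6% (25.9-29.3) of cells, and before thinning in 53.1% and 63.9%. The background was read from the clusters with more Dntt than Cd8b1 (median depth 5377 and 5836.5 UMIs). There, 14.3% and 14.1% of thinned cells had an Nkg7 UMI, against 44.8% and 41.2% in the other clusters (median depth 3397 and 5037 UMIs). The background clusters include the one led by connective tissue genes (17 and 101 cells), where Nkg7 and Gzmb were enriched. Their shares can thus hold expressed RNA and are not a pure background. For Prf1, the libraries had 2.97 and 11.0 CPM (log2 ratio 1.88, 1.20-2.64), with a UMI in 0.469% and 1.63% of thinned cells (1.4995% and 6.64% unthinned) and in 0.269% and 0.303% of the background cells. For Gzmb, they had 2.50 and 16.6 CPM (2.73, 2.00-3.55), with a UMI in 0.469% and 2.09% of thinned cells (1.03% and 5.62% unthinned) and in 0.404% and 1.59% of the background cells. Ccl5 (ENSMUSG00000035042), Cd69, Nfatc1, Tox and Ctla4 were higher in the library labelled Pdcd1 cKO, with log2 ratios of 1.57 (1.5002-1.64), 1.23 (1.08-1.39), 0.70 (0.47-0.95), 0.65 (0.52-0.79) and 0.74 (0.63-0.85). Tigit was read at 1.252 and 3.45 CPM (1.46, 0.40-2.73). Lag3 was read with 0 and 92 UMIs, a log2 ratio of 3.36 with a floor of 3 counts, and the lower limit of the exact interval was 3.03. Lck (-0.21, -0.27 to -0.15) and Havcr2 (-0.52, -0.67 to -0.36) were lower.

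**Figure D1:**
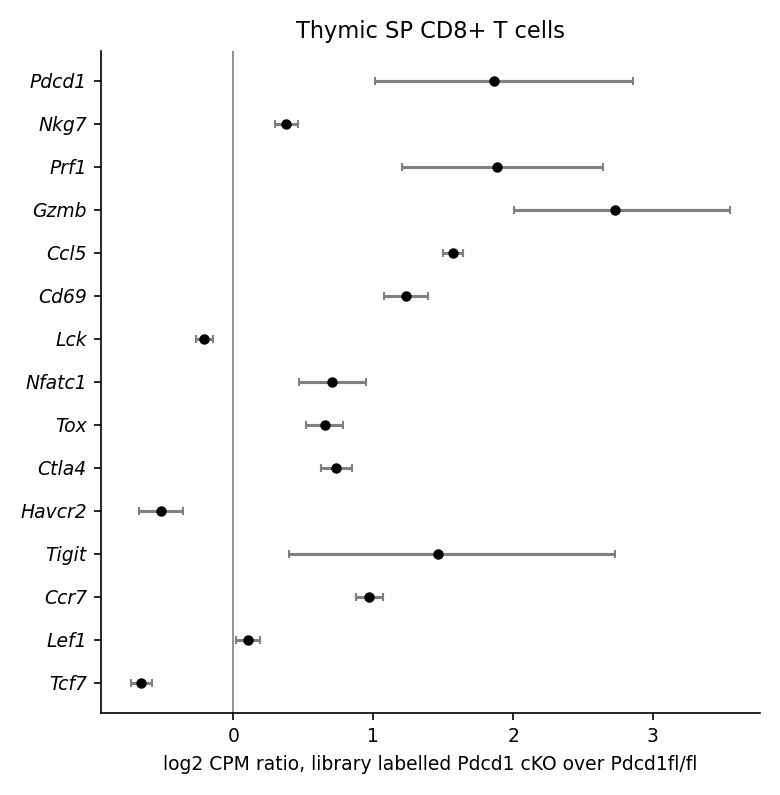
Log2 CPM ratio of named genes over all filtered cells of the thymic libraries, with points as ratios and bars as 95% intervals. Ratios are library labelled Pdcd1 cKO over library labelled Pdcd1fl/fl. Of these cells, 50.2% and 69.6%, respectively, lay in clusters with more Dntt than Cd8b1. Gzmb lay at 2.73 and Tcf7 at -0.66, with Pdcd1 on the right of 0 at 1.87.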

Cluster 1 genes were more predominantly expressed in CD8-Pdcd1 cKO mice compared to control mice (Fig. 1c, d, and Supplementary Fig. 2a–c). We found cluster 1 genes to be enriched for multiple immune cell-signaling pathways, whereas T cell signaling pathways and protein synthesis/processing pathways were predicted to be inhibited in the absence of PD-1 (Supplementary Fig. 2d). 

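Pathway activity scores were not recomputed here, and gene lists set before the data were examined were used instead. The effector list (Nkg7, Prf1, Gzmb, Ccl5, Ccl4, Cd69, Lck, Nfatc1, Coro1a, Tbx21, Eomes, Cx3cr1, Ifng, Tnf, Batf and Zap70) had a median log2 ratio of 1.246 over 16 members, from -0.56 (Zap70) to 2.73 (Gzmb). This median lay at percentile 100 of 10000 random lists of like expression, which is a description and not a test. The exhaustion list (Tox, Ctla4, Havcr2, Tigit and Lag3) had a median of 0.74 at percentile 99.6, from -0.52 (Havcr2) to 3.36 (Lag3, with the floor of 3 counts). The exhaustion list and part of the effector list are genes that the paper names for its cluster 1 of these same libraries. High percentiles of these lists were therefore in part set by that choice. For protein synthesis, the list of ribosomal proteins of the cytosol (genes named Rpl and Rps) had a median of 0.39 over 86 members at percentile 100, with 61 members above 0 and 25 below, from -1.07 (Rpl35) to 2.74 (Rpl39l). The alternative that moved it most, median of ratios without the clusters with more Dntt than Cd8b1, raised it to 1.03. Ribosomal protein RNA was thus higher in the library labelled Pdcd1 cKO. It made up 26.4% of the UMIs in the library labelled Pdcd1fl/fl and 33.6% in the library labelled Pdcd1 cKO. Inside the library labelled Pdcd1 cKO, the same list had a median log2 fold of -0.04 (percentile 55.5) in the effector-like cluster against the other cells. With the 2 effector-like clusters of a resolution 0.3 higher, this fold was 0.17 (percentile 99.99), and with a strict cell filter it was -0.12 (percentile 29.2). Its direction thus depends on the setting. The median log2 ratio of all 10380 thymic genes with at least 100 UMIs was -0.07, and a total without mitochondrial, ribosomal and Malat1 counts shifted it to 0.11.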

The other two clusters (cluster 0 and cluster 2) were relatively enriched with stem-like features, characterized by upregulated expression of genes, such as *Ccr7*, *Lef1*, and *Tcf7* in the absence of PD-1 (Fig. 1d and Supplementary Fig. 2a). 

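Ccr7 (ENSMUSG00000037944) was read at 150 CPM in the library labelled Pdcd1fl/fl and 294 CPM in the library labelled Pdcd1 cKO (log2 ratio 0.97, 0.87-1.07), and Lef1 (ENSMUSG00000027985) at 241 and 259 CPM (0.10, 0.02-0.19). Tcf7 (ENSMUSG00000000782) was lower, at 366 and 232 CPM (-0.66, -0.73 to -0.58). Without the clusters with more Dntt than Cd8b1, Lef1 changed direction (-0.30) and Ccr7 did not (0.44, 0.33-0.56). In the same cells the median of ratios gave 0.15 for Lef1, so its direction rests on the scaling. Within the effector-like cluster, these 3 genes were lower than in the other thymic cells, with log2 folds of -1.89 (-2.27 to -1.52) for Ccr7, -1.55 (-1.89 to -1.22) for Lef1 and -1.30 (-1.61 to -1.003) for Tcf7.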

Our results suggest that PD-1 deficient SP CD8^+^ T cells acquire an effector-like gene profile.

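Pooled over each thymic library, the largest log2 ratios among genes with at least 100 UMIs were those of 1700001D01Rik, Chrm2, Ppp1r3c, Grip1os2 and Amph, and the smallest those of Cdrt4os1, Gm32913, 7530414M10Rik, Mcidas and Bmerb1. For 1700001D01Rik, 170 UMIs in the library labelled Pdcd1 cKO came from 0.0759% of its cells. Bmerb1 was read at 138 and 22.6 CPM (-2.60, -2.77 to -2.44). From a cluster with cytotoxic and inhibitory receptor genes, and from the higher expression of its genes in Pdcd1 cKO mice, the paper proposes that thymic CD8+ T cells without PD-1 take on an effector-like profile. In the rebuilt clusters, which need not match those of the paper, the effector-like cluster was 193 cells of 1 mouse. Pdcd1 RNA of that library is against its label, with RNA of a deleted allele not tested. Its share of cells in Dntt clusters also differed from that of the other library. By flow cytometry of several mice, the paper further reports loss of PD-1 and more NKG7+, granzyme B+ and perforin+ cells, which these counts do not test.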

**Fig. 1:**
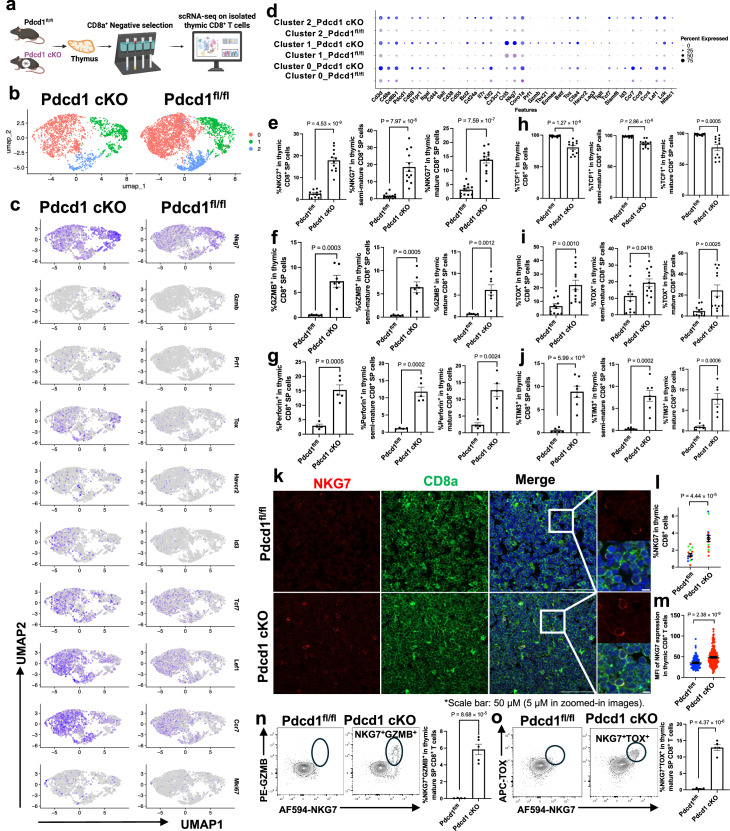
The transcriptional and protein expression of cytotoxic effector-associated genes increase in thymic SP CD8^+^ T cells in the absence of PD-1. **a**–**d** scRNA-seq analysis of thymic CD8^+^ T cells from representative control (Pdcd1^fl/fl^) and Pdcd1 cKO (*Pdcd1*^*fl/fl*^ CD8 E8I cre^+^) mice. **a** Schematic of the experimental workflow for scRNA-seq analysis of thymic SP CD8^+^ T cells. **b** UMAP plots of thymic SP CD8^+^ T cell clusters. **c** UMAP distribution and expression levels of key genes in thymic SP CD8^+^ T cells. Gene expression is depicted by a gradient, with darker blue representing higher expression levels. **d** Dotplot of featured genes expression among identified three clusters. Dot color indicates the average expression level, with darker colors indicating higher expression (blue: Pdcd1 cKO; purple: Pdcd1^fl/fl^). Dot size represents the percentage of cells expressing each gene within a cluster. **e**–**j** Flow cytometry analysis for thymic SP CD8^+^ cells (left), identifying semi-mature (TCRβ^+^CD69^+^, middle) and mature (TCRβ^+^CD69^−^, right) CD8^+^ T cell subsets. **h**–**m** Bar graphs show the frequency of NKG7 (**e** Pdcd1^fl/fl^, *n* = 11; Pdcd1 cKO, *n* = 12), Granzyme B (**f** *n* = 6 and *n* = 7), perforin (**g** *n* = 4 and *n* = 5), TCF-1 (**h** *n* = 11 and *n* = 12), TOX (**i** *n* = 11 and *n* = 12), and TIM3 (**j** *n* = 6 and *n* = 7) in each subset. **k**–**m** Immunofluorescence analysis of NKG7 protein in the thymus, with representative images of NKG7 (red) and CD8a (green) staining in (**k**). **l** Quantification of NKG7^+^ cells among thymic CD8^+^ T cells across three representative slides. **m** Quantification of median fluorescent intensity (MFI) of NKG7 in thymic CD8^+^ T cells. Frequency of GZMB^+^ (**n**) and TOX^+^ (**o**) along with NKG7^+^ in thymic SP CD8^+^ T cells (Pdcd1^fl/fl^, *n* = 4; Pdcd1 cKO, *n* = 5). In bar graphs, each point represents one mouse, with two biological replicates. scRNA-seq data represent one mouse per genotype and are shown for transcriptional profiling. Differential expression testing was performed using the Wilcoxon rank-sum test with Benjamini–Hochberg correction for multiple testing at the gene level. Each data point in (**e**–**j**) represents one mouse, with three biological replicates. For quantitative analysis shown in (**k**–**m**), multiple regions per section and multiple sections per mouse were analyzed and averaged to generate one value per mouse. Statistical comparisons were performed using mouse-level means (*n* = 3 mice per genotype). Data are presented as mean ± SEM. Statistical analyses were performed at the mouse level using unpaired two-tailed t-tests. Schematic (**a**) created using Biorender. Mao, Z. (2026) https://BioRender.com/tpqbc4u.

Next, we performed flow cytometry analysis to validate the effector potential of thymic SP CD8^+^ T cells acquired in the absence of PD-1. We found that the frequency of NKG7^+^, GzmB^+^, and perforin^+^ SP CD8^+^ T cells increased in the thymus of CD8-Pdcd1 cKO mice compared to control mice (Fig. 1e–g). Notably, two subsets of SP CD8^+^ T cells, i.e., semi-mature (TCRβ^+^CD69^+^) and mature (TCRβ^+^CD69^−^) cells, showed increased expression of NKG7^+^, perforin^+^, and GzmB^+^ in the absence of PD-1 (Fig. 1e–g). Additionally, the transcription factors EOMES and T-Bet, which are associated with effector and memory differentiation, were also increased in SP CD8^+^ T cells in the absence of PD-1 (Supplementary Fig. 1g, h). In contrast, the stemness-associated transcription factor, TCF-1, decreased in SP CD8^+^ T cells in the absence of PD-1 (Fig. 1h). We also found T cell activation-induced transcriptional regulator TOX^17^, and the immune inhibitory receptor TIM-3 were increased in SP CD8^+^ T cells from Pdcd1 cKO mice compared to control mice (Fig. 1i, j). The acquired cytotoxic effector molecules are lineage specific, as we did not observe changes of NKG7 protein expression in thymic CD4^+^CD8^+^ double-positive and CD4^+^ SP cells (Supplementary Fig. 1i, j). To visualize the expression of NKG7 in thymic SP CD8^+^ T cells, we performed immunofluorescent staining of the thymus and found a significant increase in NKG7 expression and median fluorescent intensity in the thymic CD8^+^ T cells in the absence of PD-1 (Fig. 1k–m). From there, we also observed a positive association of NKG7 with other effector markers, such as NKG7^+^GzmB^+^, NKG7^+^TOX^+^ and NKG7^+^TIM3^+^ in thymic mature CD8^+^ T cells in the absence of PD-1 (Fig. 1n, o, and Supplementary Fig. 1k). To test whether this latent effector differentiation could be driven by TCR signals, we measured the expression of Nur77, a specific and sensitive marker of TCR signals, in thymic SP CD8^+^ T cells. We found that the frequency of Nur77^+^ cells were modestly increased in the absence of PD-1 within semi-mature T cells (Supplementary Fig. 1l). Our results suggest that latent effector differentiation may be initiated by TCR signals following positive selection but is restrained by PD-1 signaling at this stage in the thymus.

To test a potential caveat that mature T cells recirculated from the periphery might contribute to the effector phenotype of thymic SP CD8^+^ T cells, we performed 3-min intravenous labeling assay using CD45 antibody^18^, which labeled recirculating T cells but not thymic resident T cells. As expected, although CD45 antibody labeling identified the majority of peripheral CD8^+^ T cells in the blood and around 5% of splenic CD8^+^ T cells (Supplementary Fig. 3b–e), CD45⁺ cells comprised only a mean of 0.0416% of thymic SP CD8⁺ T cells in control mice and 0.0566% in CD8-Pdcd1 cKO mice, demonstrating consistently minimal recirculant contribution (Supplementary Fig. 3a and Fig. 2a). From there, we confirmed that the frequencies of NKG7^+^, GZMB^+^, TIM3^+^, and TCF1^+^ cells were increased in the CD45^-^ unlabeled thymic resident SP CD8^+^ T cells in the absence of PD-1 (Fig. 2b). Since CD55 expression has been reported to increase during T cell maturation, and mature peripheral T cells express higher CD55 compared with immature thymocytes^19,20^, we further evaluated CD55 expression as an enrichment marker for mature, recirculating-like subsets. CD55⁺H2-K^b^⁺ thymic SP CD8⁺ T cells comprised around 4.98% of the recirculating-like compartment in Pdcd1^fl/fl^ mice verses 8.62% in Pdcd1 cKO mice (Fig. 2c). However, among most thymic non-recirculating CD55^-^H2-K^b+^ SP CD8^+^ T cells, we found the frequency of NKG7, GZMB, and TIM3 increased while TCF1 decreased in the absence of PD-1 (Fig. 2d). Taken together, these results indicate that latent effector differentiation occurs in thymic resident SP CD8^+^ T cells rather than in recirculating mature CD8^+^ T cells.

**Fig. 2:**
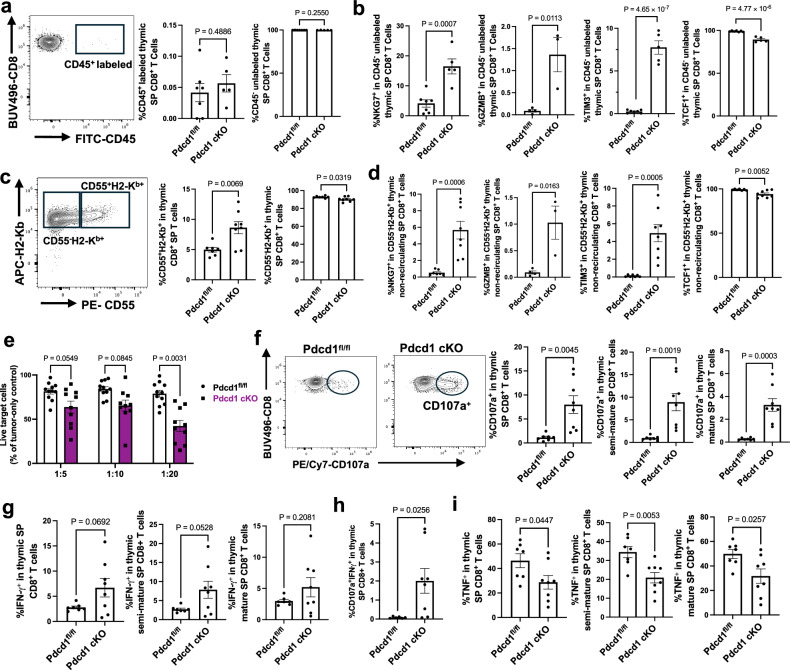
Thymic SP CD8^+^ T cells exhibit cytotoxic effector function in the absence of PD-1. **a**, **b** Distinguishing circulating from thymic resident CD8^+^ T cells via intravenous injection of anti-CD45 labeling. **a** Gating and frequency of CD45^+^ or CD45^−^ cells in thymic SP CD8^+^ T cells (Pdcd1^fl/fl^, *n* = 7; Pdcd1 cKO, *n* = 5). **b** Percentages of NKG7^+^ (Pdcd1^fl/fl^, *n* = 7; Pdcd1 cKO, *n* = 5), GZMB^+^ (*n* = 4 and *n* = 3), TIM3^+^ (*n* = 7 and *n* = 5), and TCF1^+^ (*n* = 7 and *n* = 5) cells within CD45^−^ unlabeled thymic SP CD8^+^ T cells. **c** Gating and frequency of recirculating-like CD55^+^H2-K^b+^ or non-recirculating CD55^−^H2-K^b+^ among thymic SP CD8^+^ T cells (Pdcd1^fl/fl^, *n* = 7; Pdcd1 cKO *n* = 8 mice). **d** Percentage of NKG7^+^ (*n* = 7 and *n* = 8), GZMB^+^ (*n* = 4 and *n* = 3), TIM3^+^ (*n* = 7 and *n* = 8) and TCF1^+^ (*n* = 7 and *n* = 8) within thymic non-recirculating SP CD8^+^ T cells. **e** Numbers of live target P815 cells (calculated as % of tumor-only control) after 48-h co-culture with thymic SP CD8^+^ T cells from Pdcd1^fl/fl^ (*n* = 11) and Pdcd1 cKO (*n* = 10) at indicated target-to-effector ratios. Gating and frequency of CD107a^+^ degranulation (**f**), IFN-γ^+^ (**g**), or both (**h**), and TNF^+^ (**i**) in thymic SP, semi-mature SP and mature SP CD8^+^ T cells (Pdcd1^fl/fl^, *n* = 7; Pdcd1 cKO *n* = 8). Each data point shown in this figure represents one mouse, with two to three biological replicates. Data are presented as mean ± SEM. Statistical analyses in (**e**) were performed using a mixed-effects model with Geisser-Greenhouse correction to account for repeated measures across dilution series, followed by Sidak’s multiple comparison test. Other statistical analyses were performed at the mouse level using unpaired two-tailed t-tests.

### Thymic SP CD8^+^ T cells demonstrate cytotoxic effector function in the absence of PD-1

To investigate whether latent effector differentiation would produce virtual effector cells that are capable of killing tumor cells, we performed an ex vivo thymocyte-mediated cytotoxicity assay^21^, in which freshly isolated thymic CD8^+^ cells were co-cultured with P815 target cells for 48 h. Thymic CD8^+^ cells from Pdcd1 cKO mice exhibited a trend towards increased target cell killing compared with controls, which were more pronounced at higher effector-to-target ratios (Fig. 2e). In addition, we assessed degranulation and intracellular cytokine production following 4-h PMA and ionomycin stimulation of isolated thymic CD8^+^ T cells to measure T cell-intrinsic maximal effector capacity. We observed a significant increase in the frequency of CD107a^+^ degranulating cells in both thymic semi-mature and mature SP *Pdcd1*-deficient CD8^+^ T cells compared with controls (Fig. 2f). From there, the frequency of CD107a^+^IFNγ^+^ thymic CD8^+^ T cells significantly increased in Pdcd1 cKO mice (Fig. 2h), while the frequency of IFNγ^+^, TOX^+^CD107a^+^ or TCF1^−^CD107a^+^ thymic CD8^+^ T cells only marginally increased (Fig. 2g and Supplementary Fig. 1m, n). However, the frequencies of TNF^+^ thymic CD8^+^ T cells decreased in both semi-mature and mature thymic SP CD8^+^ T cells (Fig. 2i), while the percentage of IL-2^+^ CD8^+^ T cells did not change in the absence of PD-1 (Supplementary Fig. 1o). Collectively, our results suggest that latent effector differentiation generates functional cytotoxic effector-like CD8^+^ T cells in the absence of PD-1.

### Peripheral CD8^+^ T cells retained the cytotoxic effector potential post-thymic selection in the absence of PD-1

To investigate how the latent effector differentiated thymic CD8^+^ T cells would affect the peripheral T cell pool, we used CD55^+^CD24^+^ cells to identify recent thymic emigrants (RTEs). Although the frequency of RTEs in the peripheral blood was comparable between Pdcd1 cKO mice and control mice, PD-1-deficient RTEs upregulated NKG7, GZMB, and TIM-3 and downregulated TCF1 expression (Supplementary Fig. 3f). In mature peripheral CD8^+^ T cells (CD55^+^CD24^−^), which were reduced in frequency in the absence of PD-1, we likewise observed increased expression of cytotoxic effector markers and reduced TCF1 expression (Supplementary Fig. 3g). These results suggest the thymic output of effector-like CD8^+^ T cells retains key cytotoxic features in the absence of PD-1.

Along with the increased total number, but not the frequency, of splenic CD8^+^ T cells in the CD8-Pdcd1 cKO mice compared to control mice (Supplementary Fig. 4a, b), peripheral CD8^+^ T cells demonstrated increased proliferative capacity (Ki67^+^) in the absence of PD-1 (Supplementary Fig. 4c). Functionally, we found a notable increase in the frequencies of CD107a^+^ and IFNγ^+^ CD8^+^ T cells, but a decrease in TNF^+^ CD8^+^ T cells in the spleen of PD-1 cKO mice compared to control mice (Supplementary Fig. 4d–f). Accordingly, effector-like (CD44^+^CD62L^−^) CD8^+^ T cells were significantly expanded in the spleens of CD8-Pdcd1 cKO mice compared to controls (Supplementary Fig. 4g), which also expressed higher levels of cytotoxic effector molecules, including NKG7, Perforin, GZMB and EOMES, but reduced levels of TCF1 and T-bet (Supplementary Fig. 4h–p). From there, we also confirmed that the increase of cytotoxic effector molecules was only found in effector-like CD44⁺CD62L^−^ but not in naïve CD44^−^CD62L⁺ splenic CD8^+^ T cells in the absence of PD-1 (Supplementary Fig. 5a, b). Collectively, these findings suggest that PD-1 deficiency unleashes the cytotoxic and proliferative capacity of peripheral CD8⁺ T cells, driven by thymic latent effector differentiation.

To investigate whether these effector phenotypes have been programmed at transcriptional levels, we performed scRNA-seq analysis of splenic CD8^+^ T cells. 

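Splenic CD8+ T cells of 1 mouse per genotype were sequenced as 1 PIPseq library each, and the deposited files again hold UMI counts per barcode without normalization. The library labelled Pdcd1fl/fl held 6929 barcodes with a median of 728 UMIs and a total of 5935926 UMIs. The library labelled Pdcd1 cKO held 4963 barcodes with a median of 1611 UMIs and a total of 8964626 UMIs. The cell filter left 1478 barcodes (21.3%, median 1320.5 UMIs) and 4928 barcodes (median 1615 UMIs), with 5267 barcodes of the library labelled Pdcd1fl/fl under 1000 UMIs. Depth therefore differed between the genotypes before and after the filter. Scrublet called 9 and 0 cells as doublets, and none was removed. In the first clustering, no cluster reached 3 markers of another lineage, so all filtered cells were used, although some clusters were led by immunoglobulin genes or by Prtn3, Mpo and Elane, genes of other lineages. Counts were summed, scaled and compared as for the thymus. Pdcd1 was read with 1 UMI (0.450 CPM) in the library labelled Pdcd1fl/fl and 104 UMIs (11.7 CPM, 9.52-14.1) in the library labelled Pdcd1 cKO, a log2 ratio of 4.69 (2.18-10.0), so it was against the labels in the spleen too. Each direction between the splenic libraries rests on the labels as deposited. The median log2 ratio of all 7843 genes with at least 100 UMIs was 0.17, and a total without mitochondrial, ribosomal and Malat1 counts shifted it to 0.04.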

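Over all filtered splenic cells, Nkg7 was read with 2847 UMIs (1282 CPM, 1235-1330) in the library labelled Pdcd1fl/fl and 16156 UMIs (1810.4 CPM, 1783-1839) in the library labelled Pdcd1 cKO, a log2 ratio of 0.50 (0.44-0.56). Keeping every barcode without a filter moved this ratio most, to 0.64. After thinning, 62.7% and 75.1% of cells had an Nkg7 UMI, a difference of 12.3 percentage points (9.62-15.1). Without thinning, the shares were 71.9% and 86.4%. No splenic cell type without Nkg7 expression was found to read a background share from. At the lowest resolution tried, 0.1, the spleen split into 6 clusters, and none was given a name. Cluster 5 had markers of cycling cells and of macrophages or monocytes and stayed unnamed. Cluster 0 (led by Cd160, Gzma, Gzmk, Gimap7 and Ccl5) held 5.48% of the cells in the library labelled Pdcd1fl/fl and 73.1% in the library labelled Pdcd1 cKO. Cluster 1 (Tafa2, Gpat3, Siah1a, Bmerb1 and Tenm2) held 76.5% and 0.0609%, so these 2 clusters largely followed the library. Cluster 2 (Zfp791, Prr16, Gm49313, Peak1 and Snx29) held 5.55% and 14.4%, and cluster 4 (Ccdc158, Ggt5, Cd109, Ap4e1 and Ugcg) held 3.99% and 3.25%. Cluster 3, led by immunoglobulin genes (Iglc3, Iglc1, Ighg2b, Jchain and Igkc), held 7.58% and 8.28%, and cluster 5, led by Prtn3, Mpo, Elane, Ifitm2 and Pclaf, held 0.880% and 0.974%. Within clusters, the log2 ratio of Nkg7 was 0.66 (0.41-0.92, 1231 and 1944 CPM) in cluster 0, 0.68 (0.40-0.96, 829 and 1326 CPM) in cluster 2, 0.50 (0.29-0.71, 1249 and 1763 CPM) in cluster 3 and 0.46 (0.16-0.77, 1269.8 and 1744 CPM) in cluster 4. No ratio was taken in cluster 1, which had 3 cells of the library labelled Pdcd1 cKO, or in cluster 5, which had 13 cells of the library labelled Pdcd1fl/fl.

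**Figure D2:**
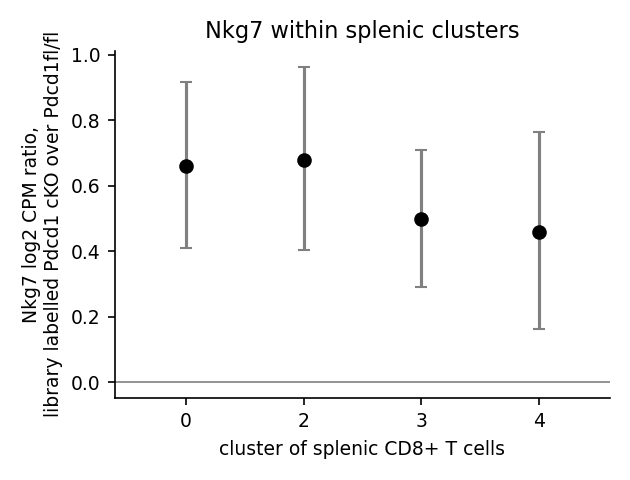
Log2 CPM ratio of Nkg7 within splenic clusters 0, 2, 3 and 4, library labelled Pdcd1 cKO over library labelled Pdcd1fl/fl, with points as ratios and bars as 95% intervals. The ratios ran from 0.46 to 0.68, and every interval lay above 0.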

Among the six transcriptionally distinct clusters (Supplementary Fig. 6a–c), all of them showed upregulated *Nkg7* expression in PD-1-deficient CD8⁺ T cells compared to control CD8^+^ T cells (Supplementary Fig. 6c–e). However, only Cluster 5 was enriched with genes encoding both cytotoxic effector and exhaustion-associated genes, such as *Nkg7*, *Prf1*, *Gzmb*, *Havcr2*, *Lag3*, and *Tigit*, along with enriched effector-associated transcription factors (*Tbx21*, *Eomes*) (Supplementary Fig. 6d, e, g). 

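Splenic cluster 0, which carried the most effector markers, was compared by number, because no cluster at that resolution met the markers of an effector-like name. Against the other splenic cells, its log2 folds were 0.47 for Nkg7, 0.02 for Prf1, 0.32 for Gzmb, -0.02 for Havcr2, 0.40 for Lag3, -0.38 for Tigit, -0.34 for Tbx21 (ENSMUSG00000001444) and -0.11 for Eomes (ENSMUSG00000032446). At resolution 0.2, an alternative chosen after the data had been seen, 1 of 10 clusters was effector-like by its markers, which include these genes. It held 3 of 1478 cells (0.203%, 0.0419-0.592) in the library labelled Pdcd1fl/fl and 401 of 4928 cells (8.14%, 7.39-8.94) in the library labelled Pdcd1 cKO, and was led by Gzma, Gzmk, Trgc2, S100a4 and Hgsnat. In its 404 cells, against the other 6002, the log2 folds were 1.26 (1.20-1.32) for Nkg7, 1.34 (0.86-1.797) for Prf1 and 2.37 (1.94-2.79) for Gzmb. Havcr2, Lag3 and Tigit had log2 folds of 1.18 (0.41-1.88), 3.58 (3.00-4.14) and 1.95 (0.92-2.87), and Tbx21 and Eomes of 1.17 (0.66-1.65) and 1.59 (1.31-1.85). Pdcd1 was at 68.4 CPM in this cluster and 6.16 CPM in the other cells. Between whole libraries, Prf1 was at 13.5 and 37.5 CPM (log2 ratio 1.47, 0.93-2.06), Gzmb at 9.46 and 28.8 CPM (1.61, 0.96-2.32), Havcr2 at 9.01 and 16.8 CPM (0.90, 0.22-1.65) and Tigit at 4.05 and 6.61 CPM (0.71, -0.32 to 1.90). Lag3 was read with 3 and 110 UMIs (3.19, 1.60-5.49). Tbx21 and Eomes had ratios of 1.51 (0.96-2.11) and 0.82 (0.54-1.11).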

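In the spleen, the ribosomal protein list had a median log2 ratio of -0.33 between the libraries over 84 members (percentile 0 of the random lists), with 74 members below 0, from -0.77 (Rpl36) to 0.77 (Rpl7l1). A total without mitochondrial, ribosomal and Malat1 counts moved it most, to -0.47. Inside the library labelled Pdcd1 cKO, the list had a median log2 fold of -0.29 (percentile 0) in the effector-like cluster of resolution 0.2 against the other cells. The effector list had a median of 0.92 (percentile 100), from 0.37 (Coro1a) to 4.12 (Ifng), and the exhaustion list of 0.71 (percentile 97.7), from 0.15 (Ctla4) to 3.19 (Lag3).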

Pathway analysis revealed that cluster 5 was enriched for immune activation-related pathways, such as TCR signaling, whereas pathways associated with protein synthesis and processing were predicted to be inhibited in the absence of PD-1 (Supplementary Fig. 6f). Collectively, our results demonstrate that peripheral CD8⁺ T cells retain a transcriptional program favoring effector differentiation in the absence of PD-1.

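The largest splenic log2 ratios were those of Iglc1, Iglc3, 8430436N08Rik, Mpo and Elane, and the smallest those of Tafa2, 6030407O03Rik, Cntnap4, Dysf and Stox2. Tafa2 (ENSMUSG00000044071, chromosome 10, 123099901 to 123577979, plus strand) was read at 5805 CPM in the library labelled Pdcd1fl/fl and 2.80 CPM in the library labelled Pdcd1 cKO (-11.02, -11.65 to -10.45), and in 98.4% of the cells of the former. From higher Nkg7 RNA in each splenic cluster and from a cluster with cytotoxic and exhaustion genes, the paper concludes that peripheral CD8+ T cells keep a program that favors effector differentiation without PD-1. In the rebuilt clusters, Nkg7 was higher in each of the 4 that could be compared, with 1 mouse per genotype, with Pdcd1 RNA against the labels, and with the 2 largest clusters made up almost wholly of 1 library each.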

To determine whether acute PD-1 blockade is sufficient to recapitulate the latent effector differentiation phenotype observed in Pdcd1 cKO CD8⁺ T cells, we performed side-by-side in vitro stimulation assays using naïve CD8⁺ T cells from young, age-matched Pdcd1^fl/fl^ and Pdcd1 cKO mice. To model acute anti-PD-1 blockade, these Pdcd1^fl/fl^ naive CD8⁺ T cells were stimulated with anti-CD3/CD28 in the presence of anti-PD1 antibody for 24 hours^22^. As a pharmacodynamic control, an anti-PD-1 antibody was also included in cultures of Pdcd1 cKO cells. Robust binding was confirmed to Pdcd1^fl/fl^ naive CD8⁺ T cells, but reduced binding to Pdcd1 cKO cells before and after T cell activation, confirming target engagement (Supplementary Fig. 5c, d). Early activation markers, including CD69 and S6 phosphorylation (pS6, a readout of mTOR activation), were comparable between control and *Pdcd1*-deficient naive CD8⁺ T cells in the presence of anti-PD-1 antibody, indicating similar proximal activation (Supplementary Fig. 5e, f). Although Pdcd1 cKO cells displayed increased frequencies of NKG7⁺ and TOX⁺ cells, acute PD-1 blockade of Pdcd1^fl/fl^ naïve cells did not induce a similar effector phenotype (Supplementary Fig. 5g, h).

To further investigate whether peripheral PD-1 blockade would affect thymic latent effector differentiation in vivo, we administered five doses of anti-PD-1 antibody every 2 days in naïve mice. While peripheral PD-1 blockade expanded effector cells in splenic CD8^+^ T cells, which were characterized by increased expression of NKG7, Perforin, Granzyme B, and TOX, and decreased TCF1 expression (Supplementary Fig. 4q), but PD-1 blockade did not affect the effector phenotype of thymic SP CD8⁺ T cells (Supplementary Fig. 4r). Per T cell proliferative capacity, PD-1 blockade did not affect the frequency of Ki67^+^ CD8^+^ T cells in both spleen and thymus of treated mice (Supplementary Fig. 4q, r). Since we observed Ki67^+^ CD8^+^ T cells increased in PD-1-deficient CD8^+^ T cells (Supplementary Fig. 4c), it is unexpected that PD-1 blockade did not increase T cell proliferative capacity in our model. An explanation is that cell-intrinsic PD-1 signals may mainly control T cell proliferation in the peripheral, while PD-1 ligation by its ligand may further control T cell effector function^23^. Collectively, these data indicate acute PD-1 blockade, in vitro and in vivo, is insufficient to recapitulate the latent effector differentiation observed in *Pdcd1*-deficient CD8^+^ T cells, supporting a model in which PD-1 constrains early effector imprinting.

### Latent effector differentiation of CD8^+^ T cells contributes to peripheral antitumor immunity in the absence of PD-1

To determine the impact of the thymic output of effector-like CD8^+^ T cells in peripheral tumor immunity, we measured and compared tumor growth between CD8-Pdcd1 cKO mice and control mice. Using three tumor models according to their degree of immunogenicity: MC38 (high), B16-OVA (intermediate), and B16F10 (low) (Fig. 3a), we found that the growth of MC38 tumors (7/10) were dramatically rejected, while the growth of B16-OVA tumors was modestly suppressed, in CD8-Pdcd1 cKO mice compared to control mice (Fig. 3b, c), while the survival of mice with B16-OVA tumors was prolonged in the absence of PD-1 (Fig. 3c). However, the tumor growth of B16F10 tumors cannot be suppressed in both CD8-Pdcd1 cKO mice and control mice (Fig. 3d). Our results suggest that PD-1 deficiency may unleash strong antitumor activity of peripheral CD8⁺ T cells, but this effect appears limited to tumors with high or intermediate immunogenicity.

**Fig. 3:**
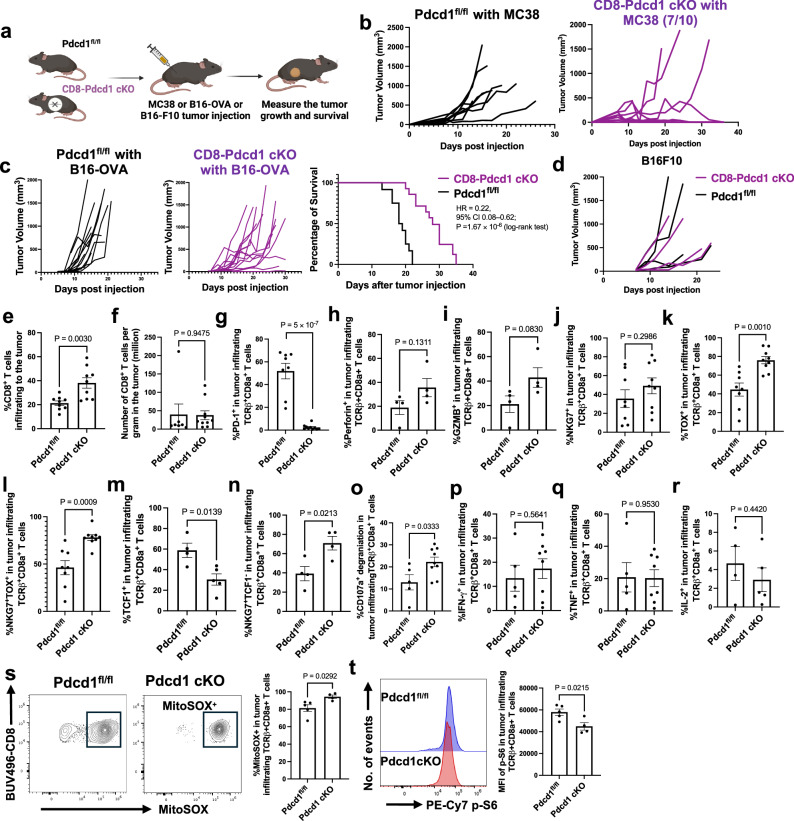
Tumor immunity is regulated by PD-1 in an immunogenicity-dependent manner. **a** Schematic of the study with tumor models. **b**–**d** Tumor growth curve of MC38 tumor (**b**, Pdcd1^fl/fl^, *n* = 8; Pdcd1 cKO *n* = 10). B16-OVA tumor **c** along with survival curve (Pdcd1^fl/fl^, *n* = 12; Pdcd1 cKO, *n* = 15), and B16-F10 tumor (**d**, Pdcd1^fl/fl^, *n* = 4; Pdcd1 cKO, *n* = 4). Percentage (**e**, *n* = 9 and *n* = 9) or absolute number (**f**, *n* = 7 and *n* = 10) of CD8^+^ TILs in Pdcd1^fl/fl^ and Pdcd1 cKO mice. Frequencies of PD-1^+^ (**g** *n* = 10 and *n* = 9), perforin^+^ (**h**, *n* = 4 and *n* = 4), GZMB^+^(**i**, *n* = 4 and *n* = 4), NKG7^+^ (**j**, *n* = 8 and *n* = 9), TOX^+^ (**k**, *n* = 8 and *n* = 9), NKG7^+^TOX^+^ (**l**, *n* = 8 and *n* = 9), TCF1^+^ (**m**, *n* = 4 and *n* = 5), NKG7^+^TCF-1^−^(**n**, *n* = 4 and *n* = 5), CD107a degranulation (**o**, *n* = 5 and *n* = 9), IFN-γ^+^ (**p**, *n* = 5 and *n* = 9), TNF^+^ (**q** *n* = 5 and *n* = 9), and IL-2^+^ (**r**, *n* = 4 and *n* = 5) in CD8^+^ TILs isolated at day 12 after B16-OVA tumor injection in Pdcd1^fl/fl^ and Pdcd1 cKO mice. **s** Gating and frequency of MitoSOX^+^ CD8^+^ TILs (Pdcd1^fl/fl^, *n* = 5; Pdcd1 cKO *n* = 4 mice). **t** Gating strategy and MFI of phosphorylated S6 (p-S6) in CD8^+^ TILs (Pdcd1^fl/fl^, *n* = 5; Pdcd1 cKO *n* = 4 mice). Each line represents one biologically independent mouse (**b**, **d**, unit of analysis: individual mouse). For MC38 and B16-F10 models, data were pooled from two independent biological experiments; for the B16-OVA model, data were pooled from four independent biological experiments. Survival curves in (**d**) were generated using the Kaplan–Meier method and compared using the log-rank (Mantel–Cox) test. Median survival were 28 days for CD8-Pdcd1 cKO mice and 18.5 days for Pdcd1^fl/fl^ mice. Hazard ratios (HR) with 95% confidence intervals (CI) are shown. Each point represents one mouse in (**e**–**t**), with two to three biological independent replicates. Data are presented as mean ± SEM. Statistical analyses were performed at the mouse level using unpaired two-tailed t-tests (**e**–**t**). **a** Created in BioRender. Mao, Z. (2026) https://BioRender.com/z190wcl.

To understand why the growth of tumors with intermediate immunogenicity was only delayed but not completely rejected in the absence of PD-1, we performed flow cytometry analysis of CD8^+^ T cells in TILs on day 12 post B16-OVA tumor injection, a time point with peak accumulation of effector cells^24^. PD-1 deficiency in CD8⁺ TILs (Fig. 3g) resulted in an increased frequency of CD8⁺ TILs (Fig. 3e), but not in the number of CD8⁺ TILs per gram of tumor tissue (Fig. 3f). Although PD-1-deficient CD8⁺ TILs showed modest increases in perforin⁺, GzmB⁺ and NKG7⁺ cells (Fig. 3h–j), they exhibited significant enrichment of TOX⁺, NKG7⁺TOX⁺ and NKG7⁺TCF1^−^ subsets (Fig. 3k–n). Functionally, PD-1-deficient CD8⁺ TILs retained higher cytotoxic activity (CD107a⁺) compared to controls (Fig. 3o), but did not produce more effector cytokines, such as IFNγ, TNF, or IL-2 (Fig. 3p–r). Interestingly, these cells displayed increased mitochondrial oxidative stress (MitoSOX⁺; Fig. 3s) and reduced mTORC1 activity, indicated by lower pS6 expression (Fig. 3t). Taken together, these findings suggest that while PD-1 loss expands cytotoxic effector cells and enhances antitumor activity, the durability of tumor immunity is compromised by TOX expression (a T cell exhaustion factor)^25–27^ and diminished metabolic fitness.

To determine the impact of PD-1 deficiency in the programming of antitumor activity within TILs, we performed scRNA-seq analysis of CD8^+^ TILs isolated from B16-OVA tumors. 

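CD8+ TILs were isolated on day 12, with 3 mice pooled into 1 PIPseq library per genotype, so the mice cannot be separated. The deposited UMI counts list the same genes as the thymic and splenic files, partly in another order, and the files were aligned by Ensembl identifier. The library labelled Pdcd1fl/fl held 457 barcodes with a median of 13837 UMIs and a total of 9401747 UMIs. The library labelled Pdcd1 cKO held 561 barcodes with a median of 9510 UMIs and a total of 7924590 UMIs. The cell filter kept 456 and 561 barcodes. By markers, 142 (31.1%) and 58 (10.3%) of these cells were melanoma-like, 27 and 34 were macrophage or monocyte-like, and 6 and 10 were regulatory T-like. Those clusters were left out, which left a CD8 T cell population of 281 cells (61.6%, median 11027 UMIs) with 3757511 UMIs and 459 cells (81.8%, median 9177 UMIs) with 5182058 UMIs. At resolution 0.6, 28 of the 281 cells formed a cluster with higher counts of 3 melanoma markers (Tyrp1, Mitf and S100b) and of Ccr7, Lef1 and Tcf7, and these cells were kept. The authors assigned cells to reference states with ProjecTILs, and that step was not repeated here. Scrublet called 0 and 3 cells as doublets, and no cell was removed. Pdcd1 was read with 689 UMIs (183 CPM) in the library labelled Pdcd1fl/fl and 792 UMIs (153 CPM) in the library labelled Pdcd1 cKO, a log2 ratio of -0.26 (-0.41 to -0.11). This direction is that of the labels. With the melanoma-like and other clusters kept, it reversed to 0.42. The share of cells with a Pdcd1 UMI was 13.5% and 14.4% after thinning to 1000 UMIs (difference 0.856 percentage points, -4.50 to 5.82), 26.0% and 24.0% after thinning to 2000 UMIs (-2.01, -8.57 to 4.29) and 68.7% and 64.7% without thinning (-3.98, -10.8 to 3.08). The median log2 ratio of all 4934 genes with at least 100 UMIs was 0.09, and a total without mitochondrial, ribosomal and Malat1 counts shifted it to -0.05.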

According to the published mouse ProjectTIL profile dataset^28^, we found that CD8^+^ TILs exhibited a more pronounced effector memory phenotype in CD8-Pdcd1 cKO mice compared to control mice (Fig. 4a), along with their higher expression of genes encoding cytotoxic molecules *Nkg7*, *Prf1*, and *Gzmb* (Fig. 4b and Supplementary Fig. 7e). 

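In the CD8 T cell population of the tumors, Nkg7 was read with 5939 UMIs (1581 CPM, 1541-1621) in the library labelled Pdcd1fl/fl and 13738 UMIs (2651 CPM, 2607-2696) in the library labelled Pdcd1 cKO, a log2 ratio of 0.75 (0.70-0.79). Keeping every barcode without a filter moved it most, to 1.46, a setting that also takes in the melanoma-like cells. Prf1 was at 51.9 and 83.6 CPM (0.69, 0.44-0.94), and Gzmb was at 763 and 1618 CPM (1.08, 1.02-1.15). After thinning, with no cell left out, a UMI was found in 66.9% (61.1-72.4) and 91.9% (89.1-94.3) of cells for Nkg7, 3.203% and 8.50% for Prf1, and 34.2% and 58.2% for Gzmb. Unthinned shares were 96.8% and 100%, 30.6% and 45.1%, and 61.9% and 90.6%. In the melanoma-like cells (median depth 31889 and 35962.5 UMIs), which served as background, the thinned shares were 2.82% (0.773-7.06) and 10.3% (3.89-21.2) for Nkg7 and 0.704% and 5.17% for Gzmb. No melanoma-like cell had a Prf1 UMI after thinning, 0 of 142 and 0 of 58, which allows a share of up to 2.56% and 6.16%. Ccl5 was at 575 and 1999 CPM (1.798, 1.73-1.87).

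**Figure D3:**
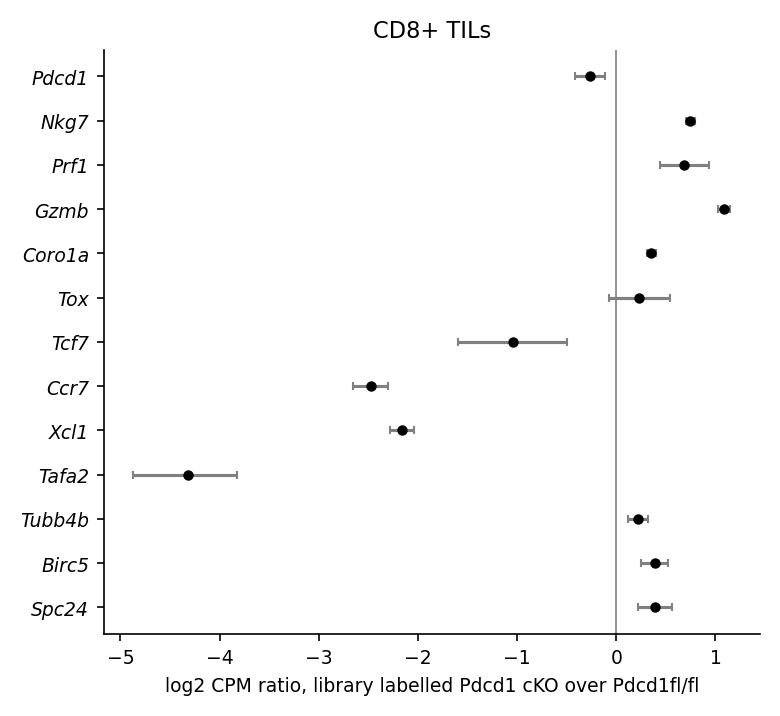
Log2 CPM ratio of named genes in CD8+ TILs, library labelled Pdcd1 cKO over library labelled Pdcd1fl/fl, with points as ratios and bars as 95% intervals. Gzmb lay at 1.08, Nkg7 at 0.75, Ccr7 at -2.48 and Tafa2 at -4.32.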

The gene signatures of PD-1 deficient CD8^+^ TILs were associated with immune cell activation and mitochondrial metabolism pathways including TCR signaling, immunogenic cell death, respiratory electron transport and mitochondrial translation, whereas pathways related to protein synthesis and processing, similar to those in thymus and spleen, were predicted to be inhibited in the absence of PD-1 (Supplementary Fig. 7f).

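Among TILs, the effector list had a median log2 ratio of 0.44 (percentile 99.99), from -0.66 (Cx3cr1) to 1.798 (Ccl5). Its members of T cell receptor signaling Lck and Zap70 had ratios of 0.51 (0.37-0.65) and 0.35 (0.17-0.52). The exhaustion list had a median of 0.11 (percentile 56.4), from -0.58 (Tigit) to 0.23 (Tox), and a total without mitochondrial, ribosomal and Malat1 counts reversed it to -0.020. For respiratory electron transport, the list of oxidative phosphorylation genes (Nduf, Cox4 to Cox8, Uqcr, Atp5, Sdh and Cyc1) had a median of 0.14 over 81 members (percentile 93.4), with 68 members above 0, from -0.46 (Cox6b2) to 0.40 (Ndufb11). For mitochondrial translation, the list of mitochondrial ribosome genes (Mrpl and Mrps) had a median of 0.15 over 78 members (percentile 90.7), with 59 above 0, from -0.66 (Mrps6) to 1.03 (Mrps31). These medians stand beside a median of 0.09 over all genes, and the total without mitochondrial, ribosomal and Malat1 counts lowered them to 0.0091 and 0.016. Over all filtered cells they reversed, to -0.090 and -0.014. The ribosomal protein list had a median of -0.19 over 83 members (percentile 0), with 79 below 0, from -0.51 (Rps12) to 0.06 (Rpl35), and reversed to 0.026 over all filtered cells. For the ribosomal list the direction was thus that of the spleen and not that of the thymus, and the difference was not tested.

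**Figure D4:**
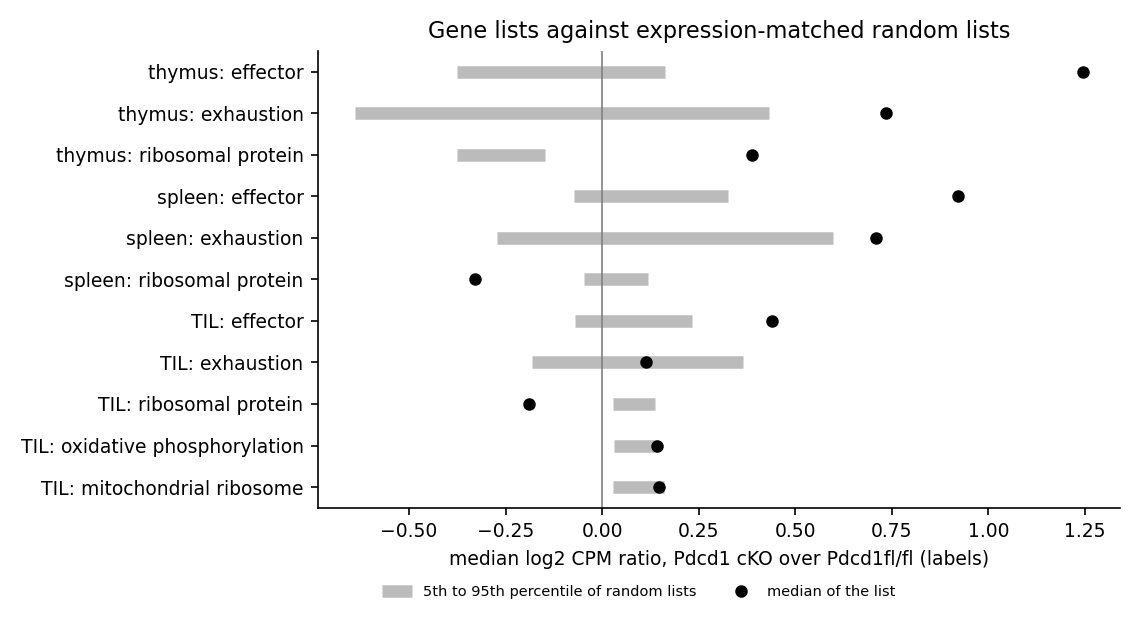
Median log2 CPM ratio of effector, exhaustion, ribosomal and, in TILs, mitochondrial gene lists in thymus, spleen and TILs, with points as list medians and bars from the 5th to the 95th percentile of random lists of like expression. The ribosomal protein list lay at 0.39 in the thymus, -0.33 in the spleen and -0.19 in TILs.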

**Fig. 4:**
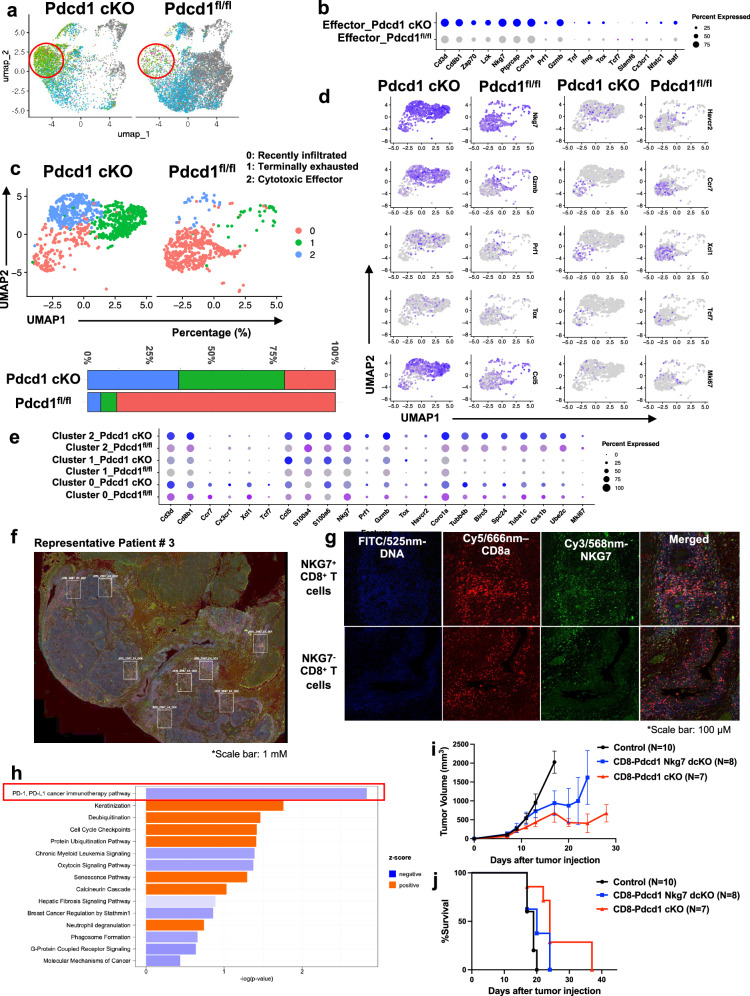
NKG7 is necessary to regulate anti-tumor immunity in the absence of PD-1. **a**–**e** Single cell RNA sequencing analysis of pooled CD8^+^ tumor infiltrating lymphocytes (TILs) isolated on day 12 post B16-OVA tumor injection in Pdcd1^fl/fl^ (*n* = 3) and Pdcd1 cKO mice (*n* = 3). **a** UMAP of pooled CD8^+^ TILs annotated using the ProjectTIL database. **b** Dot plot graph of expression of cytotoxicity-associated effector genes. **c** Three main sub-clusters within the effector CD8^+^ TIL cluster shown in (**a**). **d** UMAP distribution and expression of representative genes across the subclusters within effector CD8^+^ TILs. Gene expression is depicted by a gradient, with darker blue representing higher expression levels. **e** Dot plot graph of representative signature genes within each sub-cluster as shown in (**c**). **f**–**h** Spatial transcriptomics profiling of NKG7^+^ and NKG7^−^ CD8^+^ T cells in patients with muscle-invasive bladder cancer patients for representative regions of interests (ROIs, **f**) and representative images of NKG7^+^ or NKG7^−^CD8^+^ T cells (**g**). **h** Pathway enrichment analysis comparing NKG7⁺ versus NKG7^−^ CD8⁺ T cells from pooled four patient samples. The PD-1/PD-L1 pathway (boxed) is among the most negatively associated pathways in NKG7⁺ CD8⁺ T cells. Negative Z-scores are shown in blue; positive Z-scores in orange. Functional validation of NKG7 in regulation of PD-1 deficient CD8^+^ T cell-mediated anti-tumor immunity with tumor growth (**i**) and survival curves (**j**) of B16-OVA tumor in control mice (*n* = 10), CD8-Pdcd1 cKO (*n* = 8) and *Pdcd1*^*fl/fl*^ *Nkg7*^fl/fl^CD8 E8I cre^+^ (CD8-Pdcd1 Nkg7 dcKO, *n* = 7) mice. scRNA-seq data represent three biologically independent mice per genotype and were used for transcriptional profiling. Differential expression testing was performed using the Wilcoxon rank-sum test with Benjamini–Hochberg correction for multiple testing at the gene level. Data (**i**, **j**) were pooled from three independent biological experiments. For **i**, data are presented as mean ± SEM of the tumor volume. Survival curve (**j**) was generated using the Kaplan–Meier method and analyzed. using the log-rank (Mantel–Cox) test (*χ*²(2) = 11.55, *p* = 0.0031). Hazard ratios (HR) with 95% confidence intervals (CI) were calculated using Cox proportional hazards regression.

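For sub-clusters, the 281 and 459 cells of the CD8 T cell population of the TIL libraries were merged and clustered with the same settings as the thymic cells. The lowest resolution that gave at least 3 clusters was 0.3. Genes of the effector, exhaustion and naive lists were left out of the clustering. Xcl1, Tafa2, Tubb4b, Birc5 and Spc24 were not, so their levels in a cluster are in part what defined it.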

To understand how CD8^+^ TILs gradually lost their antitumor activity, we further sub-clustered the CD8^+^ TILs using our scRNA-seq data (Fig. 4c and Supplementary Fig. 7g). We identified two major clusters (cluster 1 and cluster 2) in Pdcd1 cKO CD8^+^ TILs and one major cluster (cluster 0) in Pdcd1^fl/fl^ CD8^+^ TILs (Fig. 4c). 

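In the rebuilt clusters, cluster 0, named naive-or-stem-like (led by Lad1, Ccr7, Rgs11, Gfm2 and Xcl1), held 251 cells (89.3%) of the library labelled Pdcd1fl/fl and 81 cells (17.6%) of the library labelled Pdcd1 cKO. Cluster 1 (led by Itgbl1, Tbc1d31, Xrn1, Ipcef1 and Diaph3, and with cycling markers) held 16 cells (5.69%, 3.29-9.08) and 258 cells (56.2%, 51.5-60.8), and stands for cluster 2 of the paper. Cluster 2 (led by Sdk1, Ifitm1, Rgs3, Kcnd2 and Xdh) held 14 cells (4.98%) and 120 cells (26.1%). The denominator here was the CD8 T cell population, whereas the paper's legend gives the effector CD8+ TIL cluster. Log-normalization in place of SCTransform moved the difference in the cycling cluster most, from 50.5 to 7.76 percentage points, and integration of the libraries gave 10.9 points (47.7% and 58.6%).

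**Figure D5:**
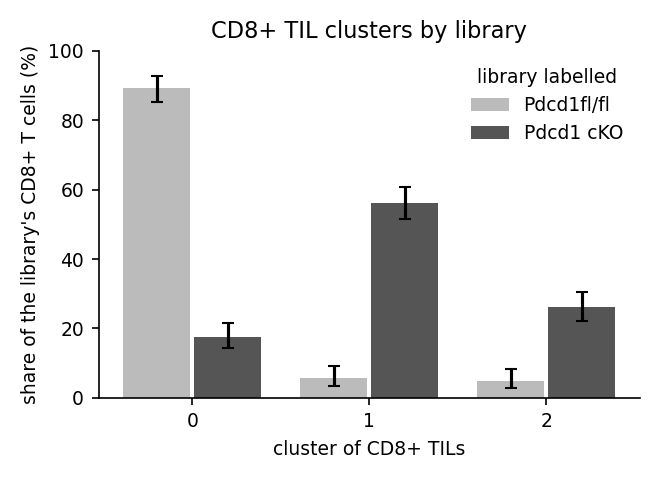
Share of the CD8 T cell population in rebuilt TIL clusters 0, 1 and 2, in percent, with bars for the library labelled Pdcd1fl/fl and the library labelled Pdcd1 cKO and lines for 95% intervals. Cluster 0 held 89.3% and 17.6% of cells, and cluster 1 held 5.69% and 56.2%.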

Cluster 2 was characterized as “cytotoxic effector CD8^+^ T cells” with elevated expression of genes encoding cytotoxic molecules, including *Nkg7*, *Prf1*, *Gzmb*, and *Coro1a* (Fig. 4d, e). 

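In the rebuilt cluster with cycling markers, Nkg7 was at 2961 CPM, a log2 fold of 0.73 (0.69-0.77) against the other TIL clusters. Prf1 was at 90.8 CPM (0.62, 0.39-0.86), Gzmb at 1846 CPM (0.98, 0.93-1.04) and Coro1a (ENSMUSG00000030707) at 2492 CPM (0.54, 0.50-0.58). Between the whole libraries, Coro1a was at 1716 and 2189 CPM (log2 ratio 0.35, 0.31-0.40). Within rebuilt cluster 0, which had cells of both libraries, Nkg7 was lower in the library labelled Pdcd1 cKO (-0.22, -0.30 to -0.14), while Gzmb and Prf1 had ratios of 0.05 and 0.09.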

Cluster 1 was characterized as “terminally exhausted CD8^+^ T cells” with upregulated expression of *Tox* and downregulation of cytotoxic molecules, including *Nkg7*, *Prf1*, *Gzmb*, and *Coro1a* (Fig. 4d, e). 

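Rebuilt cluster 2, the other cluster held mainly by the library labelled Pdcd1 cKO, had Tox at 49.1 CPM, a log2 fold of 0.22 (-0.23 to 0.64) against the other clusters, and the cluster with cycling markers had Tox at 44.9 CPM (0.10, -0.21 to 0.40). Cytotoxic genes were not lower in rebuilt cluster 2 than in the rest, with Nkg7 at 3134 CPM (0.60, 0.54-0.65), Prf1 at 102 CPM (0.63, 0.32-0.93) and Gzmb at 1836 CPM (0.64, 0.57-0.71). Coro1a was at 1922 CPM (-0.06, -0.12 to 0.01). Pdcd1 and Havcr2 were at 132 and 50.9 CPM in this cluster and at 184 and 49.0 CPM in the cluster with cycling markers. Between the whole libraries, Tox was at 39.1 and 45.9 CPM (log2 ratio 0.23, -0.07 to 0.54).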

Of note, cluster 2 also had a unique gene expression enriched with *Tubb4b*, *Birc5*, and *Spc24* compared to cluster 1 (Fig. 4e and Supplementary Fig. 7h). 

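Tubb4b (ENSMUSG00000036752) was at 580.3 CPM in the rebuilt cluster with cycling markers and 133 CPM in rebuilt cluster 2, Birc5 (ENSMUSG00000017716) at 336 and 61.8 CPM, and Spc24 (ENSMUSG00000074476) at 194 and 66.4 CPM. These genes took part in the clustering, and Birc5 is a marker of the cycling name. Between the whole libraries, Tubb4b was at 364 and 423 CPM (log2 ratio 0.22, 0.12-0.32), Birc5 at 189 and 247 CPM (0.39, 0.25-0.52) and Spc24 at 118 and 154 CPM (0.39, 0.22-0.56).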

Cluster 0 was characterized as “recently infiltrated CD8^+^ T cells” (*Xcl1*, *Ccr7*, *Tafa2*, and *Tcf7*) (Fig. 4d, e). Therefore, our results suggest that the transient enhancement of antitumor activity by PD-1-deficient CD8⁺ TILs may gradually decline due to an advanced exhaustion program that is normally regulated by PD-1.

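Ccr7 was at 344 CPM in rebuilt cluster 0, a log2 fold of 5.00 (4.58-5.46) against the other TIL clusters, and Tcf7 at 23.2 CPM (2.83, 2.02-3.75). Xcl1 (ENSMUSG00000026573) and Tafa2, which took part in the clustering, were at 623 and 101 CPM. Within this cluster, Tafa2 was at 135 CPM in the cells of the library labelled Pdcd1fl/fl and 5.75 CPM in those of the library labelled Pdcd1 cKO, so it followed the library and not the cluster. In the melanoma-like and macrophage or monocyte-like cells of the library labelled Pdcd1fl/fl, Tafa2 was at 136 and 111 CPM, against 131 CPM in its CD8 T cell population. Between the whole populations, Ccr7 was at 352 and 63.1 CPM (log2 ratio -2.48, -2.66 to -2.30), Tcf7 at 19.4 and 9.46 CPM (-1.04, -1.59 to -0.50), Xcl1 at 625 and 140 CPM (-2.16, -2.29 to -2.04) and Tafa2 at 131 and 6.56 CPM (-4.32, -4.87 to -3.82).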

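The largest log2 ratios between the TIL libraries were those of Gm47854, Iglc2, Olfr3, 1810046K07Rik and Iglc3, and the smallest those of Rgs11, Vwc2l, Hnf4a, Mipep and Tafa2. Gm47854 was read with 1952 UMIs in the library labelled Pdcd1 cKO and 0 in the library labelled Pdcd1fl/fl. From sub-clusters of recently infiltrated, cytotoxic and terminally exhausted cells, the paper proposes that the antitumor activity of TILs without PD-1 may decline through an exhaustion program that PD-1 normally restrains. In the deposited counts, which cover 1 day and pooled mice, a cytotoxic cluster held by the library labelled Pdcd1 cKO was found. A cluster with higher Tox and lower cytotoxic genes was not found among the rebuilt clusters. Tox and the cytotoxic genes were left out of that clustering, which stopped at the lowest resolution with at least 3 clusters. Such a state could therefore have been missed.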

### NKG7 is an emerging functional marker of latent effector differentiation of CD8⁺ T cells for tumor immunity

In our analysis of latent effector differentiation in thymic CD8⁺ T cells and their peripheral progeny, NKG7 emerged as a key effector-associated molecule, showing upregulation at both the transcriptional and protein levels. To validate whether NKG7 expression is subject to PD-1 regulation in human tumor tissues, we performed spatial transcriptional analysis of NKG7^+^ vs. NKG7^−^ CD8^+^ TILs in four patients with muscle-invasive bladder cancer (Fig. 4f–h and Supplementary Fig. 8a, b). Among these samples, we were able to select regions of tissue enriched with NKG7^+^ CD8^+^ T cells or NKG7^−^ CD8^+^ T cells (Fig. 4g), from which we defined a differentially expressed genes that were upregulated in NKG7^+^ CD8^+^ T cells in comparison with NKG7^−^ CD8^+^ T cells (Supplementary Fig. 8c). Pathway analysis indicated that NKG7^+^ CD8^+^ T cells were enriched with genes negatively associated with the “PD-1/PD-L1 cancer immunotherapy pathway” (Fig. 4h), suggesting that the PD-1/PD-L1 pathway may regulate the expression of NKG7 in CD8^+^ TILs in human tumor tissues. To assess whether NKG7 plays a necessary role in the enhanced anti-tumor immunity in the absence of PD-1, we generated a strain of *Pdcd1*^fl/fl^*Nkg7*^flfl^ CD8 E8i Cre^+^ mice (referred to as CD8-Pdcd1 Nkg7 dcKO), in which both PD-1 and NKG7 are conditionally deleted after thymic positive selection in CD8^+^ T cells (Supplementary Fig. 8d). Using this model, we subcutaneously injected B16-OVA tumors, with CD8-Pdcd1 cKO mice and Pdcd1^fl/fl^ mice as controls. Compared with mice deficient in PD-1 alone, those lacking both PD-1 and NKG7 in CD8⁺ T cells exhibited reduced antitumor immunity, although they were still able to partially delay tumor growth compared to control mice (Fig. 4i). Accordingly, the survival of CD8-Pdcd1 Nkg7 dcKO mice was reduced compared with CD8-Pdcd1 cKO mice but remain modestly improved relative to Pdcd1^fl/fl^ mice (Fig. 4j). Given the role of NKG7 in T cell cytotoxicity and longevity^29^, our results indicate that NKG7 may serve as a key functional marker of latent effector differentiation in thymic CD8⁺ T cells and their peripheral progeny under PD-1 regulation, which is particularly important for tumor immunity.

### Latent effector differentiation of thymic CD8^+^ T cells shares TCR repertoire with peripheral TILs in the absence of PD-1

To determine whether thymic SP CD8^+^ T cells undergoing latent effector differentiation directly contribute to the peripheral and tumor TCR repertoire in the absence of PD-1, we performed single-cell TCR sequencing of CD8^+^ T cells isolated from thymus, spleen and TILs. In non-tumor-bearing mice, thymus–spleen TCRs sharing was significantly increased in Pdcd1 cKO mice compared with Pdcd1^fl/fl^ controls, as reflected by both Jaccard and Morisita–Horn index, indicating enhanced overlap of both unique clonotypes and expanded clones at baseline (Supplementary Fig. 9a and Fig. 5a–d). In the B16-OVA tumor model, Pdcd1 cKO mice demonstrated increased thymus–TIL overlap of TCR clones across two independent experiments, with concordant increases in both identity-based and frequency-weighted metrics (Fig. 5e–g, k, and Supplementary Fig. 9j–m). Of note, one TCR clonotype (with TCRVβ CDR3 sequence: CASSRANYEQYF)^30^, which is specific for one known OVA antigen peptide, was only detected in the tumor but not in the thymus in one experiment (Supplementary Fig. 9m). In the less immunogenic B16-F10 model, increased thymus–tumor overlap of TCR clones was likewise observed in Pdcd1 cKO mice (Fig. 5h–j, l, and Supplementary Fig. 9c), indicating PD-1 deficiency consistently facilitates a higher thymus–tumor T cell clonal sharing during tumor development. Importantly, the observed thymus–spleen or thymus–TIL overlaps of TCR clones in Pdcd1 cKO mice significantly exceeded stochastic expectations derived from those from the cross-mouse null model (Fig. 5a, e, h, and Supplementary Fig. 9a–c, j, k). Shared clonotypes differed between B16-OVA and B16-F10 tumors, indicating tumor-specific clonal selection. Since PD-1 deletion occurs after the completion of V(D)J recombination in our model, the overall V(D)J rearrangement landscapes were comparable and remained intact across the compartments (Supplementary Fig. 9d–i, n). Collectively, our results indicate that latent effector differentiation of thymic SP CD8⁺ T cells can directly contribute to the TCR repertoire of TILs, irrespective of tumor immunogenicity, although their magnitude may be regulated by PD-1.

**Fig. 5:**
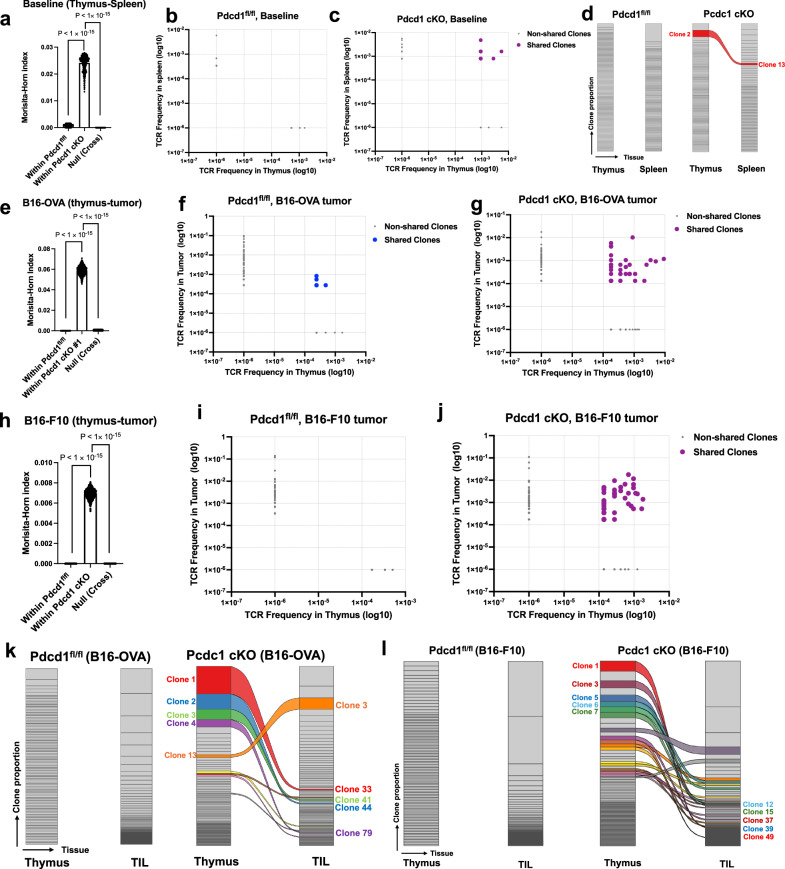
CD8^+^ T cell clonotypes are shared between the thymus and spleen or tumor tissues in the absence of PD-1. Morisita–Horn (MH) index quantified overlaps of TCR clonotypes of thymus–spleen (**a**, no tumors), thymus-B16-OVA tumors (**e**) or thymus-B16-F10 tumors (**h**), which were benchmarked against a cross-mouse null model. Clonal frequency scatter plots show productive TCR clonotype frequencies in thymus versus spleen (**b**, **c**), thymus-B16-OVA tumors (**f**, **g**), and thymus-B16-F10 tumors (**i**, **j**) from Pdcd1^fl/fl^ (**b**, **f**, **i**) and Pdcd1 cKO (**c**, **g**, **j**) mice after depth-aware normalization. Sankey diagram illustrates the selected overlapping productive TCR clonotypes between thymus and spleen in mice with no tumors (**d**), thymus-B16-OVA tumor (**k**) or thymus-B16-F10 tumors (**l**) in Pdcd1^fl/fl^ (left) and Pdcd1 cKO (right) mice. Productive repertoires were analyzed using depth-aware normalization. To control for differences in sequencing depth and clonal frequency distributions, repertoires were rarefied to a uniform read depth within each genotype–tissue comparison. For the MH index (frequency-weighted similarity), (**a**, **e**, **h**) was computed across 1000 rarefaction iterations per sample pair. Data were presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA with two-sided testing, followed by Dunnett’s multiple comparisons test. Observed overlap values were benchmarked against a cross-mouse null model generated by pairing thymus and peripheral/tumor repertoires from different mice processed in parallel. Gray dots denote clonotypes detected in only one tissue; blue dots denote clonotypes detected in both tissues in Pdcd1^fl/fl^, and purple dots denote clonotypes detected in both tissues in Pdcd1 cKO. Statistical comparisons were performed on iteration-derived distributions within each biological sample pair relative to the null model; the biological unit of analysis is the mouse/sample pair, not the rarefaction iteration. For **d**, **k**, **l**, the original (unrarefied) top 100 productive clonotypes were ranked by clonal frequency within each tissue (rank 1–100). Overlapping clonotypes are color-coded to indicate identical paired TRA and TRB sequences.

To assess whether peripheral PD-1 blockade would affect the thymic output of effector cells in TILs, we evaluated the infiltration of RTEs in tumor tissues. Using Rag1-GFP mice that allow us to track RTEs (GFP^+^ cells) in vivo^31^, we were able to detect GFP^+^ cells in both the thymus and TILs in B16-F10 tumor models in control mice (Fig. 6a–f). Accordingly, GFP^+^CD8^+^ RTEs were enriched with naïve-like (CD44^−^CD62L^+^) cells but not effector/memory-like (CD44^+^CD62L^−^ and CD44^+^CD62L^+^) cells compared to GFP^−^ CD8^+^ non-RTEs (Fig. 6c–e). However, the frequency of GFP^+^CD8^+^ RTEs within tumors was not significantly affected by peripheral anti-PD1 blockade (Fig. 6f). Anti-PD-1 treatment did not affect the frequency of GFP^+^ cells either in the thymus or spleen (Fig. 6a, b). Taken together, our results reveal a direct link between CD8⁺ T cell clones in the thymus and TILs in the absence of PD-1, suggesting a paradigm in which PD-1 regulates immune dynamics from the periphery to the thymus.

**Fig. 6:**
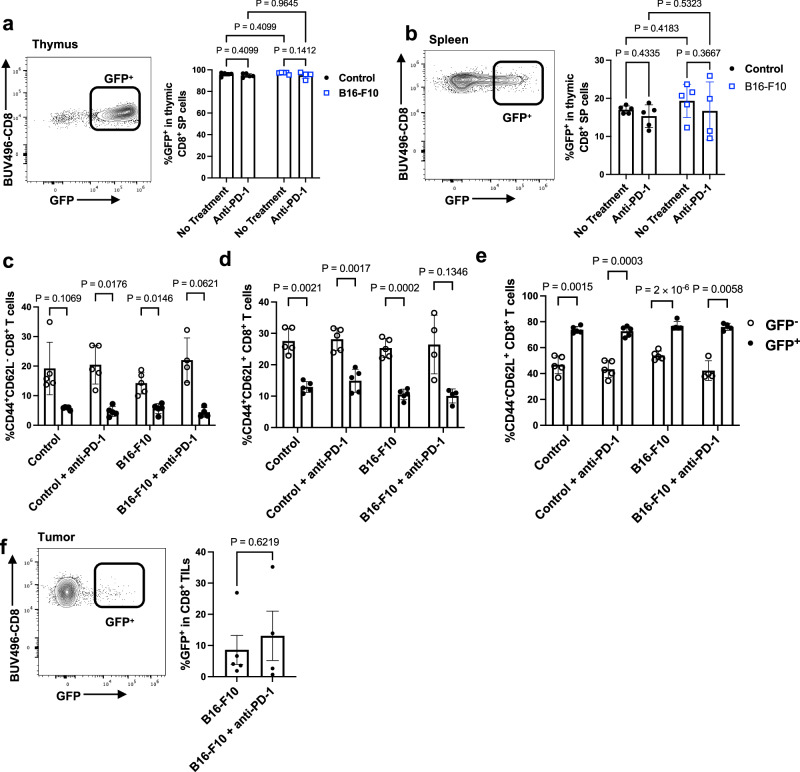
Tracing the recent thymic emigrants in tumor tissues following PD-1 blockade. Gating strategy and percentage of GFP^+^ CD8^+^ T cells in the thymus (**a**), spleen (**b**) or tumor tissues (**f**) after the last treatment of B16-F10 tumors with anti-PD-1 antibody (*n* = 4–5 mice per group) using RAG1-GFP mice. Frequencies of GFP^+^ and GFP^−^ CD8^+^ T cells within splenic effector-like CD44^+^CD62L^−^ (**c**), central memory-like CD44^+^CD62L^+^ (**d**) and CD44^−^CD62L^+^ naïve (**e**) subsets. Each dot indicates one individual mouse, and data are shown from two independent biological experiments. Data are presented as mean ± SEM. For **a**, **b**, **f**, statistical analysis was performed using a mixed-effects model, followed by an uncorrected Fisher’s LSD post hoc test without correction for multiple comparisons (single pooled variance). Statistical analysis of (**c**–**e**) was performed using a mixed-effects model with Geisser-Greenhouse correction, followed by Sidak’s multiple comparisons test. Source data are provided as a Source data file.

### Latent effector differentiation of CD8^+^ T cells can be enhanced by peripheral immunization for tumor immunity

Although latent effector differentiation of CD8⁺ T cells only partially contributes to tumor immunity against intermediate immunogenic tumors (such as B16-OVA), an important question remains: can this latent effector differentiation in the thymus be enhanced through peripheral immunization? To test that, we immunized both control and CD8-Pdcd1 cKO mice with OVA protein and poly(I:C) followed by a challenge with B16-OVA tumor cells (Fig. 7a). We found that immunized CD8-Pdcd1 cKO mice, but not control mice, had completely no tumor taken on day 7 after immunization (Fig. 7b), a time point corresponding to peak effector cell generation (Supplementary Fig. 10i, j). However, on day 21 after immunization, a time point corresponding to effector T cell contraction (Supplementary Fig. 10i, j), CD8-Pdcd1 cKO mice only partially reject the tumor challenge (Fig. 7c). Among the immunized CD8-Pdcd1 cKO mice that had no tumor taken challenged on day 7, a tumor-specific T cell memory was established, which protected the mice from a second challenge with the same tumor (B16-OVA), but not with B16-F10 (Fig. 7d).

**Fig. 7:**
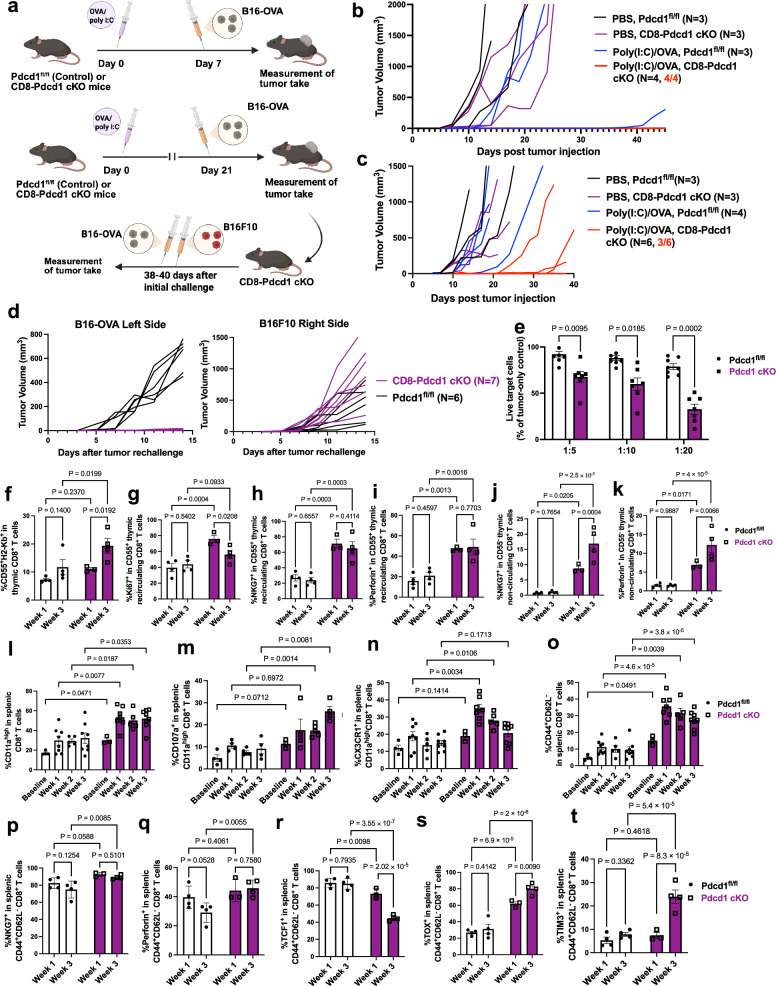
PD-1 deficiency shapes effector- and memory CD8^+^ T cell responses to tumor challenges post-immunization. **a** Schematic of experimental design illustrating poly(I:C)/OVA immunization followed by tumor challenge in Pdcd1^fl/fl^ (control) and CD8-Pdcd1 cKO mice. B16-OVA tumor growth after injection of tumor cells on day 7 (**b**) or day 21 (**c**) after immunization compared with PBS-treated controls (sample sizes are indicated). **d** Tumor rechallenge with B16-OVA (left flank) or B16-F10 (upper right flank) inoculated into CD8-Pdcd1 cKO mice (*n* = 7) that were tumor-free for 38–40 days after initial tumor injection in the lower right flank following immunization. Tumor growth in naïve mice is shown as a control (*n* = 6). **e** Percentages of live P815 target cells after 48-h co-culture with thymic CD8⁺ T cells isolated from Pdcd1^fl/fl^ (*n* = 7) or CD8-Pdcd1 cKO (*n* = 7) mice in the presence of IL-2 (40 IU/mL) and IL-15 (10 ng/mL) at indicated target-to-effector ratios. Frequency of thymic recirculating-like CD55^+^H2-K^b+^ (**f**) and Ki67^+^ (**g**), NKG7^+^ (**h**) or perforin^+^ (**i**) among CD55^+^ thymic recirculating-like or CD55^−^ SP CD8^+^ T cells (**j**, **k**) in Pdcd1^fl/fl^ and Pdcd1 cKO mice after poly(I:C)/OVA immunization for at 1 week (*n* = 4 and *n* = 3) and 3 weeks (*n* = 4 and *n* = 4). Frequency of antigen-primed CD11a^high^ (**l**) and CD107a^+^ degranulation (**m**), CX3CR1^+^ (**n**) effector-like CD44^+^CD62L^−^ among splenic CD8^+^ T cells or in CD11a^high^ subsets (**m**–**o**) at baseline, 1-week, 2-week, and 3-week after immunization (sample sizes are indicated). Frequencies of NKG7^+^ (**p**), perforin^+^ (**q**), TCF1^+^(**r**), TOX^+^(**s**) and TIM3^+^ (**t**) in splenic CD44^+^CD62L^−^ CD8^+^ T cells at 1-week (*n* = 4 and *n* = 3) and 3-week (*n* = 4 and *n* = 4) after immunization in Pdcd1^fl/fl^ and Pdcd1 cKO mice. Schematic **a** created in BioRender. Mao, Z. (2026) https://BioRender.com/pihxqaj. Each line in (**b**–**d**) or each dot in (**e**–**t**) represents one biologically independent mouse, with two to three biological independent experiments. Data are presented as mean ± SEM. Statistical analysis for (**e**,** l**–**o**) was performed using a mixed-effects model with Geisser-Greenhouse correction, followed by Sidak’s multiple comparison test. Statistical analysis for (**h**–**k, p**–**t**) was performed using a mixed-effects model, followed by uncorrected Fisher’s LSD post hoc test without correction for multiple comparisons (single pooled variance).

Interestingly, we found immunization in the periphery also enhanced the ex vivo tumor killing ability of thymic CD8^+^ T cells isolated from Pdcd1 cKO mice compared to control mice (Fig. 7e). To that end, we found a trend towards increase in the frequency of recirculating-like thymic CD55⁺H2-K^b^⁺ CD8^+^ T cells in Pdcd1 cKO mice compared with controls after immunization (Fig. 7f), along with an increased proliferative capacity (Ki67^+^) in thymic CD8^+^ T cells (Fig. 7g). In both thymic recirculating-like CD55^+^ and non-recirculating CD55^-^CD8^+^ T cells, we observed increased expression of cytotoxic effector molecules including NKG7 and Perforin in Pdcd1 cKO mice compared with controls after immunization (Fig. 7h–k and Supplementary Fig. 10a–d), which is consistent with their increased tumor killing ability. Notably, we observed an increase of mTOR activity (p-S6^+^) in both CD55^+^ recirculating-like and CD55^−^ non-recirculating thymic CD8^+^ T cells 3 weeks after immunization in the absence of PD-1 (Supplementary Fig. 10e, f), indicating that peripheral immunization may further affect the latent effector differentiation through the mTOR pathway. On the other hand, immunization appeared to trigger a transient overflow of thymic circulating CD8⁺ T cells (CD55⁺CD24⁺) into the spleen in the absence of PD-1 one week after immunization, an effect not attributable to differences in proliferative capacity, as indicated by comparable Ki67 expression (Supplementary Fig. 10g, h).

To explain an enhanced tumor immunity on day 7 after immunization in the absence of PD-1, we found a significant proliferation of CD8^+^ T cells in the spleen after immunization (Supplementary Fig. 10k), particularly a subset of antigen-primed CD11a^high^ CD8^+^ T cells (Fig. 7l). Accordingly, this subset of CD8^+^ T cells was enriched with higher frequencies of CD107a⁺ degranulating cells, CX3CR1⁺ and CD44⁺CD62L⁻ effector memory cells in Pdcd1 cKO mice compared to control mice (Fig. 7m–o), along with proportionally reduction of naïve (CD44^−^CD62L⁺) or central memory (CD44^+^CD62L⁺) cells (Supplementary Fig. 10l, m). While the effector-like CD44^+^CD62L^−^ splenic CD8^+^ T cells had increased expression of cytotoxic effector molecules NKG7 and perforin, exhaustion-associated molecules TOX and TIM-3 were also increased in the absence of PD-1 and peaked at 3 weeks after immunization along with a decrease of stem-like marker TCF1 (Fig. 7p–t). In contrast to an increased mTOR activity in the thymic CD8^+^ T cells (Supplementary Fig. 10e), immunization caused a decrease of mTOR activity in splenic CD8⁺ T cells (Supplementary Fig. 10n), suggesting the regulation of PD-1 in mTOR activity could be context dependent. Collectively, our findings suggest that peripheral immunization further enhances latent effector differentiation of CD8⁺ T cells in the absence of PD-1, thereby promoting antitumor immunity; however, the progression to an advanced exhaustion program may compromise the durability of T cell memory.

## Discussion

The prevailing view in T cell immunology is that naïve CD8⁺ T cells exit the thymus in a functionally quiescent state, and that cytotoxic effector differentiation occurs exclusively in the periphery following antigen encounter^32^. It has been proposed that effector CD8⁺ T cell fate is at least partly established as their precursor cells undergo maturation during thymic development^33^. However, the molecular mechanisms underlying this pre-programming in the thymus remain poorly defined. In this context, our study provides direct evidence showing that thymic SP CD8^+^ T cells are poised to a latent effector differentiation program to acquire cytotoxic capacity after thymic positive selection, but this process is tightly regulated by PD-1. Since peripheral immunization, but not PD-1 blockade, can enhance latent effector differentiation, this unique T cell differentiation program may involve a putative cell-intrinsic PD-1 signaling mechanism, as recently reported^23^.

Our findings help resolve a long-standing debate regarding whether the thymus supports effector-like CD8⁺ T cell differentiation: this differentiation occurs post-thymic selection but is masked by PD-1 signals. In the absence of PD-1, we uncover an underappreciated dimension of thymic T cell development—specifically, the emergence of cytotoxic-like CD8⁺ thymocytes. This latent effector differentiation would allow CD8^+^ T cells to rapidly acquire effector function in the periphery when they encounter pathogens or malignant antigens, thereby protecting the host from infections and tumors. However, this also raises the risk of normal tissue damage if their effector function is exaggerated. To this end, PD-1, as a checkpoint, is embedded in the thymus during the selection of SP CD8^+^ T cells to prevent exaggerating their effector functions.

Contrary to a recent study showing PD-1 is required to preserve and expand high-affinity, stem-like CD8^+^ TCR clones in tumor-draining lymph nodes^34^, we believe high-avidity TCRs described in the study may not accurately represent the spectrum of TCR affinities present in the thymus, as such TCRs with excessively high affinity for self-antigen are eliminated during negative selection. Consequently, TCRs that successfully pass thymic selection are expected to fall within an intermediate range of affinity or avidity. Our findings demonstrate that PD-1 signaling restricts these intermediate-affinity TCRs from initiating latent effector differentiation immediately after thymic selection, a critical checkpoint that occurs much earlier than the later PD-1–mediated limitation of stem-like high-affinity TCRs differentiating into effector cells in lymph nodes, as reported^34^.

The presence of cytotoxic-like thymic CD8^+^ T cells prompted us to consider the mechanisms underlying their differentiation and acquisition of cytotoxic potential, particularly after the thymic positively selecting TCR signal. Emerging evidence has shown NKG7 transcription in thymic mature CD8^+^ T cells^4,35^. Although these studies did not further characterize the cytotoxic function of these cells, a second wave of TCR signaling was identified that occurs specifically in CD8-fated thymocytes during lineage commitment^4^. Consistence with this, our findings that thymic SP CD8^+^ T cells exhibit a trend towards increased Nur77 expression, supporting the notion that these cells recently experienced an additional round TCR stimulation for acquiring the cytotoxic effector function after the positive selecting TCR signal for CD8^+^ T cell lineage commitment. However, our study only supports PD-1 to act as a regulator of latent effector differentiation in thymic SP CD8^+^ T cells. Further studies should determine other regulators in this unique T cell differentiation program in positively selected thymic CD8⁺ T cells in the context of TCR signaling, immune checkpoint signaling and cytokine cues or a combination of these factors.

One surprising finding from our study is the presence of shared TCR clonotypes between the thymus and tumor tissues in PD-1-deficient CD8⁺ T cells, regardless of tumor immunogenicity. This suggests that direct thymic output can shape the TCR repertoire of TILs, a process primarily regulated by PD-1 signaling rather than driven by tumor antigens. Our results provide additional evidence supporting the tumor immunosurveillance theory, which posits that continuous thymic output supplies a diverse TCR repertoire to screen tumor antigens in the periphery. In other words, comprehensive tumor immunosurveillance appears to rely on a stochastic contribution of thymic-derived CD8⁺ T cells rather than the selection of a fixed set of tumor-specific clones. However, this stochastic contribution carries the risk of generating self-reactive T cell clones. PD-1 signaling functions as a critical checkpoint to prevent both overt effector differentiation, which could induce autoimmunity, and terminal effector differentiation, leading to T cell exhaustion and compromised durable immunity^36^. Another interesting observation is that OVA-specific TCR clones were detected only in tumor tissues, not in the thymus. OVA protein, widely used as a surrogate tumor antigen, is not a natural antigen involved in thymic selection, which may explain its absence in the thymus. How OVA-specific TCRs arise in the periphery remains an open question. Addressing this question could help identify neoantigen-specific TCRs and guide the design of tumor vaccines to selectively expand these clones. Our model system provides a unique resource to explore this possibility.

Our single-cell RNA sequencing and flow cytometry analyses across the thymus, peripheral tissues, and tumor microenvironment identified NKG7 as an emerging functional marker of latent effector differentiation of CD8⁺ T cells from the thymus to the periphery, particularly in establishing robust tumor immunity. Consistent with this observation, we revealed that the presence of NKG7⁺ versus NKG7⁻ CD8⁺ T cells within tumor tissues correlates with signatures of reduced PD-1 signaling. Functionally, dual deletion of PD-1 and NKG7 in CD8⁺ T cells resulted in compromised, though not completely abolished, antitumor immunity, indicating that NKG7 is likely a key target molecule of PD-1 regulation. Thus, our findings suggest that NKG7 may serve not only as a useful biomarker for stratifying responses to PD-1 blockade but also as a gateway for dissecting how latent effector differentiation is programmed in the thymus.

In summary, our findings reveal a latent effector differentiation program of CD8⁺ T cells in the thymus, regulated by PD-1 signaling in the context of effector gene expression. We demonstrate that PD-1 limits the contribution of thymic effector-like CD8⁺ T cells to tumor immunosurveillance by shaping the TCR repertoire within tumor tissues, regardless of tumor immunogenicity. While latent effector differentiation of thymic CD8⁺ T cells enables a rapid peripheral response to malignant cells, PD-1 restrains this process to prevent overt or terminal effector differentiation, which could compromise balanced and durable immunity. Clinically, these insights suggest that PD-1 blockade alone may not optimize long-term antitumor immunity, as accelerated exhaustion can limit sustained responses. Future therapeutic strategies should consider combining PD-1 inhibition with approaches that promote early effector expansion while preserving memory potential, such as transient immunomodulation or metabolic support, to balance immediate tumor control with durable immunity. Additionally, biomarkers like NKG7 may help stratify patients likely to benefit from such combination strategies.

## Methods

### Mouse

All experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at Mayo Clinic Rochester. Animals were maintained under specific pathogen-free conditions and housed in filter-top cages with access to food pellets and water under controlled environmental conditions (20–22 °C, 30–70% relative humidity) and a 12 h light/12 h dark cycle. Mice were euthanized by carbon dioxide inhalation in accordance with approved institutional protocols.

*Pdcd1*^flox/flox (fl/fl)^ mice on a C57BL/6 background were a kind gift from Dr. Vassiliki A. Boussiotis from Harvard Medical School, and the protocol for generating these mice has been previously described^37^. *Nkg7*^fl/fl^ mice on a C57BL/6 background was generated by inGenious Targeting Laboratory (Ronkonkoma, NY) and details have been described^38^. E8I CD8-Cre mice were purchased from the Jackson Laboratory (C57BL/6-Tg (Cd8a-cre)1Itan/J, Strain stock #: 008766). The *Pdcd1*^fl/fl^ E8I CD8Cre (CD8-Pdcd1 cKO) mice were generated by crossing *Pdcd1*^fl/fl^ mice with E8I CD8-Cre mice. The *Pdcd1*^fl/fl^ *Nkg7*^fl/fl^ E8I CD8Cre^+^ (CD8-Pdcd1-Nkg7 dcKO) mice were generated by crossing *Pdcd1*^fl/fl^ mice and *Nkg7*^fl/fl^ mice to generate *Pdcd1*^fl/fl^ *Nkg7*^fl/fl^ and cross with E8I CD8-Cre mice. *Pdcd1*^fl/fl^ mice were genotyped using the primer pair: 1: 5′ TAT CCC TGT ATT GCT GCT GCT G 3′ and 2: 5′ AAT GAA TTG AGG AGT AGG GCC TG3′. E8I CD8Cre were genotyped using the following primer 1: 5′ CAA TGG AAG GAA GTC GTG GT 3′. Primer 2: 5′ TGG GAT TTA CAG GGC ATA CTG 3′ and primer 3: 5′ CAC ACA TGC AAG TCT AAA TCA GG 3′. RAG1-GFP mice on a C57BL/6 background was generated as previously described^31^ and obtained from Dr. Virginia Shapiro (Mayo Clinic). In all experiments, male and female mice used were after 8–12-week-old and were randomly assigned for experiments. The number of animals used in each experiment is indicated in the corresponding figure legends. Mice were randomly assigned to experimental groups regardless of sex. All experimental procedures were approved by the institutional animal care and use committee at Mayo Clinic Rochester (IACUC: A00006353-21-R24, A00002759-17-R23).

### Tumor cells, media, and cell culture

Dulbecco’s modified Eagle medium (DMEM, Gibco, Cat#11885-084), DMEM with 4.5 g/L glucose, L-glutamine and sodium pyruvate (DMEM^high^, Corning, Cat #10-013-CV) and RPMI 1640 (Corning, Cat#10-040-CV) were supplemented with 10% heat-activated fetal bovine serum (FBS, Gibco, Cat # A52567-01) and 10 mM HEPES buffer (Corning, Cat # 25-060-CI) and 1× Penicillin/Streptomycin (Cellgro, Cat#30-002-CI) for a complete medium. MC38 colon adenocarcinoma cells were purchased from MilliporeSigma (SCC172) and has been maintained using DMEM^high^ complete medium. B16-F10 mouse melanoma cell line was purchased from ATCC (CRL-6475) and cultured using DMEM complete medium. B16-OVA mouse melanoma cell line was a gift from Dr. Richard Vile at Mayo Clinic, Rochester and cultured using RPMI 1640 complete medium with 0.8 mg/mL Geneticin Selective Antibiotic (G418 Sulfate, Gibco, Cat#11811031). Cell lines were screened for *Mycoplasma* contamination and authenticated by short tandem repeat profiling (B16 at American Type Culture Collection and MC38 at IDEXX). P815 mastocytoma cells were obtained from the American Type Culture Collection (ATCC TIB-64) and cultured using DMEM complete medium.

### Tumor models and in vivo treatment

*Pdcd1*^fl/fl^ E8I CD8Cre^−^ (control), *Pdcd1*^fl/fl^ E8I CD8Cre^+^ (CD8-*Pdcd1* cKO) and *Pdcd1*^fl/fl^ *Nkg7*^fl/fl^ E8I CD8Cre^+^ (CD8-Pdcd1 Nkg7 dcKO) mice were subcutaneously injected with 0.5 million tumor cells resuspended in 100 μL PBS. For the immune checkpoint blockade study, naïve mice were intraperitoneally injected with 300 μg anti-PD-1 antibody (clone G4, Sigma-Aldrich, Cat# MABC1132-100UG) every 2 days (day 1, 3, 5, 7, and 9) for a total of five doses. For GFP^+^ tracking RTEs tracking experiment, RAG1-GFP mice was subcutaneously injected with 0.5 million tumor cells resuspended in 100 μL PBS. Mice were intraperitoneally injected with 200 μg anti-PD-1 antibody (Clone G4, Sigma-Aldrich, Cat# MABC1132-100UG) starting from day 7 every other 2 days (day 7, 10, 13, 16, and 19) for a total of five doses. For ovalbumin (OVA) immunization studies, 50 μg polyinosinic-polycytidylic acid (Poly(I:C), Novus, Cat#NBP2-25288) and 500 μg OVA peptide (MilliporeSigma, Cat# A5503) were mixed in 200 μL PBS and intraperitoneally injected into the mice. All animal experiments were conducted in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) at Mayo Clinic. Tumor growth was measured every 2–3 days starting from day 7 post-tumor injection until the euthanasia endpoint in compliance with animal care guidelines. Perpendicular tumor diameters were measured using a digital caliper (Carbon Fiber Composite, Fisher Scientific). Tumor size was calculated using the formula (length × width²)/2. Humane endpoints were predefined based on tumor burden and animal welfare criteria. The maximal permitted tumor volume was 2000 mm³, or earlier if animals exhibited signs of distress, including ulceration and impaired mobility. At no point were the approved tumor size limits exceeded in this study.

### Isolation of mouse CD8^+^ T cells

Mouse splenic and thymic CD8^+^ T cells were isolated using the CD8a^+^ T Cell Isolation Kit (Miltenyi Biotec, Cat#130-104-075). Mouse splenic naïve CD8^+^ T cells were isolated using Naive CD8a^+^ T Cell Isolation Kit, mouse (Miltenyi Biotec, Cat#130-096-543). For isolating CD8^+^ TILs, tumors were first cut into small pieces of 2–4 mm and digested using a tumor dissociation kit at 37 °C for 45 min with gentle agitation (Miltenyi Biotec, Cat#130-096-730). Dead cells were further removed using the Dead Cell Removal kit (Miltenyi Biotec, Cat# 130-090-101). CD8^+^ TILs were then isolated using CD8 (TIL) microbeads, mouse (Miltenyi Biotec, Cat#130-116-478).

### Flow cytometry and antibodies

A complete list of antibodies is provided in Supplementary Table 1. Flow cytometry was performed using a Cytek Aurora spectral flow cytometer (Cytek Biosciences). Single-cell suspensions were prepared from thymus, spleen, and TILs as described above. For viability staining, cells were incubated with Ghost Dye Violet 510 (Cytek Biosciences) or Zombie UV (BioLegend) diluted in PBS for 20 min at room temperature, protected from light. After washing, cells were stained with fluorophore-conjugated antibodies against surface markers in FACS buffer (PBS supplemented with 2% FBS and 2 mM EDTA) for 20–30 min at 4 °C. For intracellular staining, cells were fixed and permeabilized using Fixation/Permeabilization Concentrate (Cat# 00-5123-43, eBioscience) and Fixation/Permeabilization Diluent (Cat# 00-5223-56, eBioscience) mixed at a 1:3 ratio, for 20 min at room temperature or overnight at 4 °C. Cells were then washed with 1× permeabilization buffer (Permeabilization Buffer 10×, Cat# 00-8333-56, Invitrogen) and stained with intracellular antibodies diluted in permeabilization buffer.

A rabbit polyclonal antibody to mouse NKG7 (UniProtKB:Q99PA5) was obtained by immunizing a rabbit with keyhole limpet hemocyanin-conjugated NKG7 peptide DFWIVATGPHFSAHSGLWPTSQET (Cocalico Biologicals, Reamstown, PA). The anti-NKG7 polyclonal rabbit serum was affinity-purified using Sulfolink (Cat#20401, Thermo Fisher Scientific, Waltham, MA) as per the manufacturer’s instructions. NKG7 antibody was then labeled with Alexa Fluor 594 antibody labeling (Cat# A20185, Invitrogen) based on the manufacturer's instructions. For the PD-1 antibody binding assay, splenocytes were analyzed at baseline and after Dynabeads Mouse T-Activator CD3/CD28 (Thermofisher, Cat# 11456D) stimulation for 24 h at 37 °C. Cells were first incubated with 20 μg/mL Hamster anti-PD-1 antibody (Clone G4) for 20 min at room temperature, followed by staining with goat anti-Armenian Hamster IgG (H + L) Alexa Fluor 555 secondary antibody (Thermofisher, Cat# A78964) for 15 min. Cells were subsequently stained for surface markers prior to flow cytometric analysis.

Mitochondrial reactive oxygen species (ROS) were measured using MitoSOX Red (Thermo Fisher Scientific) according to the manufacturer’s instructions. Cells were resuspended in PBS and incubated with MitoSOX at a final concentration of 5 μM for 15–30 min at 37 °C, protected from light. Control samples received an equivalent volume of DMSO. Following incubation, cells were washed with PBS and subsequently stained for viability and surface markers prior to flow cytometric analysis. For CD107a degranulation and intracellular cytokine assays, freshly isolated thymocytes or splenocytes were stimulated with PMA (50 ng/mL, Sigma, Cat# P1585) and ionomycin (500 ng/mL, Sigma, Cat# I0634) or anti-CD3/CD28 (Thermofisher, Cat# 11456D) for 4–5 h at 37 °C in the presence of brefeldin A (1×; BioLegend, Cat# 420601), monensin (1×; BioLegend, Cat# 420701), and APC-conjugated anti-mouse CD107a antibody (BioLegend, Cat# 505809, clone 1D4B). Following stimulation, cells were stained for viability and surface markers prior to fixation and intracellular staining. Data acquisition was conducted using the Aurora’s full-spectrum detection system. Compensation and spectral unmixing were performed using SpectroFlo software (Cytek Biosciences). Gating strategies were applied using FlowJo software (v10.0.0). Fluorescence-minus-one and unstained controls were included for accurate gating and to validate antibody specificity.

### Acute PD-1 blockade on isolated naïve T cells in vitro

Naïve CD8^+^ T cells were isolated from age-matched, tumor-free young mice (6-week-old) using Naive CD8a^+^ T Cell Isolation Kit, mouse (Miltenyi Biotec, Cat#130-096-543). Pdcd1^fl/fl^ and Pdcd1 cKO naïve CD8⁺ T cells were stimulated with anti-CD3/CD28 (Thermofisher, Cat# 11456D) for 24 h. To model acute PD-1 blockade, these Pdcd1^fl/fl^ naive CD8⁺ T cells were additionally cultured in the presence of 20 µg/mL anti-PD1 antibody. Pharmacodynamic PD-1 target engagement assay was performed by incubating splenic CD8^+^ T cells from Pdcd1^fl/fl^ and Pdcd1 cKO with Hamster anti-PD-1 antibody (Clone: G4) at baseline or following 24 h anti-CD3/CD28 stimulation. These cells were further stained with Alexa Fluor 555-conjugated anti-Hamster secondary antibody (Invitrogen, Cat#A78964) for flow cytometric analysis.

### Single-cell RNA sequencing and analysis

Mouse thymic CD8^+^ T cells, splenic CD8^+^ T cells and CD8^+^ TILs were isolated from adult mice (>8 weeks old) for single-cell RNA sequencing. Single-cell libraries were prepared using Fluent Biosciences Pre-Templated Instant Partitions Sequencing (PIPseq) v3 Kit according to the manufacturer’s protocol. Briefly, cells were first filtered through a 40-μm cell strainer to remove debris and aggregates. The viability was assessed through Trypan Blue cell counting, and samples with more than 80% viability were processed for sample preparation. Each sample was loaded to the PIPseq microfluidic system, which partitioned individual cells into droplets containing molecular barcodes for unique transcript identification. During reverse transcription, unique molecular identifiers (UMIs) and well-specific barcodes were incorporated to enable precise quantification and tracking of individual transcripts. Subsequently, cDNA synthesis and amplification were performed to maximize transcript coverage and minimize bias. Amplified cDNA was purified and quality-checked using an Agilent 2100 Bioanalyzer. Following quality assessment, sequencing libraries were constructed by fragmenting cDNA, performing end-pair and A-tailing and ligating adapters compatible with the sequencing platform.

The library was sequenced on an Illumina NovaSeq platform using the S4 flow cell platform in a paired-end format. Read 1 (28 bp) was used to sequence the transcript barcode, while read 2 (91 bp) captured the transcript sequence. Unique Index read pairs (i7: 8 bp, i5: 8 bp) were used for demultiplexing. The sequencing was covered for an average depth of 40,000 reads per cell. Raw sequencing data were processed using Fluent Biosciences’ PIPseq analysis pipeline (v3.2). Reads were aligned to the GRCm39 reference genome, and UMIs were used to deduplicate transcripts. Cells with fewer than 500 detected genes, greater than 20% mitochondrial transcript counts, or fewer than 1000 UMI counts were excluded from further analysis.

Quality control, normalization, and downstream analysis were performed in R using Seurat (v4.3.0)^39^. Data were normalized using SCTransformed, and highly variable genes were identified for dimensionality reduction^40^. Principal component analysis was conducted, and the top 20 principal components were used for UMAP visualization. Clustering was performed using the Louvain algorithm implemented based on shared nearest neighbor graph construction in principal component space. Resolution parameters were iteratively optimized to identify biologically meaningful clusters. Subclustering was performed where necessary to further resolve heterogeneous populations. For integrated analyses, datasets were merged in Seurat based on shared gene features. Batch effects were corrected using Harmony (v1.0), which aligned datasets while preserving biological variation. The integrated dataset was subsequently scaled and used for downstream visualization and clustering. Differential expression analysis was performed using Seurat to identify genes differentially expressed between clusters or predefined groups. Representative differentially expressed genes (DGEs) in thymus, spleen, and tumor samples, as well as the complete DGE lists, are provided in Supplementary Data. Gene sets identified from differential expression analyses were uploaded to Ingenuity Pathway Analysis (IPA; Qiagen) for pathway enrichment analysis. Detailed pathway results are provided in the Source data file.

### TCR sequencing analysis

TCR repertoire profiling was performed using the Parse Evercode TCR platform according to the manufacturer’s instructions (Parse Biosciences). Single cell suspensions of thymic CD8^+^ T cells, splenic CD8^+^ T cells and tumor-infiltrating CD8^+^ T cells were prepared as described above and processed using the Evercode TCR kit. cDNA libraries were generated from whole-transcriptome amplification products containing V(D)J segments spanning the CDR3 regions of TCRα (TRA) and TCRβ (TRB) chains, followed by ligation of Illumina-compatible adapters. Libraries were sequenced on an Illumina NovaSeq platform (2 × 250 bp, SP flow cell) to achieve a minimum depth of 20,000 reads per cell. TCR clonotype assembly, sequence annotation, and clonotype calling were performed using the Parse Biosciences TCR analysis pipeline. Productive clonotypes were defined as unique paired TRA–TRB CDR3 nucleotide sequences with detectable template counts.

To control for differences in sequencing depth and clonal distribution, thymus and matched spleen (baseline) or TIL repertoires from each mouse were normalized by rarefaction. Within each mouse pair, repertoires were downsampled without replacement to the productive template count of the lower-depth sample. The productive template counts used for rarefication are provided in Supplementary Table 2. Rarefaction was repeated for 1000 independent iterations, and mean similarity metrics were used for downstream analyses. Repertoire sharing between tissues was quantified using two complementary similarity metrics: 1. Jaccard index, defined as the number of shared unique clonotypes divided by the total number of unique clonotypes across both samples (presence/absence-based similarity). 2. Morisita–Horn index, a frequency-weighted similarity measure accounting for clonotype abundance and clonal expansion.

To determine whether observed repertoire overlap exceeded stochastic expectations, a within-mouse permutation test was performed. For each mouse, thymic and spleen/TIL clonotype identities were pooled while preserving marginal frequency distributions and repertoire sizes. Clonotype labels were randomly reassigned between tissues 1000 times to generate empirical null distributions for both similarity metrics. Observed values were compared against these null distributions to compute empirical P values. To estimate background public TCR sharing, thymic repertoires were cross-compared with spleen or TIL repertoires from non-matched mice processed in parallel. These cross-mouse comparisons served as an external null benchmark. For visualization of clonal relationships (Fig. 5d, k, l), the original, unrarefied top 100 clonotypes per sample were ranked by template count and frequency. Corresponding TRA and TRB CDR3 sequences and clone counts are provided in the Source data file.

### In vivo CD45 intravenous labeling

Pdcd1^fl/fl^ and CD8-Pdcd1 cKO mice were injected intravenously with 2 μg of FITC anti-mouse CD45 antibody (Biolegend, Cat#103118, clone 30-F11) in 200 μL of PBS via the retro-orbital sinus 3 min before euthanasia. Thymus, spleen and peripheral blood were immediately harvested, and single-cell suspensions were prepared for flow cytometry. CD45^+^ cells were considered as circulating, while CD45^−^ cells were considered as non-circulating.

### Immunofluorescent staining of thymic CD8^+^ T cells

The thymus was quickly removed and fixed overnight in 4% PFA with gentle shaking, embedded in cryoprotective medium (OCT compound), and cut into 10 μm-thick sections. Sections were subjected to immunofluorescence staining as described^41^. Briefly, slides were first washed in PBS buffer and permeabilized in 0.15% Triton X-100 solution, followed by blocking in 5% normal goat serum in PBS. Rabbit anti-mouse NKG7 (1:500 dilution) and rat anti-mouse CD8a (1:500 dilution, Biolegend, clone 53-6.7, Cat#100702) antibodies were then applied to slides for overnight incubation. To detect and amplify the stained signal of CD8a, first, goat anti-rat IgG mouse absorbed biotinylated antibody (1:100 dilution, Vector Laboratories, Cat#BA-9401.5) was added to the slide for 1 h incubation at room temperature, and then followed with staining of Streptavidin, DyLight 488 (Vector Laboratories, Cat# SA-5488-1). For detection of NKG7, a goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 568 (1:500 dilution, Invitrogen, Cat# A-11011) were incubated for 1 h at room temperature. Slides were washed and stained with Hoechst (1:500 dilution) in PBS buffer and covered with anti-fade mounting medium. Confocal images were collected with an LSM-800 laser scanning confocal microscope with a 40×-water Plan-Apochromat objective lens.

### Spatial transcriptomics of human bladder cancer tissue

Human muscle-invasive bladder cancer tissue slides were selected with the approval of Mayo Clinic IRB# 21-000078. These patients underwent radical cystectomy but did not receive neoadjuvant therapies. Tissue sectioning and immunohistochemical (IHC) staining were conducted at the Pathology Research Core (Mayo Clinic, Rochester, MN) using the Leica Bond RX automated stainer (Leica). Formalin-fixed, paraffin-embedded (FFPE) tissue sections (5 μm thick) were mounted on glass slides and processed for GeoMx DSP. Tissue sections were deparaffinized, rehydrated, and subjected to antigen retrieval before incubation with fluorescently labeled morphology markers to visualize regions of interest (ROIs). Slides were incubated with rabbit anti-human NKG7 monoclonal antibody (1:1000, Dong Lab, described previously^38^) and mouse anti-human CD8 antibody (1:500, RIV11 clone, Thermo Scientific, MA5-48276), followed by Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 532 (Thermofisher Scientific, Cat#A-11009) and Goat anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 647 (Thermofisher Scientific, Cat#A-21235). ROIs were selected based on fluorescence imaging using the GeoMx instrument. The selected ROIs were then hybridized with barcoded RNA detection probes (GeoMx DSP RNA assays). Following hybridization, ultraviolet (UV) light was used to release ROI-specific oligonucleotide barcodes. Released barcodes were collected and amplified by PCR. Library quality and quantity were assessed using an Agilent 2100 Bioanalyzer and qPCR. Sequencing was performed on an Illumina NovaSeq S4 platform, generating paired-end reads. Data analysis was conducted using the GeoMx NGS Pipeline software for spatial alignment, normalization, and quantification of transcript counts. Further analyses, including ROI-specific differential gene expression and pathway enrichment, were performed using the GeoMx DSP Analysis Suite.

### Thymocyte-mediated tumor killing assay

P815 target tumor cells were plated at 10,000 cells per well in RPMI complete medium in a round-bottom 96-well plate. Hamster anti-CD3 monoclonal antibody (clone 145-2C11, eBioscience, Cat #16-0031-82) was added at the final concentration of 5 µg/mL and incubated at room temperature for 30 min for coating on P815 cells, and then the antibody was washed away before the addition of thymocytes. Freshly isolated thymic Pdcd1^fl/fl^ and Pdcd1 cKO SP CD8^+^ T cells at baseline or after immunization were added to each well following a ratio of target to effector 1:20, 1:10, 1:5, and 1:0. Co-culture of the thymic CD8^+^ T cells and P815 target cells were performed for 48 h at 37 °C in a humidified incubator with 5% CO₂. Total number of remaining P815 target cells were counted using flow cytometry after gating out the dead cells and T cells in comparison with control wells with target cells only.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism (v10) and R (4.4.1). Data are presented as mean ± SEM unless indicated otherwise. Statistical significance was defined as two-sided *P* < 0.05 after appropriate multiple-testing correction. For all in vivo mouse experiments, the biological unit of replication was an individual mouse. Two to three technical replicates were averaged per mouse prior to statistical testing. For spatial transcriptomic analyses, the biological unit of replication was the individual patient. For TCR repertoire analyses, the biological unit was the mouse (thymus–spleen or thymus–TIL sample pair). Rarefaction iterations were used to estimate sampling variance, but were not considered independent replicates.

Comparisons between two independent groups were performed using unpaired, two-tailed t-tests. For experiments involving more than two groups, one-way ANOVA followed by Tukey’s multiple-comparisons test was used. For experiments involving repeated measures, mixed-effects models were applied. Where appropriate, the Geisser-Greenhouse correction was used. Post hoc comparisons were performed using Sidak’s or Fisher’s LSD tests as indicated in the corresponding figure legends. Survival curves were generated using the Kaplan–Meier method and compared using the log-rank (Mantel–Cox) test. Hazard ratios (HR) and 95% confidence intervals (CI) were calculated using Cox proportional hazards regression.

Single-cell RNA-seq data were processed using Seurat. Differential expression analyses at the single-cell level were performed using the Wilcoxon rank-sum test with Benjamini–Hochberg false discovery rate (FDR) correction. These results are descriptive and hypothesis-generating rather than inferential at the population level. For spatial transcriptomic comparisons between NKG7⁺CD8⁺ and NKG7^−^CD8⁺ T cells, raw counts were aggregated at the patient level (pseudobulk) prior to differential expression analysis, with the patient defined as the biological unit of inference. Differential expression was performed using DESeq2 with the patient included as a blocking factor. Multiple testing correction was performed using the Benjamini–Hochberg FDR method, and adjusted *P* values (*p*adj) are reported.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review File

## Source data

Source Data

## Data Availability

All sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database. Single-cell RNA sequencing (scRNA-seq) data are available under accession number GSE328625. TCR sequencing data are available under accession number GSE328442. Spatial transcriptomics data are available under accession number GSE328664. All data supporting the findings of this study are available within the paper and its Supplementary Information files or from the corresponding author on request. Source data are provided with this paper.

# Supplementary material for: PD-1 regulates latent effector differentiation of thymic cytotoxic CD8+ T cells
**Source:** Nat Commun. 2026 May 23;17:6769. doi: 10.1038/s41467-026-73392-7
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **PD-1 regulates latent effector differentiation of thymic cytotoxic CD8<sup>+</sup> T cells**

Zhiming Mao, Jacob B. Hirdler, Joanina K. Gicobi, Li Ding, Mark A. Maynes, Michelle A. Hsu, Emilia R. Dellacecca, Wenjing Zhang, Jacob J. Teske, Ying Li, Aubrey Y. Liew, Geoffrey Zhao, Adrian T. Ting, Virginia M. Shapiro, Fabrice Lucien-Matteoni, Henrique Borges da Silva, Daniel D. Billadeau, Haidong Dong\*

**This file includes:**

**Supplementary Figures 1-10**

**Supplementary Table 1-2**

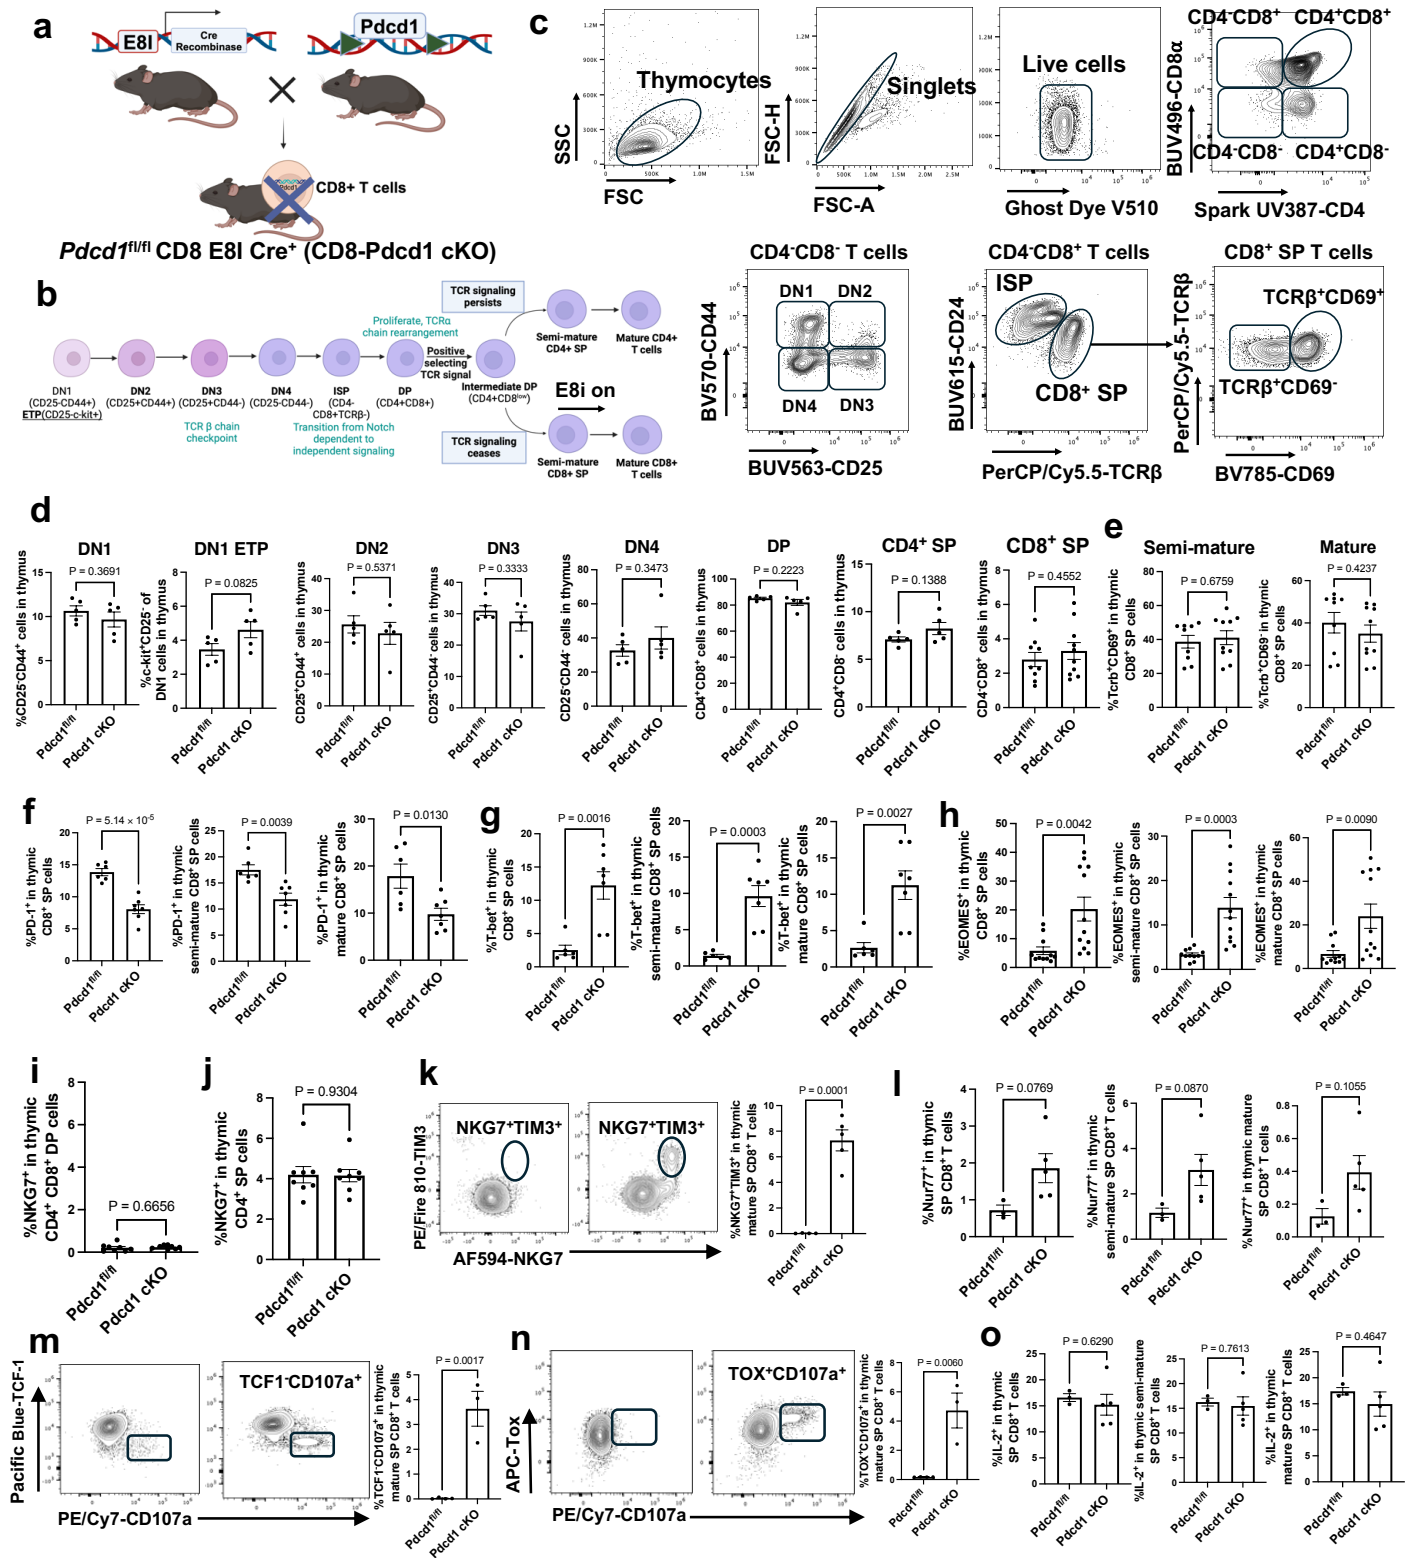

## Supplementary Figure 1. Flow cytometry analysis of the thymic profile of single positive CD8<sup>+</sup> T cells.

(a) Schematic presentation of the production of *Pdcd1*<sup>fl/fl</sup> CD8 E81 Cre<sup>+</sup> (CD8-*Pdcd1* cKO) mice. (b) Schematic presentation of the stage in which E81 enhancer works during thymic T cell development. (c) Flow cytometry analysis of thymic post-positively selected single positive (SP), semi-mature (TCRβ<sup>+</sup>CD69<sup>+</sup>) and mature (TCRβ<sup>+</sup>CD69<sup>-</sup>) SP CD8<sup>+</sup> T cells. ISP: immature single positive. (d) Frequency of double negative (DN)1, DN1 ETP (early T lineage precursor), DN2, DN3, DN4, double positive (DP), CD4<sup>+</sup> SP (n=5 and n=5) and CD8<sup>+</sup> SP (n=9 and n=10) thymocytes in *Pdcd1*<sup>fl/fl</sup> and *Pdcd1* cKO mice. (e) Frequency of thymic semi-mature and mature SP CD8<sup>+</sup> T cells in all CD8<sup>+</sup> SP thymocytes<sup>+</sup> in *Pdcd1*<sup>fl/fl</sup> (n=9) and *Pdcd1* cKO (n=10) mice. (f-h) Frequency of

PD-1<sup>+</sup> (**f**, n=6 and n=6), T-bet<sup>+</sup> (**g**, n=6 and n=7) and EOMES<sup>+</sup> (**h**, n=11 and n=12) in thymic SP CD8<sup>+</sup> cells, semi-mature and mature CD8<sup>+</sup> SP cells. (**i**, **j**) Frequency of NKG7<sup>+</sup> in thymic CD4<sup>+</sup>CD8<sup>+</sup> double positive (DP) cells (**i**) and CD4<sup>+</sup> SP cells (**j**) in *Pdcd1<sup>fl/fl</sup>* (n=11) and *Pdcd1* cKO (n=12) mice. (**k**) Contour plot (left) and frequency (right) of NKG7<sup>+</sup>TIM3<sup>+</sup> in mature CD8<sup>+</sup> SP thymocytes in *Pdcd1<sup>fl/fl</sup>* (n=4) and *Pdcd1* cKO (n=5) mice. (**l**) Frequencies of Nur77<sup>+</sup> in thymic total, semi-mature, and mature SP CD8<sup>+</sup> T cells in *Pdcd1<sup>fl/fl</sup>* (n=3) and *Pdcd1* cKO (n=5) mice. (**m**, **n**) Contour plot of TCF1<sup>+</sup>CD107a<sup>+</sup> (**m**) and TOX<sup>+</sup>CD107a<sup>+</sup> (**n**) in thymic mature SP CD8<sup>+</sup> T cells after PMA and ionomycin activation (Left). The percentage of TCF1<sup>+</sup>CD107a<sup>+</sup> and TOX<sup>+</sup>CD107a<sup>+</sup> in *Pdcd1<sup>fl/fl</sup>* (n=4) and *Pdcd1* cKO mice (n=3) was shown (right). (**o**) Frequency of IL-2<sup>+</sup> in thymic total, semi-mature and mature SP CD8<sup>+</sup> T cells following PMA and ionomycin stimulation in *Pdcd1<sup>fl/fl</sup>* (n=3) and *Pdcd1* cKO (n=5) mice. (**a-b**) was created in BioRender. Mao, Z. (2026) <https://BioRender.com/272jcun> Each point represents one mouse, with two to three biological replicates averaged per mouse prior to statistical analysis. Data are presented as mean ± SEM. Statistical analyses were performed at the mouse level using unpaired two-tailed t-tests.

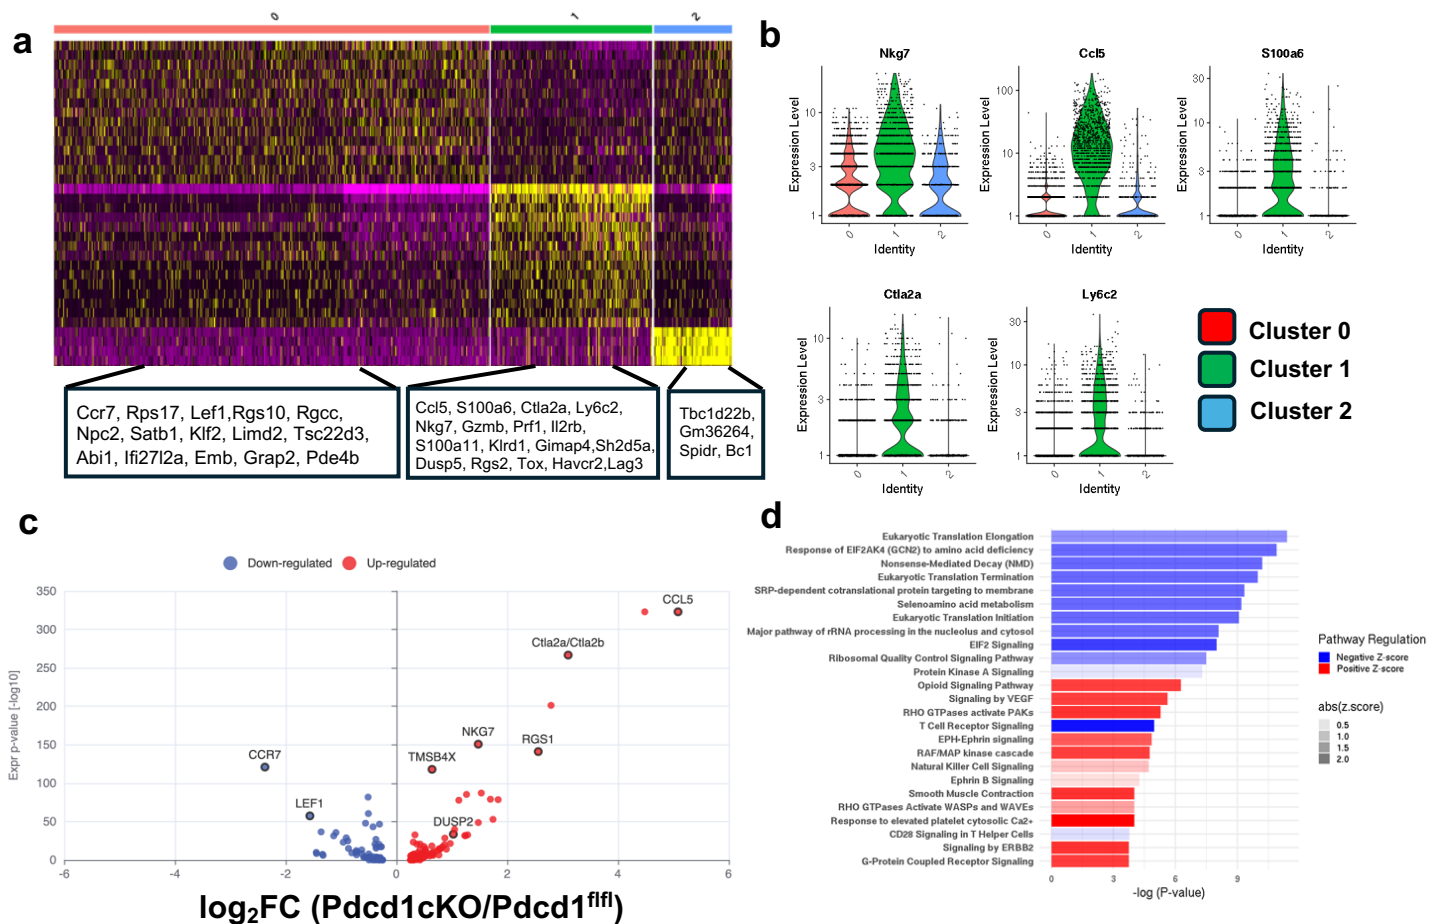

**Supplementary Figure 2. Single cell RNA-seq analysis of thymic CD8<sup>+</sup> T cells.** (a) Heatmap of differential gene expression across three identified clusters in thymic CD8<sup>+</sup> T cells shown in **Fig 1(b)**. Yellow represents upregulated genes, while purple represents downregulated genes within each cluster. (b) Violin plots illustrate the expression levels of signature top candidate genes within cluster 1 across the three clusters in **Fig 1(b)**. (c) Differential Gene Expression (DGE) of cluster 1 in CD8-Pdcd1 cKO mice compared with control. Red: genes upregulated in Pdcd1 cKO mouse. Blue: genes downregulated in Pdcd1 cKO mouse. (d) Ingenuity pathway analysis (IPA) on DGE in cluster 1. Positive Z score indicates the gene set more likely to activate the pathway. Negative Z score indicates the gene set more likely to inhibit the pathway. The density of color indicates the absolute values of Z score.

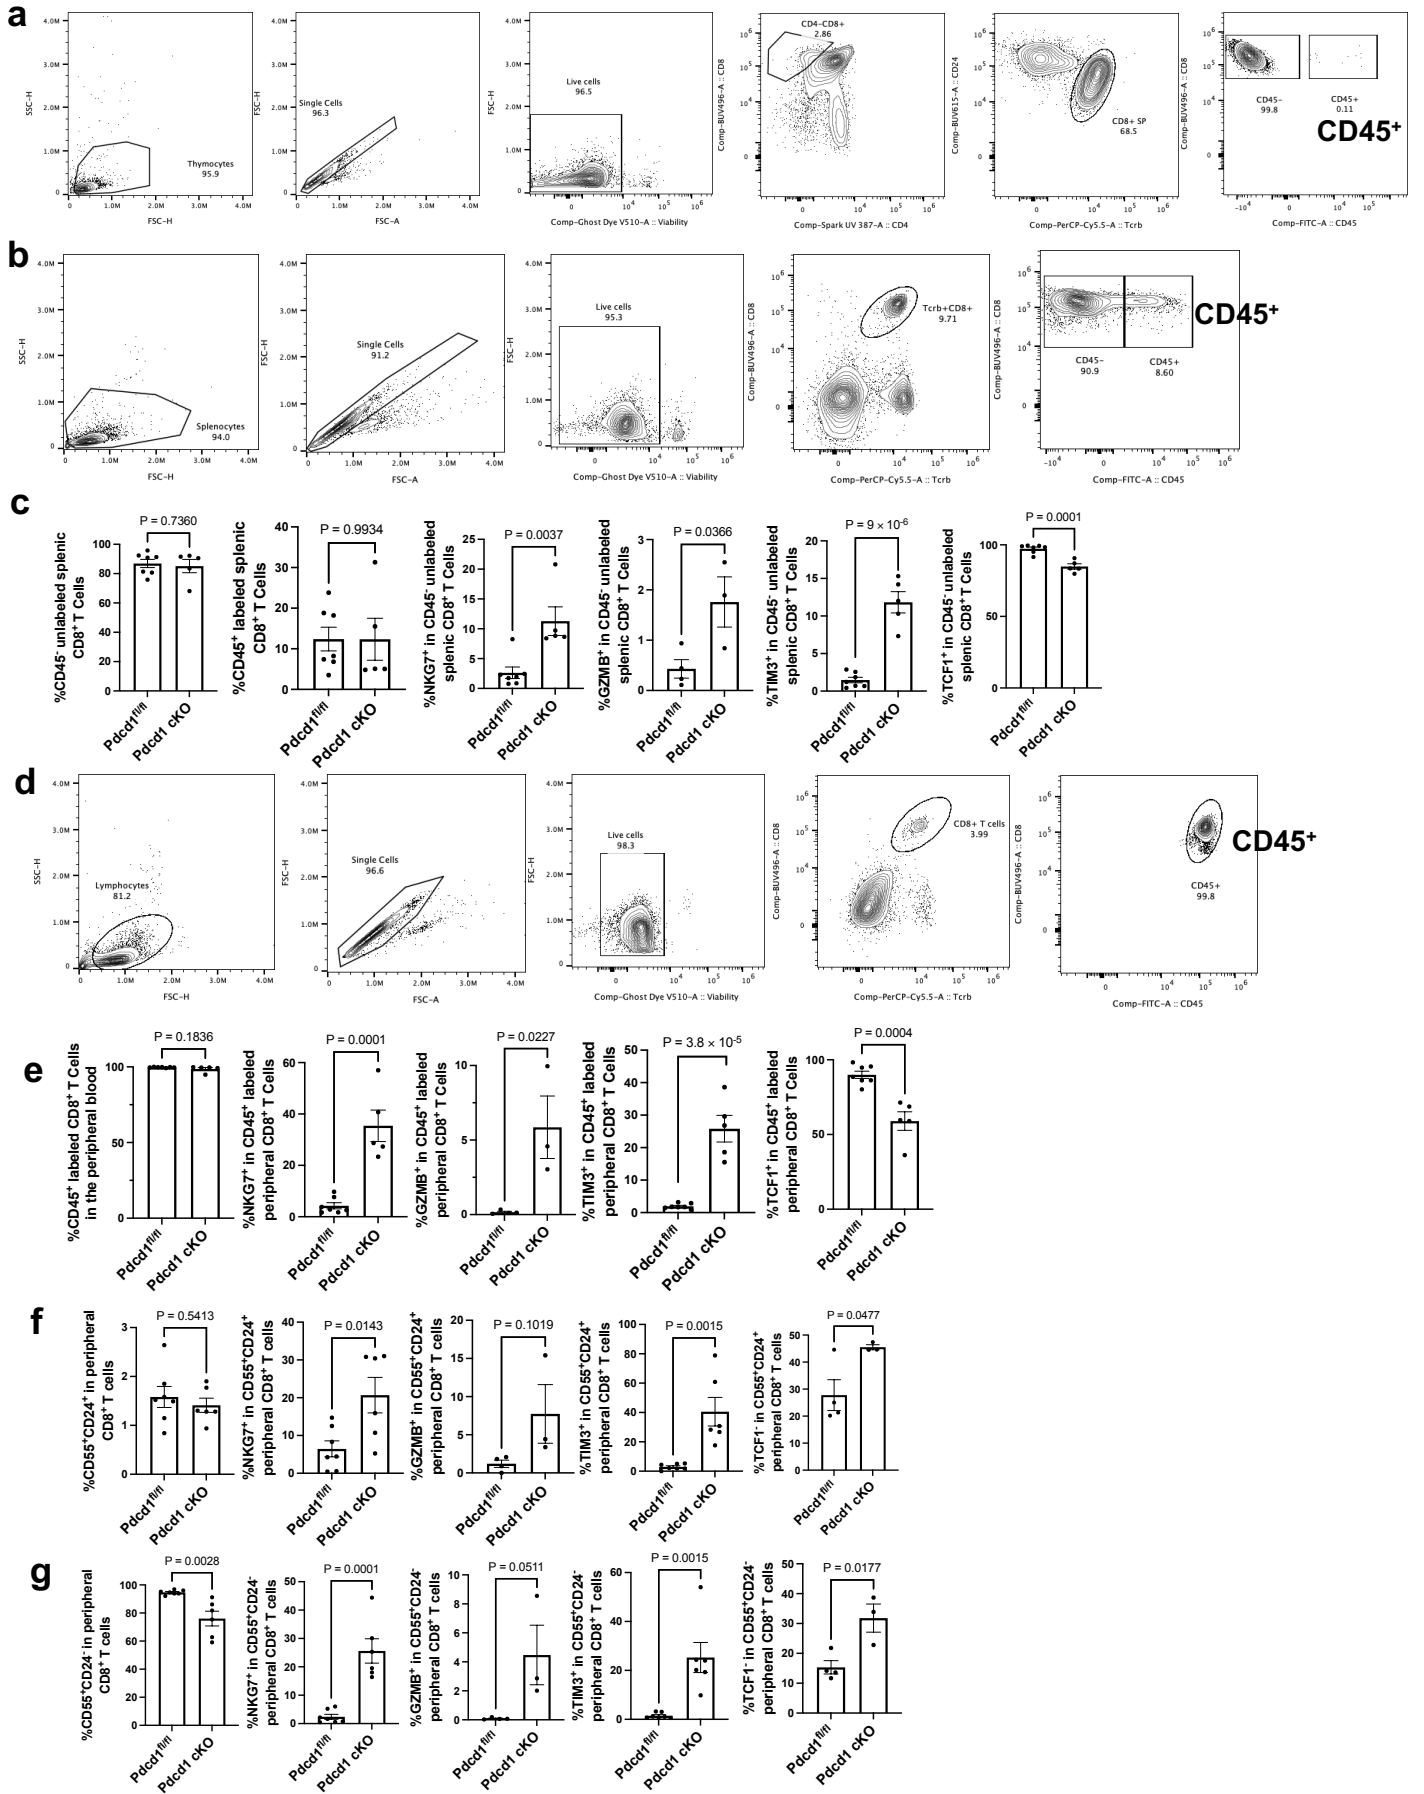

**Supplementary Figure 3. Evaluation of circulating and non-circulating CD8<sup>+</sup> T cells in thymus and spleen at baseline. (a-d)** CD45<sup>+</sup> Intravenous labeling of circulating, peripheral CD8<sup>+</sup> T cells. **(a, b, d)** Flow cytometry gating strategy of CD45<sup>+</sup> CD8<sup>+</sup> T cells in thymus **(a)**, spleen **(b)** and peripheral blood **(d)**. **(c, e)** Percentage of NKG7, GZMB, TIM3 and TCF-1 in non-circulating CD45<sup>+</sup> spleen **(c)** and circulating CD45<sup>+</sup> peripheral blood CD8<sup>+</sup> T cells **(e)** in Pdccl1<sup>fl/fl</sup> (n=7) and Pdccl1 cKO (n=5) mice. **(f)** Frequencies of CD55<sup>+</sup>CD24<sup>+</sup> recent thymic emigrants (RTE) in peripheral blood CD8<sup>+</sup> T cells and the percentages of NKG7, GZMB, TIM3 and TCF1 in CD55<sup>+</sup>CD24<sup>+</sup> CD8<sup>+</sup> T cells in Pdccl1<sup>fl/fl</sup> and Pdccl1 cKO mice. **(g)** Frequency of CD55<sup>+</sup>CD24<sup>+</sup> mature peripheral CD8<sup>+</sup> T cells and the percentages of NKG7, GZMB, TIM3 and TCF1 in CD55<sup>+</sup>CD24<sup>+</sup> CD8<sup>+</sup> T cells in Pdccl1<sup>fl/fl</sup> and Pdccl1 cKO mice. Each point represents one mouse, with two to three biological replicates averaged per mouse prior to statistical analysis. Data are presented as mean ± SEM. Statistical analyses were performed at the mouse level using unpaired two-tailed t-tests.

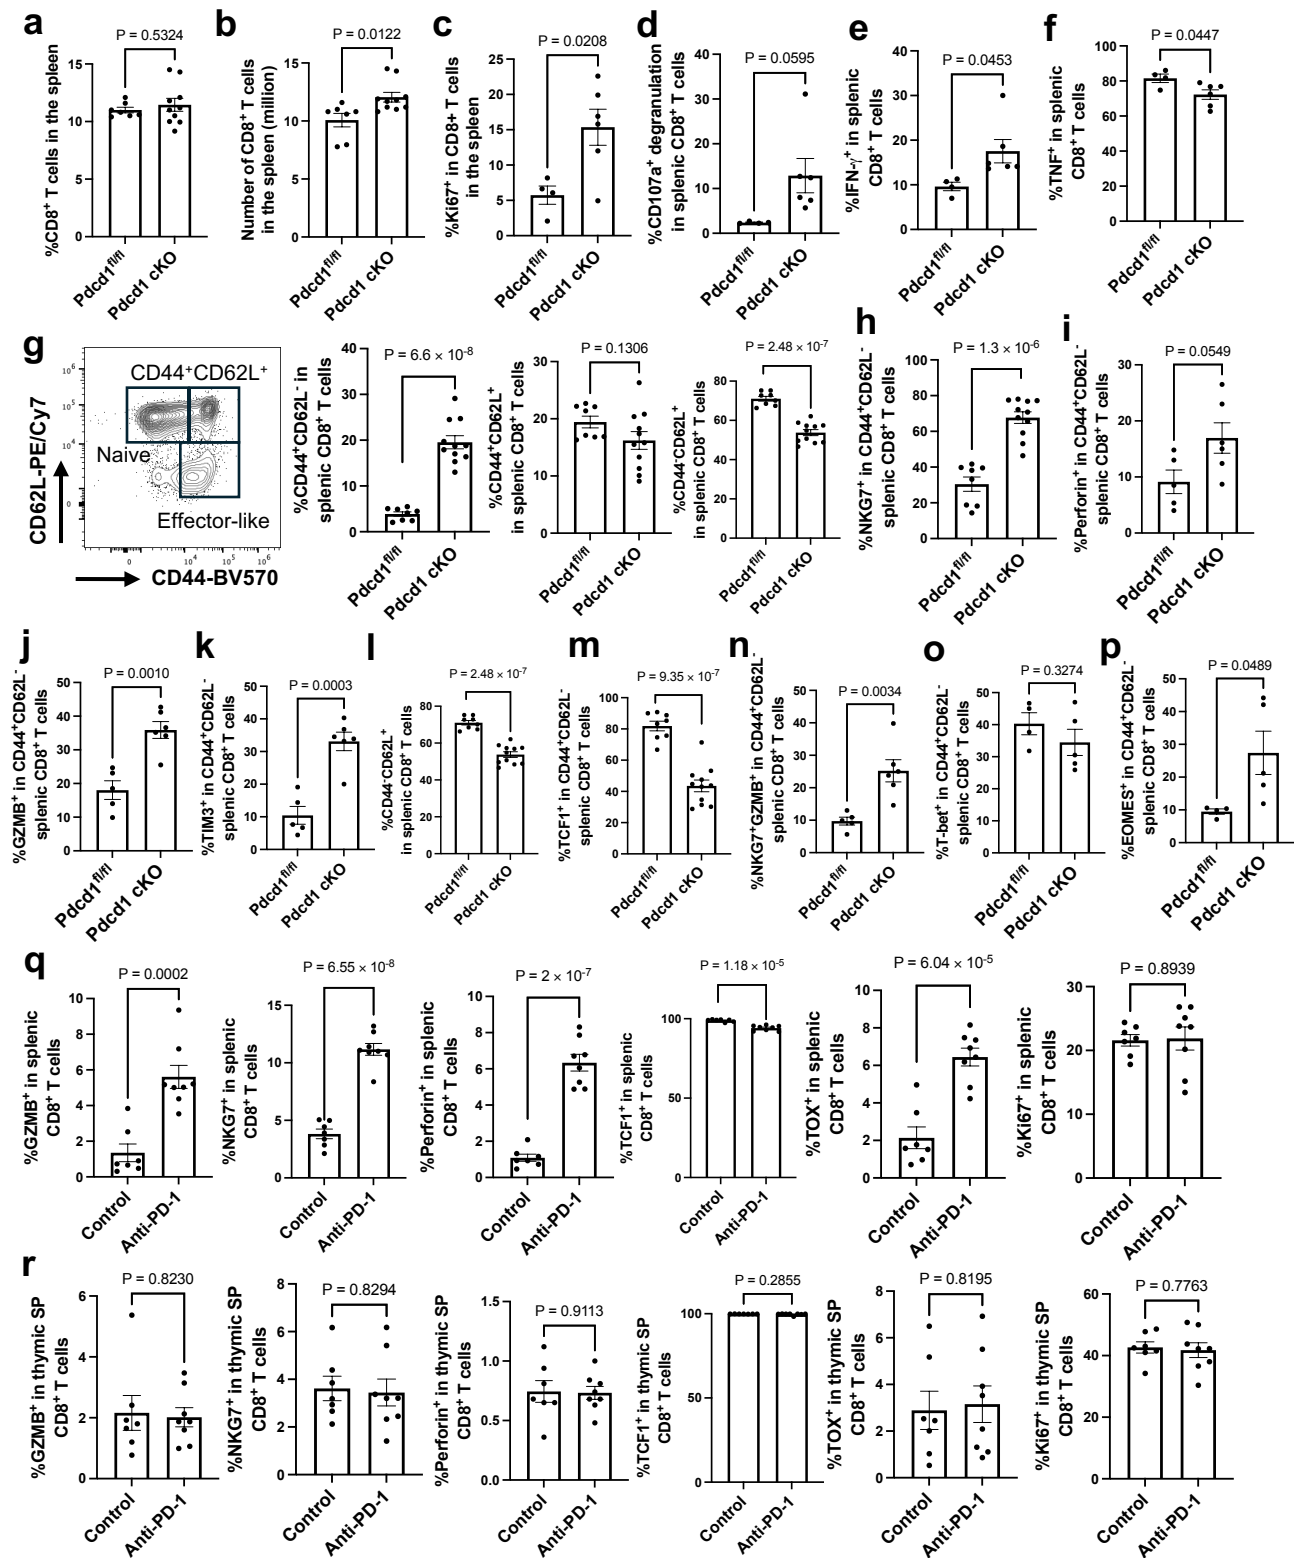

**Supplementary Figure 4. Increased cytotoxic potential of peripheral effector CD8<sup>+</sup> cells in the absence of PD-1.** (a-c) Frequencies, absolute numbers, and proliferative capacity of splenic CD8<sup>+</sup> T cells in Pdcd1<sup>fl/fl</sup> (n=7) and Pdcd1 cKO (n=10) mice. (a) Percentage of CD8<sup>+</sup> T cells in the spleen. (b) Total number of splenic CD8<sup>+</sup> T cells. (c) Percentage of Ki67<sup>+</sup> CD8<sup>+</sup> T cells in the spleen. (d-f) Degranulation and cytokine production of splenic CD8<sup>+</sup> T cells following PMA and ionomycin stimulation for 4 hours in Pdcd1<sup>fl/fl</sup> (n=4) and Pdcd1 cKO (n=6) mice. Percentage of CD107a<sup>+</sup> (d), IFN- $\gamma$ <sup>+</sup> (e), and TNF<sup>+</sup> (f) splenic CD8<sup>+</sup> T cells. (g) Phenotypic characterization of splenic CD8<sup>+</sup> T cells. Gating strategy (left) and frequencies (right) of CD44<sup>+</sup>CD62L<sup>+</sup>, CD44<sup>+</sup>CD62L<sup>-</sup> (effector-like) and CD44<sup>-</sup>CD62L<sup>+</sup> (naive) among TCR $\beta$ <sup>+</sup>CD8<sup>+</sup> T cells in the spleen of Pdcd1<sup>fl/fl</sup> (n=8) and Pdcd1 cKO (n=11)

mice. **(h-p)** Cytotoxic-associated markers and transcription factor expression profiles in effector-like CD44<sup>+</sup>CD62L<sup>-</sup> splenic CD8<sup>+</sup> T cells of Pdc1<sup>fl/fl</sup> and Pdc1 cKO mice. Frequencies of NKG7<sup>+</sup> (**h**, n=8 and n=11), Perforin<sup>+</sup> (**i**, n=5 and n=6), Granzyme B<sup>+</sup> (**j**, n=5 and n=6), TIM3<sup>+</sup> (**k**, n=5 and n=6), TOX<sup>+</sup> (**l**, n=5 and n=6), TCF-1<sup>+</sup> (**m**, n=8 and n=11), NKG7<sup>+</sup>GZMB<sup>+</sup> (**n**, n=5 and n=6), T-bet<sup>+</sup> (**o**, n=4 and n=5) and EOMES<sup>+</sup> (**p**, n=4 and n=5) splenic CD8<sup>+</sup> T cells. **(q-r)** Impact of peripheral anti-PD-1 blockade on thymic SP CD8<sup>+</sup> T cells in naïve mice. Frequencies of GZMB<sup>+</sup>, NKG7<sup>+</sup>, Perforin<sup>+</sup>, TCF1<sup>+</sup>, TOX<sup>+</sup> and Ki67<sup>+</sup> in splenic CD8<sup>+</sup> T cells (**q**) and thymic SP CD8<sup>+</sup> T cells (**r**) with or without 5 doses of 300 µg anti-PD-1 blockade every other day (day 1, 3, 5, 7, 9). Each point represents one mouse, with two to three technical replicates averaged per mouse prior to statistical analysis. Data are presented as mean ± SEM. Statistical analyses were performed at the mouse level using unpaired two-tailed t-tests.

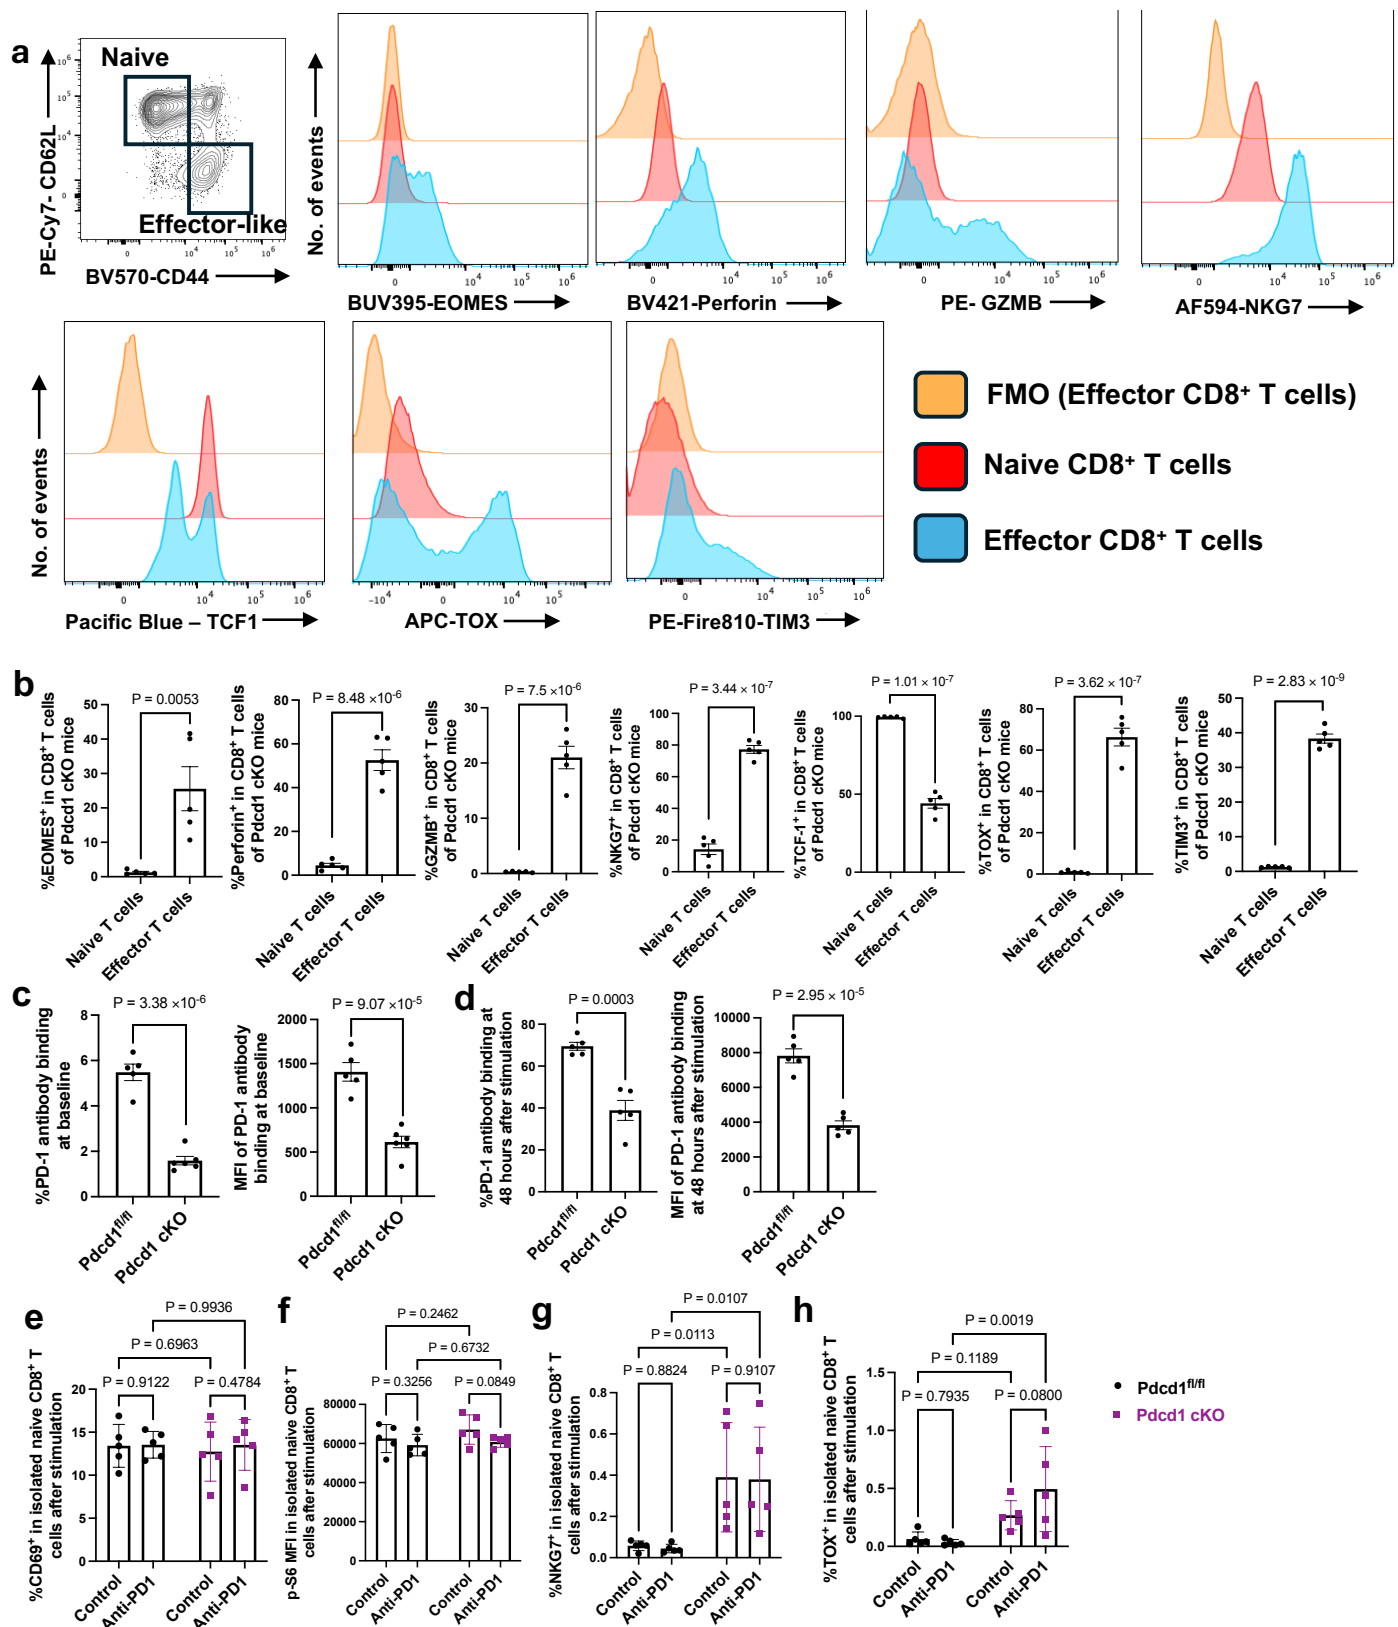

**Supplementary Figure 5. Acute PD-1 blockade does not recapitulate latent effector differentiation observed in Pdc1 cKO mice. (a-b)** Cytotoxic effector marker expression in naïve T cells and effector-like splenic CD8<sup>+</sup> T cells at baseline in the absence of PD-1. **(a)** Contour plot showing naïve and effector-like splenic CD8<sup>+</sup> T cells followed by histograms showing the protein expression of EOMES, Perforin, GZMB, NKG7, TCF1, TOX and TIM3 in these cells using FMO as control in Pdc1 cKO mice (n=5). **(b)** Frequencies of EOMES<sup>+</sup>, Perforin<sup>+</sup>, GZMB<sup>+</sup>, NKG7<sup>+</sup>, TCF1<sup>+</sup>, TOX<sup>+</sup> and TIM3<sup>+</sup> in naïve CD8<sup>+</sup> T cells and effector-like CD8<sup>+</sup> T cells in Pdc1

cKO mice (n=5). **(c-d)** Pharmacodynamic PD-1 binding target engagement assay. Splenic CD8<sup>+</sup> T cells from Pdc1<sup>fl/fl</sup> (n=5) and Pdc1 cKO (n=5) were incubated with Hamster anti-PD-1 antibody (Clone: G4) at baseline **(c)** or following 24h anti-CD3/CD28 stimulation **(d)**, followed by staining with Alexa Fluor 555-conjugated anti-Hamster secondary antibody. Frequencies (Left) and MFI (right) of AF555<sup>+</sup> cells indicating PD-1 antibody binding are shown at baseline **(c)** and after stimulation **(d)**. **(e-h)** Evaluation of activation and cytotoxic effector protein expression following acute PD-1 blockade. Splenic naïve CD8<sup>+</sup> T cells from Pdc1<sup>fl/fl</sup> (n=5) and Pdc1 cKO (n=5) mice were isolated and stimulated with anti-CD3/CD28 stimulation for 24 hours, with or without addition of 20 µg/mL anti-PD-1 antibody. Frequencies of CD69<sup>+</sup> **(e)** NKG7<sup>+</sup> **(g)**, TOX<sup>+</sup> **(h)**, and MFI of p-S6 **(f)** are shown for stimulated naïve CD8<sup>+</sup> T cells. Each dot represents one biologically independent mouse, with two biological repeats averaged per mouse prior to statistical analysis. Data are presented as mean ± SEM. Statistical analysis was performed using repeated measures two-way ANOVA followed by uncorrected Fisher's LSD with a single pooled variance.

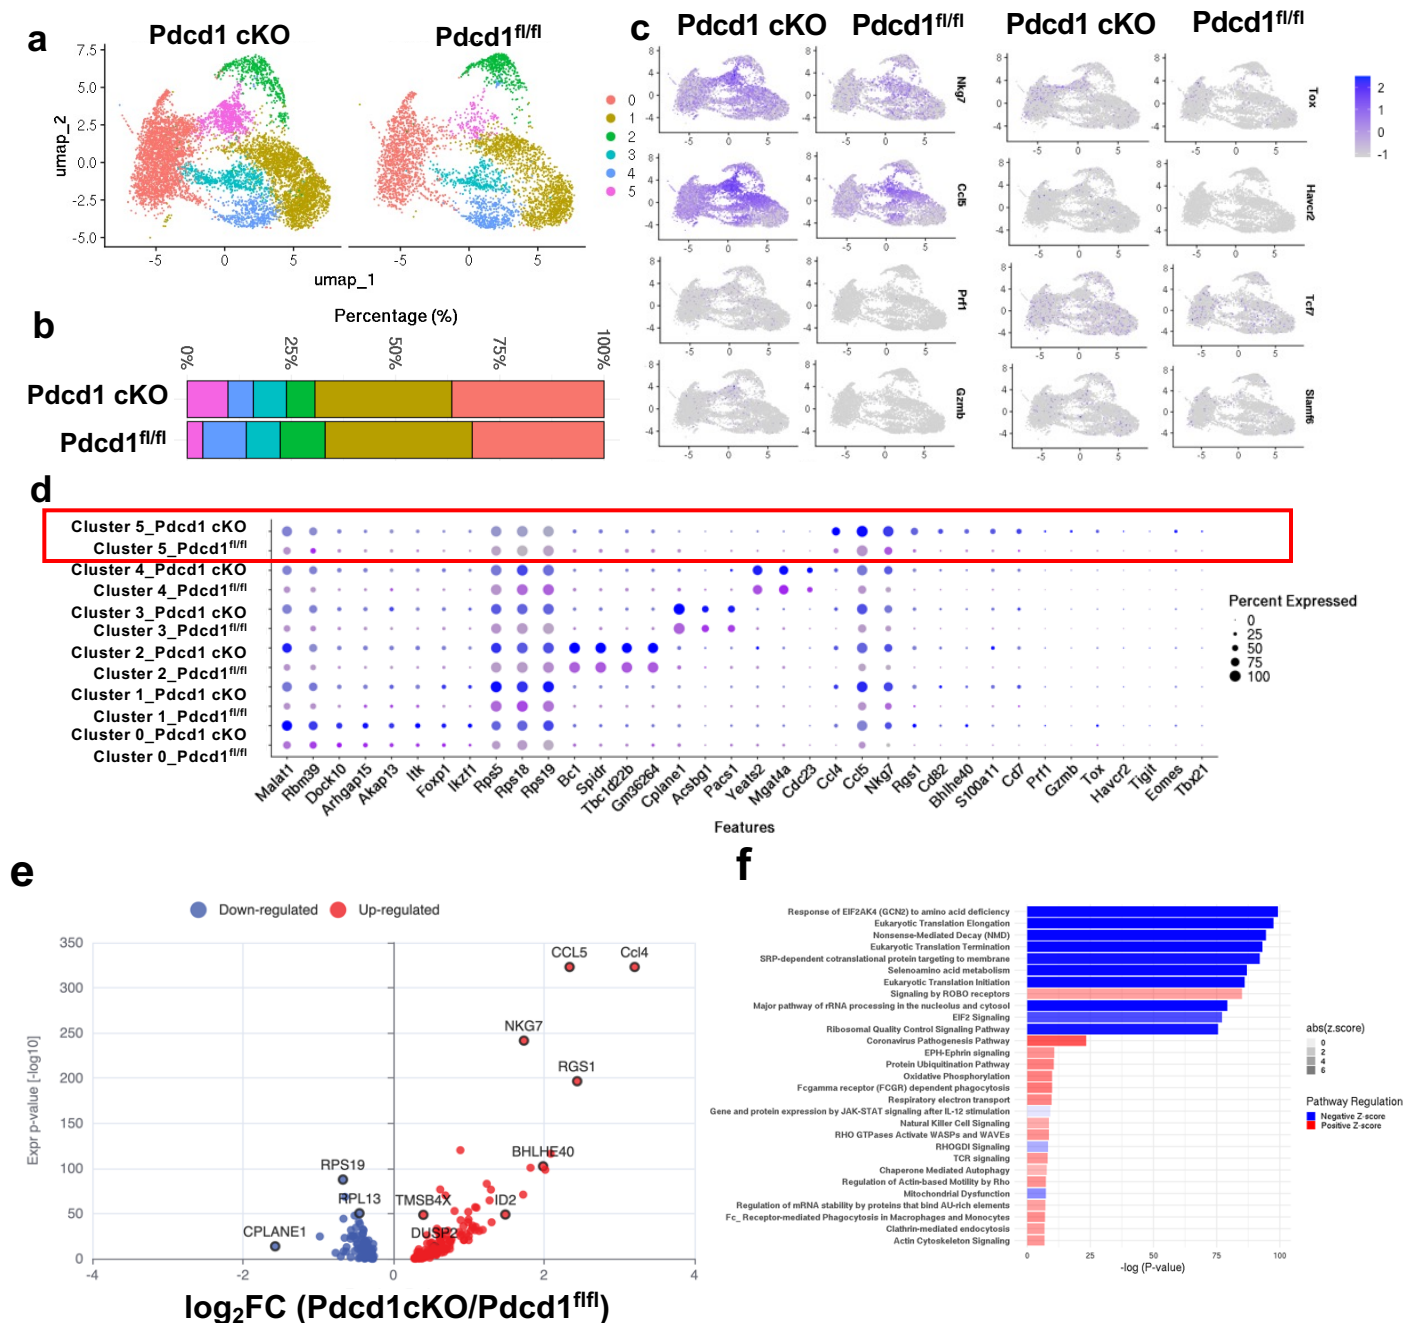

**Supplementary Figure 6. Single cell RNA-seq analysis of splenic CD8<sup>+</sup> T cells.** (a) UMAP visualization of splenic CD8<sup>+</sup> T cell clusters from one Pdcd1 cKO (left) and one Pdcd1<sup>fl/fl</sup> (right) mouse. (b) Distribution of cluster frequencies within splenic CD8<sup>+</sup> T cells. (c) Feature plots showing the UMAP distribution and normalized expression of *Nkg7*, *Ccl5*, *Prf1*, *Gzmb*, *Tox*, *Havcr2*, *Tcf7*, and *Slamf6* in splenic CD8<sup>+</sup> T cells of Pdcd1 cKO (left) and Pdcd1<sup>fl/fl</sup> (right) mice. Gene expression is depicted by a gradient, with darker blue representing higher expression levels. (d) Dotplot showing the differential gene expression within each cluster and selected genes associated with cytotoxic potential stratified by Pdcd1 cKO and Pdcd1<sup>fl/fl</sup> CD8<sup>+</sup> T cells. (e) DGE of cluster 5 effector cells in CD8-Pdcd1 cKO mice compared with control. Red: genes upregulated in Pdcd1 cKO mouse. Blue: genes downregulated in Pdcd1 cKO mouse. (f) IPA on DGE of cluster 5. Positive Z score indicates the gene set more likely to activate the pathway. Negative Z score indicates the gene set more likely to inhibit the pathway. The density of color indicates the absolute values of Z score. Differential expression testing was performed using the Wilcoxon rank-sum test as implemented in Seurat, with Benjamini–Hochberg correction for multiple testing. Complete differential gene expression list is shown in **Supplementary Table 2**.

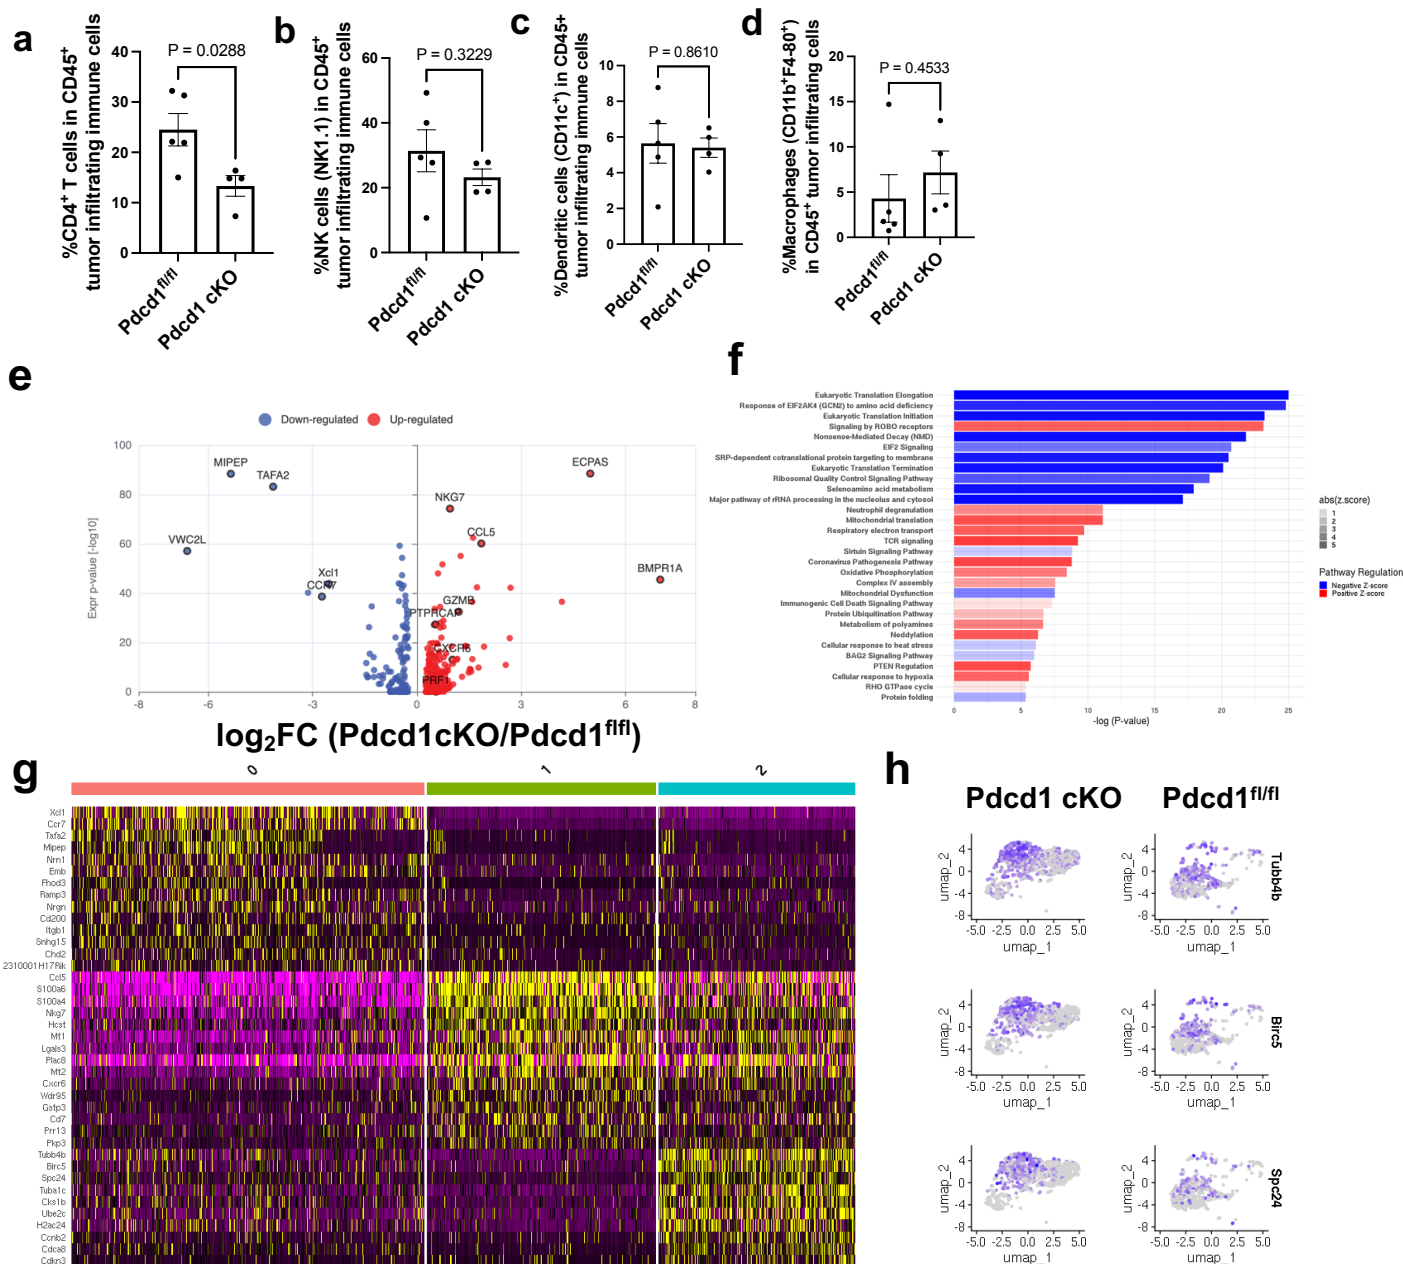

**Supplementary Figure 7. Single cell RNA-seq analysis of CD8<sup>+</sup> TILs.** (a-d) Frequencies of TCRβ<sup>+</sup>CD4<sup>+</sup> T cells (CD4<sup>+</sup> T cells, a), NK1.1<sup>+</sup> (NK cells, b), CD11c<sup>+</sup> (Dendritic cells, c) and TCRβ<sup>+</sup>CD11b<sup>+</sup>F4-80<sup>+</sup> (macrophages, d) in CD45<sup>+</sup> tumor infiltrating immune cells in Pdcd1<sup>fl/fl</sup> (n=5) and Pdcd1 cKO (n=4) mice. (e) DGE of CD8<sup>+</sup> TILs in pooled Pdcd1 cKO mice (n=3) compared with control (n=3). Red: genes upregulated in Pdcd1 cKO mouse. Blue: genes downregulated in Pdcd1 cKO mouse. (f) IPA analysis of DGE of CD8<sup>+</sup> TILs. Red: genes upregulated in Pdcd1 cKO mouse. Blue: genes downregulated in Pdcd1 cKO mouse. Positive Z score indicates the gene set more likely to activate the pathway. Negative Z score indicates the gene set more likely to inhibit the pathway. The density of color indicates the absolute values of Z score. (g) Heatmap of the differential gene expression of each sub-cluster identified in the UMAP of CD8<sup>+</sup> TILs in Fig. 4C. (h) Feature plots show the UMAP distribution and expression levels of other featured genes that were only upregulated in cluster 1 stratified by CD8<sup>+</sup> TILs from control and Pdcd1 cKO mice. Each point represents one mouse, with two biological replicates averaged per mouse prior to statistical analysis. Data are presented as mean ± SEM. Statistical analyses were performed at the mouse level using unpaired two-tailed t-tests. Differential expression testing was performed using the Wilcoxon rank-sum test as implemented in Seurat, with Benjamini–Hochberg correction for multiple testing.

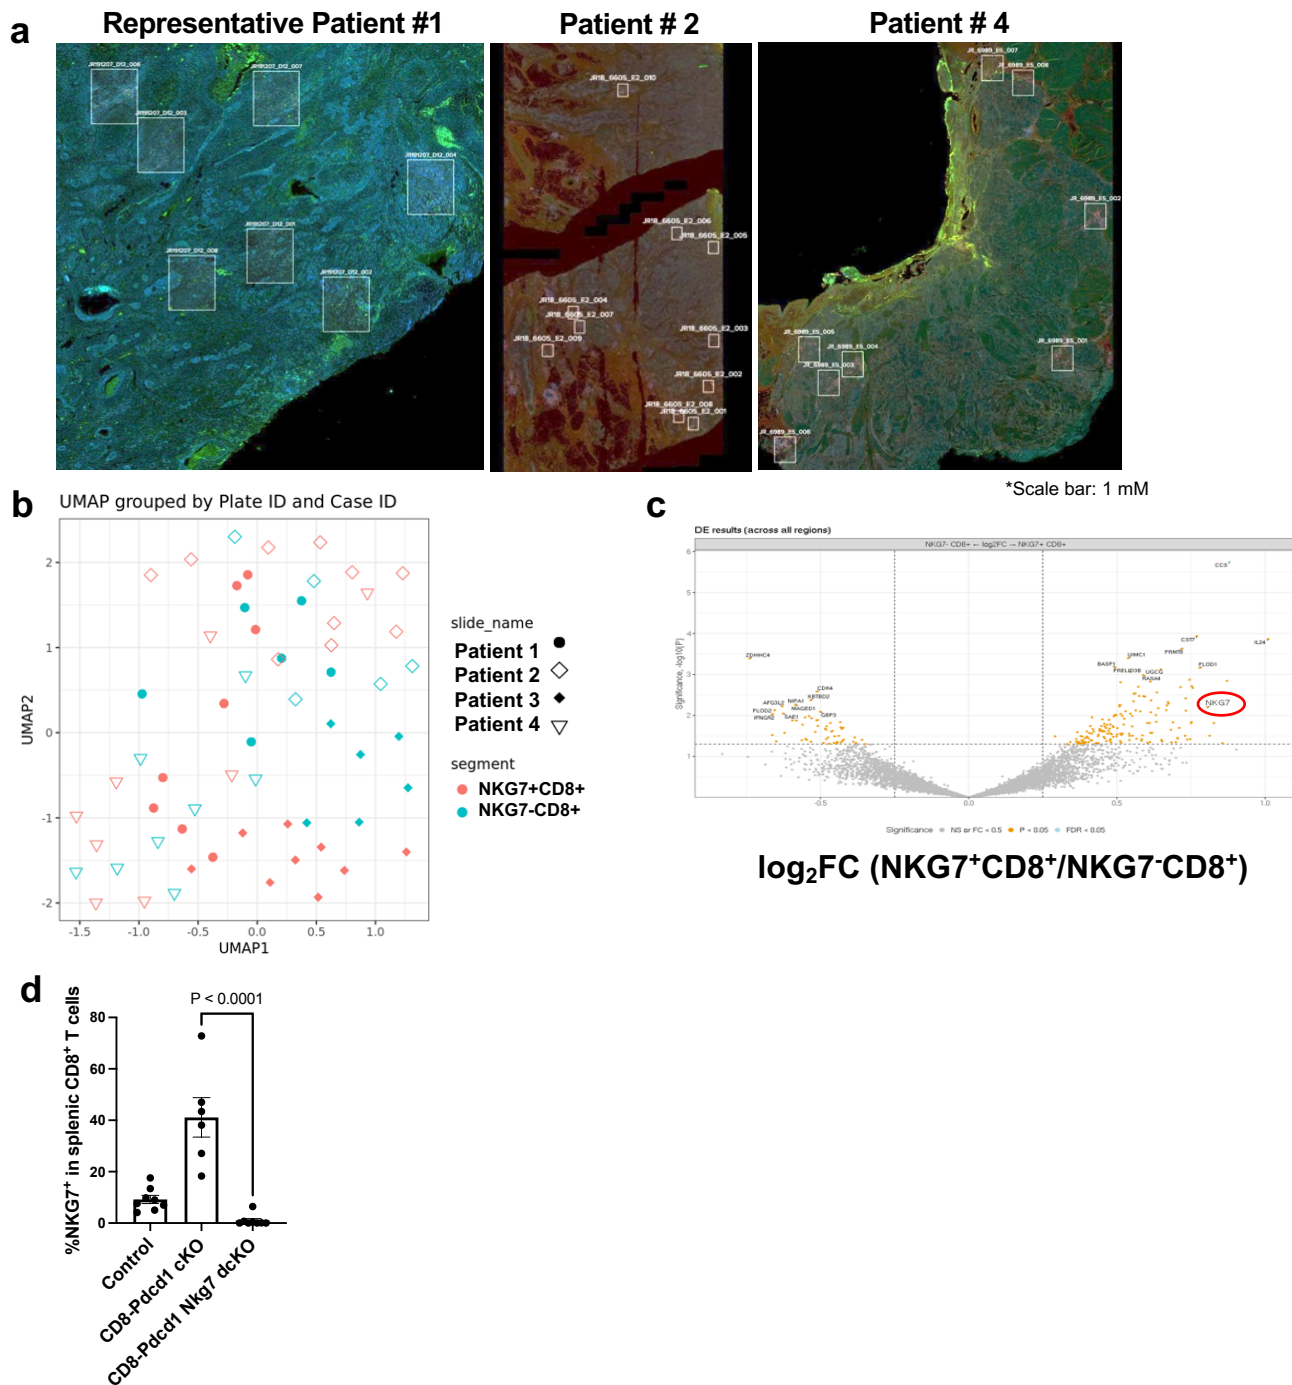

**Supplementary Figure 8. Spatial transcriptome analysis of NKG7 expressing CD8<sup>+</sup> T cells in human tumor tissues.** (a) Region of interest selected in tumor slides of other three patients with invasive bladder cancer for spatial transcriptomics in addition to the representative Fig. 4f. (b) UMAP graph shows the principal component-based dimensionality reduction of the four patient tumor tissue samples, highlighting distinct clustering of NKG7<sup>+</sup>CD8<sup>+</sup> vs. NKG7<sup>-</sup>CD8<sup>+</sup> T cells. (c) DGE comparing NKG7<sup>+</sup>CD8<sup>+</sup> T cells vs. NKG7<sup>-</sup>CD8<sup>+</sup> T cells, shown as log<sub>2</sub>fold change (log<sub>2</sub>FC). NKG7 expression is highlighted in the volcano plot. (d) The frequency of NKG7<sup>+</sup> in splenic CD8<sup>+</sup> T cells of CD8-Pdcd1 Nkg7 dcKO (n=8) compared with CD8-Pdcd1 cKO (n=6) and control mice (n=8) at the end point post B16-OVA tumor challenge. Each dot in (b) represents a segmented region within ROI from pooled four independent patients. Data from four biologically independent patients were analyzed. Differential expression testing was performed using patient-level aggregation, with false discovery rate (FDR) correction applied for multiple comparisons. Each dot in (d) represents one mouse, with three technical

replicates averaged per mouse prior to statistical analysis. Data are presented as mean  $\pm$  SEM and p value was calculated using unpaired two-tailed t-tests.

**a Baseline (Thymus-Spleen)**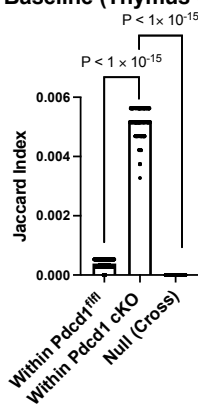**b B16-OVA (thymus-tumor)**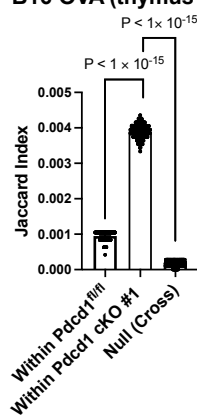**c B16-F10 (thymus-tumor)**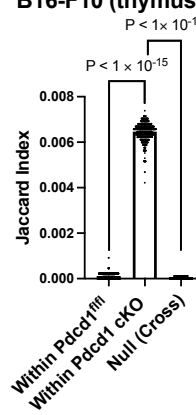**d** *Pdc1<sup>fl/fl</sup>*, thymus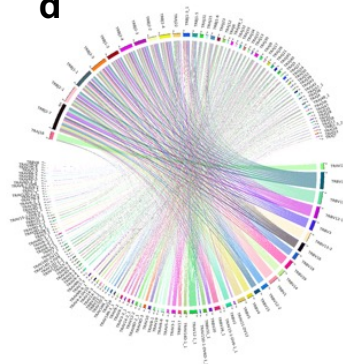*Pdc1 cKO*, thymus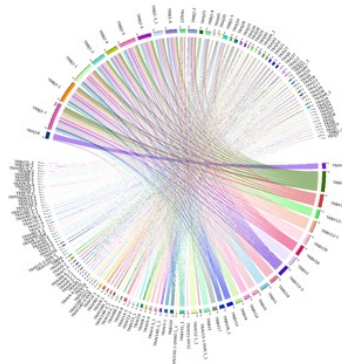**e** *Pdc1<sup>fl/fl</sup>*, spleen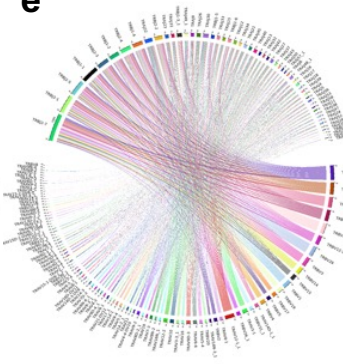*Pdc1 cKO*, spleen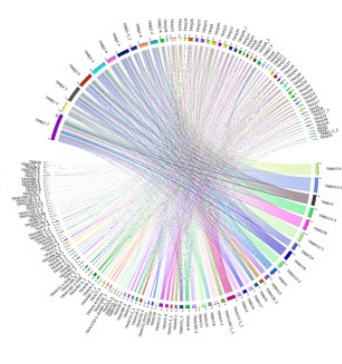**f** *Pdc1<sup>fl/fl</sup>*, thymus,  
B16-OVA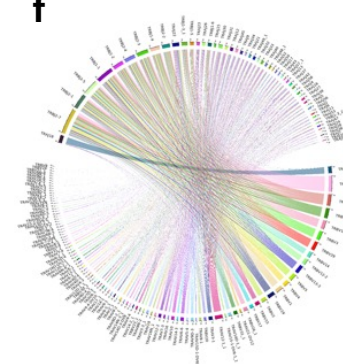*Pdc1 cKO*, thymus,  
B16-OVA mouse 1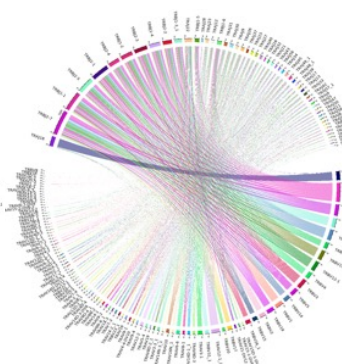**g** *Pdc1<sup>fl/fl</sup>*, tumor,  
B16-OVA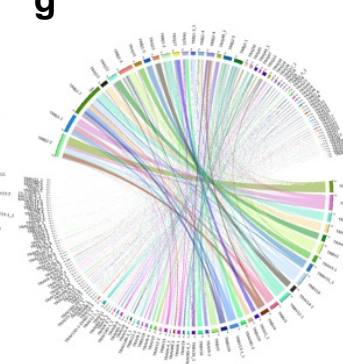*Pdc1 cKO*, tumor,  
B16-OVA, mouse 1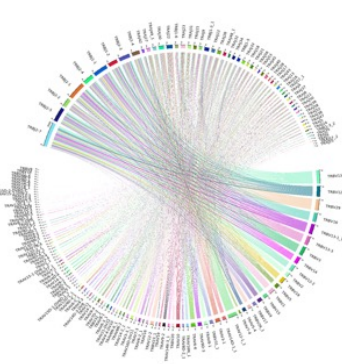**h** *Pdc1<sup>fl/fl</sup>*, thymus,  
B16-F10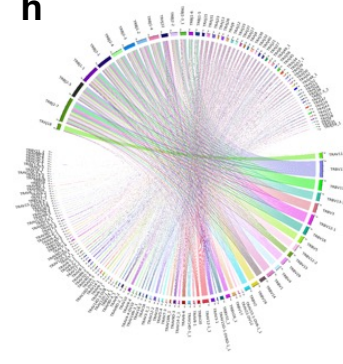*Pdc1 cKO*, tumor,  
B16-F10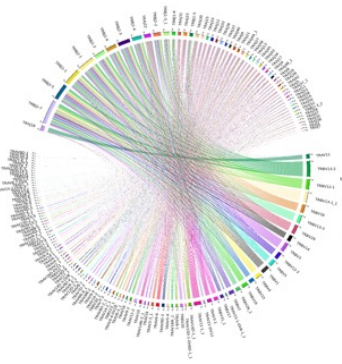**i** *Pdc1<sup>fl/fl</sup>*, thymus,  
B16-F10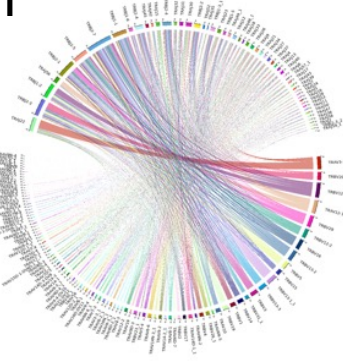*Pdc1 cKO*, tumor,  
B16-F10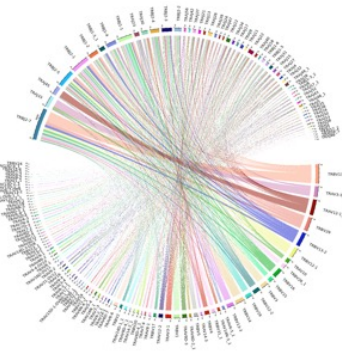

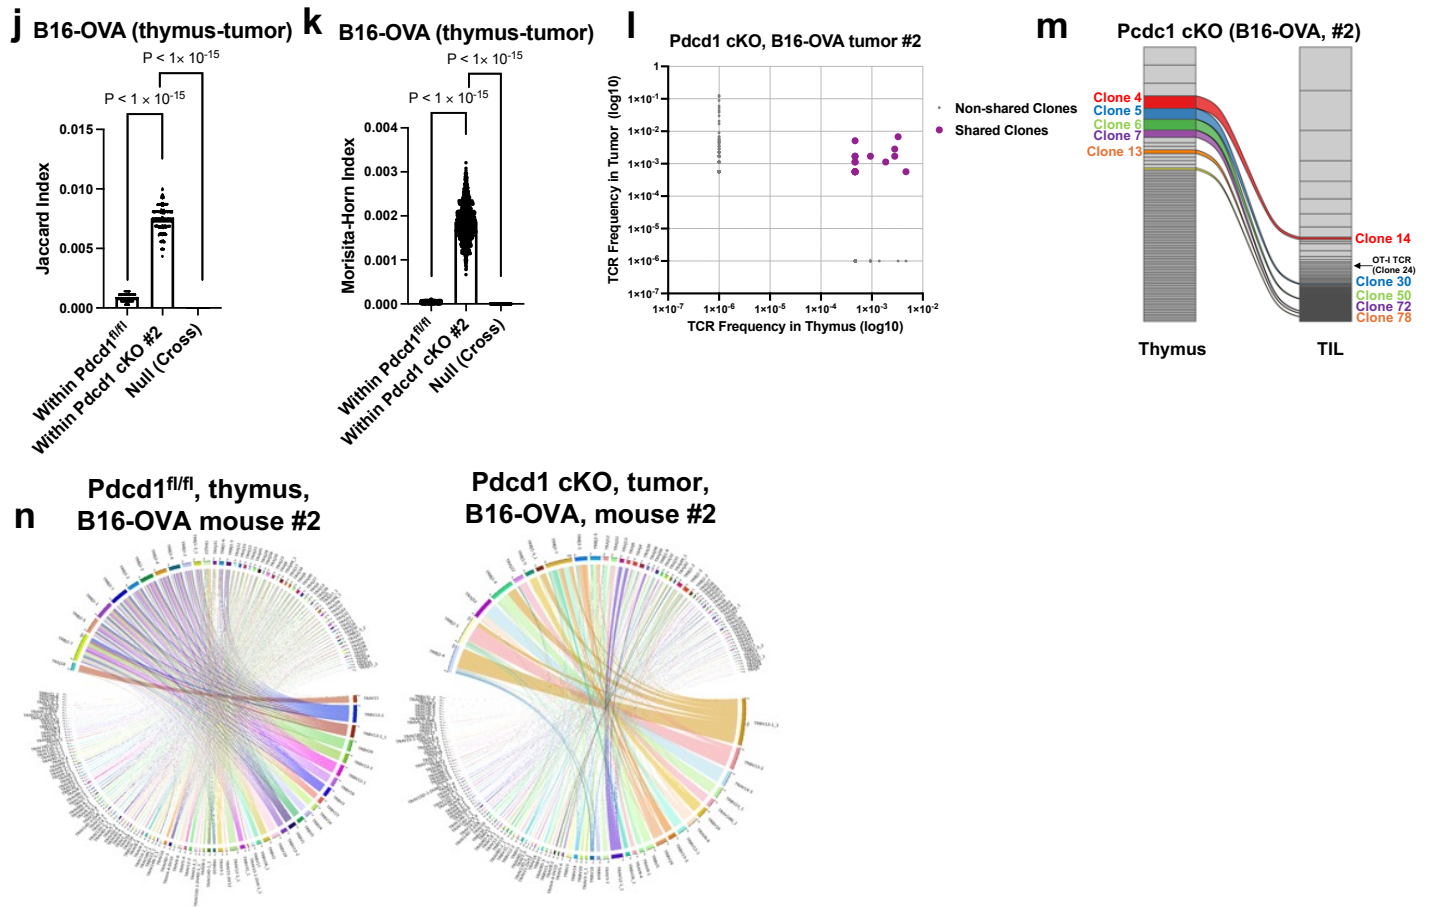

**Supplementary Figure 9. TCR landscape analysis in thymus and spleen at baseline and in thymus and tumor after tumor growth.** (a-c) Jaccard index quantifying TCR repertoire overlap after rarefaction as described in Fig. 5, benchmarked against a cross-mouse null model. Overlap between thymus and spleen at baseline (g), and between thymus and tumor in mice bearing B16-OVA tumors (h) or B16-F10 tumors (i) 12 days post tumor injection. V(D)J rearrangements of TCR repertoire in the thymus (d) and spleen (e) of Pcd1<sup>fl/fl</sup> and Pcd1 cKO mice baseline. V(D)J rearrangements in the thymus (f) and tumor (g) of Pcd1<sup>fl/fl</sup> and Pcd1 cKO mice at day 12 post B16-OVA tumor injection. (h, i) V(D)J rearrangements in the thymus and tumor at day 12 after B16-F10 tumor injection in Pcd1<sup>fl/fl</sup> (H) and Pcd1 cKO mice (I). (j-n) TCR overlapping analysis for a second Pcd1 cKO mouse bearing B16-OVA tumor. Jaccard index (j) and Morisita-Horn index (k) quantifying overlap in thymus-tumor overlap after rarefaction, benchmarked against the null model. (l) Clonal frequency scatter plots of productive TCR clonotype frequencies in thymus versus B16-OVA TILs from a second independent Pcd1 cKO mice after depth-aware normalization. (m) Sankey diagrams illustrating selected overlapping productive clonotypes between thymus and B16-OVA TILs from the original (unrarefied) top 100 productive clonotypes. (n) V(D)J rearrangements in the thymus and tumor of a second CD8-Pcd1 cKO mouse following B16-OVA tumor injection. For (a-c, j-l), each dot represents one rarefaction iteration (1,000 iterations per biological sample pair). Rarefaction was used to estimate the sampling distribution of overlap metrics while controlling for sequencing depth and clonality. Statistical comparisons were performed on iteration-derived distributions within each biological sample pair relative to the null model; the biological unit of analysis is the mouse/sample pair, not the rarefaction iteration.

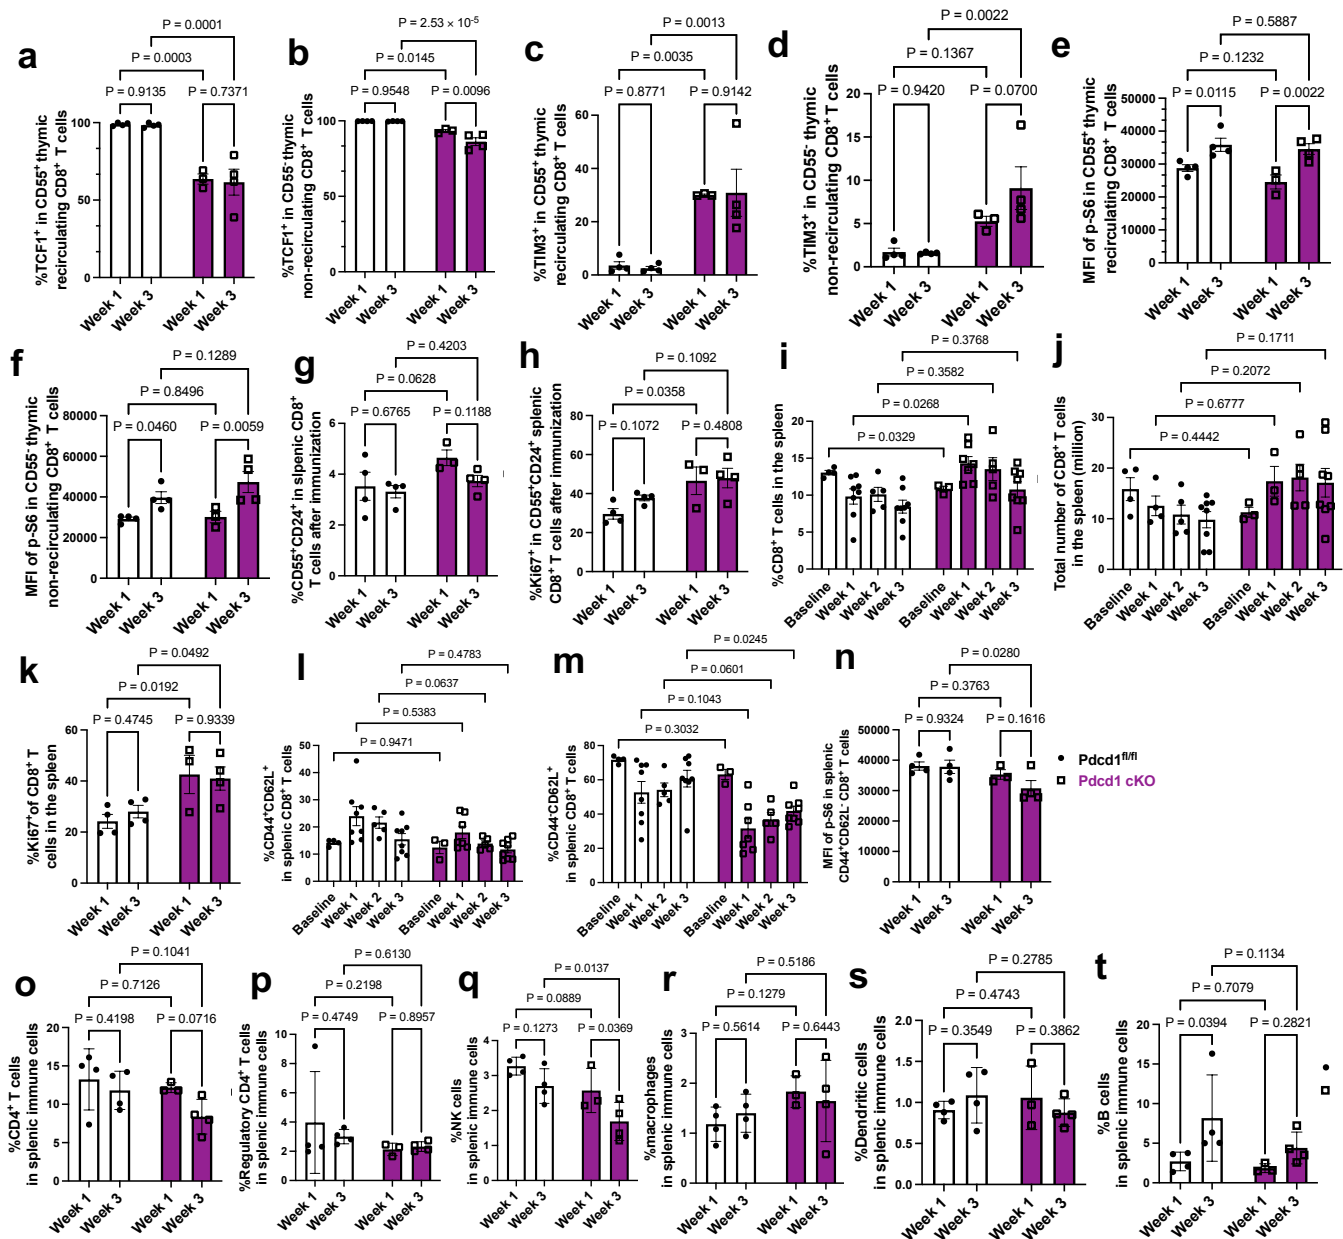

**Supplementary Figure 10. Thymus and spleen phenotype of CD8<sup>+</sup> T cells after poly(I:C)/OVA immunization.** (a, b) Frequencies of TCF1<sup>+</sup> in CD55<sup>+</sup> thymic recirculating-like CD8<sup>+</sup> T cells (a) and CD55<sup>+</sup> thymic non-recirculating (b) CD8<sup>+</sup> T cells at 1-week (n=4 and n=3) and 3-week (n=4 and n=3) after poly(I:C)/OVA immunization in Pcd1<sup>fl/fl</sup> and Pcd1 cKO mice. (c, d) Frequencies of TIM3<sup>+</sup> in CD55<sup>+</sup> thymic recirculating-like CD8<sup>+</sup> T cells (c) and CD55<sup>+</sup> thymic non-recirculating (d) CD8<sup>+</sup> T cells at 1-week and 3-week after poly(I:C)/OVA immunization. (e, f) Median fluorescent intensity (MFI) of p-S6 in CD55<sup>+</sup> thymic recirculating-like (e) and CD55<sup>+</sup> non-recirculating (f) CD8<sup>+</sup> T cells at 1-week and 3-week after poly(I:C)/OVA immunization. (g) Frequencies of CD55<sup>+</sup>CD24<sup>+</sup> RTE in splenic CD8<sup>+</sup> T cells after poly(I:C)/OVA immunization. (h) Percentage of Ki67<sup>+</sup> in CD55<sup>+</sup>CD24<sup>+</sup> splenic CD8<sup>+</sup> T cells after poly(I:C)/OVA immunization. (i) Percentage of splenic CD8<sup>+</sup> T cells at baseline (n=4 and n=3) and following 1-week (n=8 and n=7), 2-week (n=5 and n=5) and 3-week (n=8 and n=8) poly(I:C)/OVA immunization in Pcd1<sup>fl/fl</sup> and Pcd1 cKO mice. (j) Total number count of splenic CD8<sup>+</sup> T cells at baseline (n=4 and n=3) and following 1-week (n=4 and n=3), 2-week (n=5 and n=5) and 3-week (n=8 and n=8) poly(I:C)/OVA immunization in Pcd1<sup>fl/fl</sup> and Pcd1 cKO mice. (k) Frequency of Ki67<sup>+</sup> of splenic CD8<sup>+</sup> T cells at 1-week (n=4 and n=3) and 3-week (n=4 and n=4) after immunization. (l, m) Percentage of CD44<sup>+</sup>CD62L<sup>+</sup> (l) and CD44<sup>+</sup>CD62L<sup>+</sup> (m) CD8<sup>+</sup> T cells at baseline and following 1-week (n=8 and n=7), 2-week (n=5 and n=5) and 3-week (n=8 and n=8) immunization in Pcd1<sup>fl/fl</sup> and Pcd1 cKO mice. (n) MFI of p-S6 in splenic effector-like

CD44<sup>+</sup>CD62L<sup>-</sup> splenic CD8<sup>+</sup> T cells after immunization. (**o-t**) Frequencies of CD4<sup>+</sup> T cells (**o**), Foxp3<sup>+</sup> regulatory CD4<sup>+</sup> T cells (**p**), NK cells (**q**), TCRβ<sup>+</sup>CD11b<sup>+</sup>F4-80<sup>+</sup> macrophages (**r**), TCRβ<sup>+</sup>CD11c<sup>+</sup>dendritic cells (**s**), CD19<sup>+</sup>B cells (**t**) in splenic CD45<sup>+</sup> immune cells after immunization. Each dot represents one biologically independent mouse. Data were pooled from two to three independent experiments. For (**i-j**, **l-m**), statistical analysis was performed using a mixed-effects model with Geisser-Greenhouse correction, followed by Sidak's multiple comparison test. Other statistical analysis was performed using a mixed-effects model, followed by uncorrected Fisher's LSD *post hoc* test without correction for multiple comparisons (single pooled variance). Source data are provided as a Source Data file.

**Supplementary Table 1. Flow cytometry reagents**

| Reagent                                    | Conjugate/Channel | Clone    | Vendor                    | Catalog number   | Dilutions |
|--------------------------------------------|-------------------|----------|---------------------------|------------------|-----------|
| <b>In vivo labeling reagents</b>           |                   |          |                           |                  |           |
| CD45                                       | FITC              | 30-F11   | Biolegend                 | 103118           |           |
| <b>Viability Dye</b>                       |                   |          |                           |                  |           |
| Zombie UV                                  | UV 355 nm         | NA       | Biolegend                 | 423108           | 1 to 1000 |
| Ghost Dye V510                             | Violet (405 nm)   | NA       | Cytek Biosciences         | SKU 13-0870-T100 | 1 to 1000 |
| <b>Thymocytes in vitro killing assay</b>   |                   |          |                           |                  |           |
| CD3                                        | NA                | 145-2C11 | Thermofisher              | 16-0031-82       |           |
| <b>Mitochondrial Superoxide Indicators</b> |                   |          |                           |                  |           |
| MitoSOX                                    | Red ~396/610 nm   | NA       | Thermofisher              | M36008           |           |
| <b>Cell Surface Staining</b>               |                   |          |                           |                  |           |
| TCR $\beta$                                | PerCP-Cy5.5       | H57-597  | Biolegend                 | 109227           | 1 to 200  |
| CD4                                        | Spark UV387       | GK1.5    | Biolegend                 | 100492           | 1 to 200  |
| CD8                                        | BUV496            | 53-6.7   | BD Biosciences            | 569181           | 1 to 200  |
| CD8                                        | BV510             | 53-6.7   | Biolegend                 | 100752           | 1 to 200  |
| CD25                                       | BUV563            | PC61.5   | Thermofisher              | 365-0251-82      | 1 to 100  |
| CD24                                       | BUV615            | M1/69    | BD Biosciences            | 751499           | 1 to 200  |
| CD11a                                      | BV711             | M1/4     | BD Biosciences            | 740676           | 1 to 200  |
| CD44                                       | BV570             | IM7      | Biolegend                 | 103037           | 1 to 100  |
| CD62L                                      | PE-Cy7            | MEL-14   | Biolegend                 | 104418           | 1 to 100  |
| PD-1                                       | APC-Cy7           | 29F.1A12 | Biolegend                 | 153224           | 1 to 100  |
| CD69                                       | BV785             | H1.2F3   | Biolegend                 | 104543           | 1 to 100  |
| CD117                                      | BV750             | 2B8      | BD Biosciences            | 747412           | 1 to 100  |
| CX3CR1                                     | BV650             | SA011F11 | Biolegend                 | 149033           | 1 to 100  |
| CD127                                      | BUV737            | SB/199   | BD Biosciences            | 612841           | 1 to 100  |
| CD11b                                      | BUV805            | M1/70    | eBiosciences              | 368-0112-82      | 1 to 100  |
| CD19                                       | cFluor UV440      | 6B5      | Cytek Biosciences         | SKU R7-20835     | 1 to 100  |
| TIM-3                                      | PE-Fire810        | RMT3-23  | Biolegend                 | 149033           | 1 to 100  |
| CD11c                                      | RB780             | HL3      | BD Biosciences            | 755338           | 1 to 100  |
| CD55                                       | PE                | RIKO-3   | Biolegend                 | 131804           | 1 to 200  |
| H2-Kb                                      | APC               | AF6-88.5 | Biolegend                 | 116518           | 1 to 200  |
| NK1.1                                      | PE-Fire 700       | S17016D  | Biolegend                 | 156528           | 1 to 100  |
| F4-80                                      | BV785             | BM8      | Biolegend                 | 123141           | 1 to 100  |
| <b>Intracellular and cytokine staining</b> |                   |          |                           |                  |           |
| Perforin                                   | BV421             | S16009A  | Biolegend                 | 154319           | 1 to 100  |
| Granzyme B                                 | PE                | QA18A28  | Biolegend                 | 396406           | 1 to 100  |
| KLRG1                                      | BUV661            | 2F1      | BD Biosciences            | 741586           | 1 to 100  |
| TCF1                                       | Pacific Blue      | C63D9    | Cell signaling Technology | 9066S            | 1 to 100  |
| TOX                                        | APC               | REA473   | Miltenyl Biotech          | 130-118-335      | 1 to 50   |
| T-bet                                      | RB545             | O4-46    | BD Biosciences            | 569253           | 1 to 50   |
| EOMES                                      | BUV395            | X4-83    | BD Biosciences            | 567171           | 1 to 100  |
| CD107a                                     | APC               | 1D4B     | Biolegend                 | 505809           | 1 to 100  |
| IFN- $\gamma$                              | BV480             | XMG1.2   | Thermofisher              | 414-7311-80      | 1 to 100  |
| TNF- $\alpha$                              | RB705             | MP6-XT22 | BD Biosciences            | 570733           | 1 to 100  |
| IL-2                                       | PE-Cy5            | JES6-5H4 | Biolegend                 | 503824           | 1 to 100  |
| phosphorylated-S6                          | PE-Cy7            | cupk43k  | Thermofisher              | 25-9007-42       | 1 to 100  |
| Nur77                                      | Alexa Fluor 488   | 12.14    | Thermofisher              | 53-5965-82       | 1 to 100  |
| Ki67                                       | Alexa Fluor 700   | 16A8     | Biolegend                 | 652420           | 1 to 200  |

**Supplementary Table 2. Rarefication number per mouse for TCR sequencing**

| Comparison                                  | Organ  | Mouse condition    | Productive clonotype<br>Reads number | After Rarefication |
|---------------------------------------------|--------|--------------------|--------------------------------------|--------------------|
| Comparison 1.<br>Baseline thymus-<br>spleen | Thymus | Control Baseline   | 1,909                                | <b>1,909</b>       |
|                                             | Spleen | Control Baseline   | 2,943                                |                    |
|                                             | Thymus | Pdcd1 cKO Baseline | 1,097                                | <b>1,097</b>       |
|                                             | Spleen | Pdcd1 cKO Baseline | 1,252                                |                    |
| Comparison 2. B16-<br>OVA thymus-tumor      | Thymus | Control B16-OVA    | 4,125                                | <b>3,623</b>       |
|                                             | Tumor  | Control B16-OVA    | 3,623                                |                    |
|                                             | Thymus | Pdcd1 cKO B16-OVA  | 5,557                                | <b>5,557</b>       |
|                                             | Tumor  | Pdcd1 cKO B16-OVA  | 7,558                                |                    |
| Comparison 3. B16-<br>F10 thymus-tumor      | Thymus | Control B16-F10    | 5,901                                | <b>2,834</b>       |
|                                             | Tumor  | Control B16-F10    | 2,834                                |                    |
|                                             | Thymus | Pdcd1 cKO B16-F10  | 7,222                                | <b>5,759</b>       |
|                                             | Tumor  | Pdcd1 cKO B16-F10  | 5,759                                |                    |
| B16-OVA thymus-<br>tumor mouse 2            | Thymus | Pdcd1 cKO B16-OVA  | 2,139                                | <b>1,765</b>       |
|                                             | Tumor  | Pdcd1 cKO B16-OVA  | 1,765                                |                    |

# Supplementary material for: PD-1 regulates latent effector differentiation of thymic cytotoxic CD8+ T cells
**Source:** Nat Commun. 2026 May 23;17:6769. doi: 10.1038/s41467-026-73392-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Differential Gene Expression

# Supplementary material for: PD-1 regulates latent effector differentiation of thymic cytotoxic CD8+ T cells
**Source:** Nat Commun. 2026 May 23;17:6769. doi: 10.1038/s41467-026-73392-7
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                  |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Patients were not stratified by sex or gender, and no sex- or gender-specific analysis or interpretations were performed.                                                                                                                                                                                                        |
| Reporting on race, ethnicity, or other socially relevant groupings | Patients were seen at Mayo Clinic and represent the typical population treated in this region of the United States. There was no intentional selection or exclusion based on race or ethnicity, and the study population is not biased in this regard.                                                                           |
| Population characteristics                                         | Our database was used to collect baseline clinicopathological variables, including age, gender, metastasis and recurrent status, tumor stage, histological type, lymph node (LN) status, and clinical follow-up data.                                                                                                            |
| Recruitment                                                        | Patients with muscle invasive bladder cancer were collected following radical cystectomy under an IRB-approved protocol. Samples were obtained between 1990 and 2016. Patients with advanced hepatocellular carcinoma were collected before and after combinational immunotherapy. Samples were collected between 2022 and 2024. |
| Ethics oversight                                                   | Mayo Clinic IRB protocol number is provided in the Material and Methods section.                                                                                                                                                                                                                                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No formal statistical method was used to predetermine sample size. Sample sizes were chosen based on prior experience with these tumour models and immunological assays, sample sizes commonly used in similar studies, expected biological variability, and practical considerations related to animal use and assay feasibility. |
| Data exclusions | No data was excluded in this study.                                                                                                                                                                                                                                                                                                |
| Replication     | All attempts at replication were successful; the number of experimental replicates are indicated in the respective figure legends.                                                                                                                                                                                                 |
| Randomization   | Age-matched mice were randomly assigned to experimental groups. Human cystectomy specimens were obtained from our institutional Tissue Registry.                                                                                                                                                                                   |
| Blinding        | Blinding was applied during tumor measurement and flow cytometry data analysis. For experiments that were required to know genotype and/or treatment allocations during mouse breeding, tumor injection and sample collection, blinding was not feasible.                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Ghost Dye V510 (Cat # SKU 13-0870-T100, Cytex Biosciences, dilution 1:1000), PerCP/Cyanine5.5 anti-mouse TCRβ chain Antibody |
|-----------------|------------------------------------------------------------------------------------------------------------------------------|

(Biolegend, Cat#109227, Clone H57-597, dilution 1:200), BUV395 Rat Anti-Mouse CD4 (BD Biosciences, Cat#563790, clone GK1.5, dilution 1:200), BUV496 Rat Anti-Mouse CD8a (BD Biosciences, Cat#569181, Clone 53-6.7, dilution 1:200), Brilliant Ultra Violet™ 563 CD25 monoclonal antibody (ThermoFisher, Cat# 365-0251-82, Clone PC61.5, dilution 1:100), BUV615 Rat Anti-Mouse CD24 (BD biosciences, Cat#751499, Clone M1/69, dilution 1:200), BV711 Rat Anti-Mouse CD11a (BD biosciences, Cat#740676, Clone M1/4, dilution 1:200), BV570 anti-mouse CD44 Antibody (Biolegend, Cat#103037, Clone IM7, dilution 1:100), PE/Cy7 anti-mouse CD62L Antibody (Biolegend, Cat#104418, Clone, MEL-14, dilution 1:100), APC/Cy7 anti-mouse PD-1 Antibody (Biolegend, Cat#135224, Clone 29F.1A12, dilution 1:100), BV785 anti-mouse antibody (Biolegend, Cat#104543, Clone H1.2F3, dilution 1:100), BV750 Rat Anti-Mouse CD117 (BD Biosciences, Cat#747412, Clone 2B8, dilution 1:100), BV650 anti-mouse CX3CR1 (Biolegend, Cat#149033, Clone SA011F11, dilution 1:100), BUV737 Rat Anti-Mouse CD127 (BD Biosciences, Cat#612841, Clone SB/199, dilution 1:100), PE/Fire 810 anti-mouse Tim-3 (Biolegend, Cat#149033, Clone RMT3-23, dilution 1:100), BUV805 anti-mouse CD11b (eBioscience, Cat#368-0112-82, Clone M1/70, dilution 1:100), PE/Fire 700 anti-mouse NK1.1 (Biolegend, Cat#156528, Clone S17016D, dilution 1:100), cFluor UV440 anti-mouse CD19 (Cytek Biosciences, Cat# SKU R7-20835, Clone 6B5, dilution 1:100), RB780 Hamster Anti-Mouse CD11c (BD Biosciences, Cat #755338, Clone HL3, dilution 1:100), PE anti-mouse CD55 (DAF) antibody (Biolegend, Cat#131804, Clone RIKO-3, dilution 1:200), APC anti-mouse H-2Kb Antibody (Biolegend, Cat#116518, Clone AF6-88.5, dilution 1:100), anti-mouse NKG7 antibody (described in this paper), RB545 anti-Tbet (BD biosciences, Cat#569253, Clone O4-46, dilution 1:50), BUV395 anti-Eomes (BD biosciences, Cat#567171, Clone X4-83, dilution 1:100), PE anti-Granzyme B Recombinant Antibody (Biolegend, Cat#396406, Clone QA18A28, dilution 1:100), BV421 anti-Perforin antibody (Biolegend, Cat#154319, Clone S16009A, dilution 1:100), BUV661 Hamster anti-KLRG1 (BD biosciences, Cat#741586, Clone 2F1, dilution 1:100), anti-TOX Antibody- REAfinity (Miltenyl Biotech, Cat#130-118-335, Clone REA473, dilution 1:50), Pacific blue anti-TCF1 antibody (Cell signaling technology, Cat#9066S, Clone C63D9, dilution 1:100), APC anti-mouse CD107a antibody (Biolegend, Cat#505809, Clone XMG1.2, dilution 1:100), polyclonal rabbit anti-human NKG7 antibody (described in methods), BV421 anti-human CD3 Antibody (Biolegend, Cat#317344, Clone OKT3), PE-Cy7 mouse anti-human CD8 (BD Biosciences, Cat#557746, Clone RPA-T8), FITC anti-human CD38 (Biolegend, Cat#303503, Clone HIT2), FITC anti-mouse CD45 antibody (Biolegend, Cat#103118, Clone 30-F11), rat anti-mouse CD8a (Biolegend, Clone 53-6.7, Cat#100702), goat anti-rat IgG mouse absorbed biotinylated antibody (Vector laboratories, Cat#BA-9401.5), Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 568 (Invitrogen, Cat# A-11011), Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 568 (Invitrogen, Cat# A-11004), anti-human CD8 antibody (RIV11 clone, Thermo Scientific, MA5-48276), Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 532 (ThermoFisher Scientific, Cat#A-11009) and Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 647 (ThermoFisher Scientific, Cat#A-21235) Hamster anti-CD3 monoclonal antibody (clone 145-2C11, eBioscience, Cat #16-0031-82), goat anti-Armenian Hamster IgG (H+L) Alexa Fluor™ 555 secondary antibody (ThermoFisher, Cat# A78964)

## Validation

All antibodies employed in this study have been validated by commercial vendors. Specification sheet containing technical usage information and QC data for each antibody clone can be obtained from the manufacturer's website by searching for the associated catalog number. NKG7 antibodies used in this study are validated in-house by CRISPR-Cas9 knockout followed by western blotting.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

MC38 colon adenocarcinoma cells were purchased from MilliporeSigma (SCC172)  
B16-OVA murine melanoma cell line was a gift from Dr. Richard Vile at Mayo Clinic Rochester.  
B16-F10 murine melanoma cell line was purchased from ATCC (CRL-6475).  
P815 mastocytoma cells were obtained from the American Type Culture Collection (ATCC® TIB-64™) and cultured using DMEM complete medium.

## Authentication

Authentication was performed using short tandem repeat (STR) profiling for B16 cells (ATCC) and MC38 cells (IDEXX Laboratories). For other murine cell lines, authentication was based on source verification and consistency with expected growth characteristics and morphology.

## Mycoplasma contamination

All cell lines are routinely tested for mycoplasma and were mycoplasma-free when used in experiments.

Commonly misidentified lines  
(See [ICLAC](#) register)

None were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

All experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at Mayo Clinic Rochester. Animals were maintained under specific pathogen-free conditions and housed in filter-top cages with access to food pellets and water under controlled environmental conditions (20–22°C, 30–70% relative humidity) and a 12 h light/12 h dark cycle. Mice were euthanized by carbon dioxide inhalation in accordance with approved institutional protocols. Pdc1flox/flox (fl/fl) mice on a C57BL/6 background were a kind gift from Dr. Vassiliki A. Boussiotis from Harvard Medical School, and the protocol for generating these mice has been previously described<sup>38</sup>. Nkg7fl/fl mice on a C57BL/6 background was generated by inGenious Targeting Laboratory (Ronkonkoma, NY) and details have been described<sup>39</sup>. E81 CD8-Cre mice were purchased from the Jackson Laboratory (C57BL/6-Tg (Cd8a-cre)1Itan/J, Strain stock #: 008766). The Pdc1fl/fl E81 CD8Cre (CD8-Pdc1 cKO) mice were generated by crossing Pdc1fl/fl mice with E81 CD8-Cre mice. The Pdc1fl/fl Nkg7fl/fl E81 CD8Cre+ (CD8-Pdc1-Nkg7 dcKO) mice were generated by crossing Pdc1fl/fl mice and Nkg7fl/fl mice to generate Pdc1fl/fl Nkg7fl/fl and cross with E81 CD8-Cre mice.

## Wild animals

N/A

## Reporting on sex

In all experiments, male and female mice were randomly assigned for experiments.

Field-collected samples

N/A

Ethics oversight

Mayo Clinic IACUC #- A00006353-21-R24. A00002759-17-R23

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Mouse splenic and thymic CD8+ T cells were isolated using CD8a+ T cell isolation kit (Miltenyi Biotec, Cat#130-104-075) according to manufacturer instructions. For isolating CD8+ tumor infiltrating lymphocytes (TILs), tumors were first cut into small pieces of 2-4mm and digested using tumor dissociation kit at 37°C for 45 minutes with gentle agitation (Miltenyi Biotec, Cat#130-096-730) according to manufacturer instructions. Dead cells were further removed using Dead cell Removal kit (Miltenyi Biotec, Cat# 130-090-101). CD8+ TILs were then isolated using CD8 (TIL) microbeads, mouse (Miltenyi Biotec, Cat#130-116-478) based on manufacturer instructions. For in vivo CD45 intravenous labeling, mice were injected intravenously with 2 µg of FITC anti-mouse CD45 antibody (Biolegend, Cat#103118, Clone 30-F11) in 200 µL of PBS via the retro-orbital sinus 3 minutes before euthanasia. Thymus, spleen and peripheral blood were immediately harvested, and single-cell suspensions were prepared.

Instrument

All samples were acquired on a CytoFLEX LX with CytExpert software (Beckman Coulter), or a Cytex Aurora with SpectroFlo software.

Software

All the analyses were performed using the FlowJo software (V10.0.0).

Cell population abundance

Column-based separation and dead cell removal kit was used to ensure the purity of relevant population >90%.

Gating strategy

All cells were gated based on FSC vs SSC and further only selecting singlets. Dead cells were then removed, followed by gating on appropriate cell types based on specific markers. Gating strategies were set on the isotype controls or FMOs to ensure clear separation between populations. Gates remain constant across all the comparing samples.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

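Single-cell RNA sequencing of CD8+ T cells was made with the PIPseq v3 kit from thymus, spleen and B16-OVA tumors of Pdcd1fl/fl and Pdcd1 cKO mice, giving 6 libraries, 1 per genotype and tissue. Thymic and splenic libraries came from 1 mouse each, and each tumor library pooled 3 mice on day 12. The authors ran the PIPseq pipeline v3.2 against GRCm39 and deposited, for each library, a sparse matrix of raw UMI counts with 32227 genes and the barcodes called as cells. The matrices hold whole-number counts whose sums differ between barcodes, so the deposited values were read as counts without normalization. The annotation release of the authors and the sensitivity setting of their cell calling are not stated in the text. The genes of the tumor files stand partly in another order than those of the other files and were aligned by Ensembl identifier. Coordinates are from GENCODE vM39 on GRCm39, the build that the paper names.

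Depth per library, as the median UMIs of all barcodes, was 4361 and 5384 in the thymus, 728 and 1611 in the spleen and 13837 and 9510 in the tumors, with the library labelled Pdcd1fl/fl first. The authors' filter (at least 500 genes, at least 1000 UMIs, at most 20% of counts from the 13 mitochondrial genes) left 1067 and 2635, 1478 and 4928, and 456 and 561 cells. A first clustering at resolution 0.8 looked for other lineages by markers. A name needed at least 3 markers, each in at least 10% of the cluster's cells and at least 2-fold higher than in the other cells. A double-positive name also needed Cd4, and a name was dropped when more of the 10 leading genes were markers of another class. Only the tumor libraries had clusters named as another lineage, and these were left out, which gave 281 and 459 cells. A thymic cluster with 4 double-positive markers lacked Cd4, and another with 3 innate-like T markers was led by connective tissue genes, so neither was named and their cells were kept. Splenic clusters led by immunoglobulin genes and by Prtn3, Mpo and Elane had fewer than 3 markers of a lineage and were kept. At resolution 0.6, 28 of the 281 tumor cells formed a cluster with 3 melanoma markers, and they were kept too. These naming rules were set after the files had been seen. So were comparing a cluster by number where no cluster was given the name compared, the order-statistic interval of list medians and the rule for Dntt clusters.

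Counts of each gene were summed over the cells of a library and scaled to CPM with exact Poisson intervals. Log2 CPM ratios, always library labelled Pdcd1 cKO over library labelled Pdcd1fl/fl, had exact conditional binomial intervals, and shares of cells had Clopper-Pearson intervals, all at 95%. With 1 library per genotype and tissue, no test, p-value or count of changed genes was given, and the intervals hold no variation between mice. Where 1 library had 0 counts, a floor of 3 counts gave the ratio. Genes were ranked with 0.5 counts added to each side, among genes with at least 100 UMIs. Shares of cells with a UMI used cells thinned to 1000 UMIs.

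Genes were named by a rule set before the files were opened: Pdcd1 first, each gene that the paper names for the single-cell data of that tissue, the 5 largest and the 5 smallest ratios per tissue, the 5 leading genes of a cluster (in at least 5% of its cells, with at least 50 UMIs), and check genes for sex, repeats and other cell types (Xist, Ddx3y, Eif2s3y, Kdm5d, Uty, Bc1, Spidr, Tbc1d22b, Gm36264, Igkc, Hbb-bs, Lyz2 and Pmel). Of a gene list, only the number of members, the median, the percentile, and the highest and lowest members were given. The lists were effector (16 genes), exhaustion (5), naive (9), ribosomal protein of the cytosol (87), oxidative phosphorylation (88) and mitochondrial ribosome (78), the last 2 for the tumors only. A member needed at least 20 UMIs. Each list's median was placed among 10000 random lists drawn from the same 20 expression bins, as a description. The effector and exhaustion lists hold genes that the paper names for these same libraries, so their percentiles were in part set by that choice. A list of 11 stress genes served for a check. The members of the naive list and its ratios are not reported here, apart from the effect of alternative settings.

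Cells of the 2 libraries of a tissue were merged and clustered with SCTransform and the Louvain method on 20 principal components, without the genes of the effector, exhaustion and naive lists. Pdcd1 was not left out. The resolution rose in steps of 0.1 up to 1.5 until the number of clusters reached the paper's number (3, 6 and 3). In the thymus the lowest resolution gave 7 clusters. The authors used Seurat v4.3.0 with Harmony v1.0, which is not installed here, so the main clusters were not integrated and the integrated alternative used Seurat. Ratios within a cluster needed at least 20 cells of each library, and a cluster with at least 90% of its cells from 1 library was counted as mostly 1 library. Pathway analysis with IPA and the projection with ProjecTILs were not repeated, because their reference data were not at hand. RNA of other cells was not removed in the main setting.

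Alternatives set before the files were opened were no cell filter, a strict filter (at least 1000 genes, at least 2000 UMIs, at most 10% mitochondrial), all filtered cells, a per-cell CD8 rule, removal of called doublets, a total without mitochondrial, ribosomal and Malat1 counts, median of ratios, the mean of per-cell CPM, list members with at least 100 UMIs, the ratio of summed members, no thinning, thinning to 2000 UMIs, a resolution 0.3 higher, all variable genes, clustering without repeat, mitochondrial and ribosomal genes, integrated libraries, log-normalization and 30 principal components. Added after the files had been seen were removal of the highest 6% of doublet scores, removal of Dntt clusters by CPM and by median of ratios, the lowest resolution with a named cluster, and subtraction of melanoma RNA in proportion to Pmel. Scrublet, with an expected rate of 0.06, called 12, 12, 9, 0, 0 and 3 cells in the libraries, at most 1.12% of a library, and has not worked as a caller here.

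The calculation was tested on simulated data, drawn for each gene and library from the Poisson model that the intervals assume. Coverage near 95% was thus set beforehand. Counts of a gene gathered in few cells were not simulated, and for such genes the intervals can be too narrow. Of 200 genes changed by a known amount, 95%, 96.5% and 93.5% of the intervals held the true value in counts of the depth of thymus, spleen and tumors, and of the unchanged genes 95.5%, 95.4% and 96.2% did. A list of 16 raised genes came out at percentile 100 in each, and a list of 16 unchanged genes at 18.7, 7.18 and 74.9. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0, sctransform 0.4.2 and SeuratObject 5.2.0, were used.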

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

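The tests of near-identical Bc1 copies, of exchanged labels, of Dntt-cluster composition for Nkg7, Havcr2 and Ccr7, of melanoma RNA for Ccr7, of Iglc2 without its highest cell and of doublets were chosen only after the result was seen.

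The ribosomal protein list was lower in the library labelled Pdcd1 cKO in the spleen (median log2 ratio -0.33) and in TILs (-0.19) and higher in the thymus (0.39). The difference was not tested. A different share of immature thymocytes is argued against as the source of the thymic value, because the median without Dntt clusters was 0.58. In TILs, the median was -0.26 among the 125 and 176 cells with no UMI of 10 cycling genes after thinning. Thinning hides cycling RNA, with a Birc5 UMI in 12.5% and 15.5% of thinned cells and in 60.9% and 67.3% without thinning. Cycling cells can remain among those kept, so a different share of them is not excluded. By Pmel, melanoma RNA was 1.41% of the CD8 T cell counts in the library labelled Pdcd1fl/fl and 0.949% in the library labelled Pdcd1 cKO. Its subtraction left the median at -0.19. Removing so small a share could barely move the median, so this test cannot tell. Tissue and genotype stay open, and so do the mouse and the library, since each value comes from 1 library per genotype.

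Ccr7 was lower in TILs (-2.48) and higher in the thymus (0.97), and the difference was not tested. Melanoma RNA, by Pmel, was 1.41% and 0.949% of the CD8 T cell counts in the TIL libraries labelled Pdcd1fl/fl and Pdcd1 cKO. Subtracting it left -2.49 (-2.66 to -2.31). Removing so small a share could barely move the value, so this test cannot tell. Immature thymocytes are argued against in the thymus, where leaving out Dntt clusters left 0.44. The tissue itself, with activated cells in the tumor, could be a reason and was not tested.

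Havcr2 was lower in the thymus (-0.52) and higher in the spleen (0.90), and the difference was not tested. Without Dntt clusters the thymic value was -0.26 with an interval from -0.77 to 0.29, and 0.19 by the median of ratios, so the lower share of immature thymocytes in the library labelled Pdcd1 cKO is a candidate explanation. A difference between tissues or genotypes stays open and was not tested.

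Pdcd1 RNA was lower in the library labelled Pdcd1 cKO in TILs (-0.26 by CPM, with shares of cells that did not differ beyond their intervals, 13.5% and 14.4% thinned to 1000 UMIs, 26.0% and 24.0% thinned to 2000 UMIs and 68.7% and 64.7% without thinning) and higher in thymus (1.87) and spleen (4.69), and the difference was not tested. In the thymus, a larger share of effector-like cells cannot be told apart from other sources. The log2 ratio outside the effector-like cluster was 0.29, but Pdcd1 took part in the clustering and the cluster has no cell of the other library, so a fall was set beforehand. In the spleen a larger share of effector-like cells is argued against as the whole source, since the ratio outside the effector-like cluster was 4.09. Exchanged labels cannot be told apart from correct ones, because all 6 libraries are male by Ddx3y against Xist, and no gene other than Pdcd1 that the labels fix could be read. RNA of the deleted allele stays open as well, since counts per gene do not show exons.

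The library labelled Pdcd1 cKO had Iglc1 at 471 CPM and Iglc3 at 350.3 CPM in the spleen and Iglc2 at 287 CPM in TILs, and the paper does not report it. Of these UMIs, 85.0%, 86.5% and 98.3% came from 1 cell each. The genes were also read in further cells, 505 (10.2%), 327 (6.64%) and 26 (5.66%) in all. Igkc was found in 35.0% to 42.9% of thinned cells of splenic clusters 0, 2, 3 and 4, at most 1.13 times the share of the whole library, which would fit RNA of B lineage cells spread over these barcodes. Clusters 1 and 5 had fewer than 50 cells of that library, the minimum of this test. For Iglc2 in TILs such a spread cannot be told apart from other sources, because its CPM in melanoma-like cells was 0.0198 times that in CD8 T cells, a ratio set by the single cell. Without that cell, CD8 T cells had 4.84 CPM, beside 5.69 in melanoma-like and 7.96 in macrophage-like cells. Whether the single cells are plasma cells or doublets stays open.

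Gm47854 (ENSMUSG00000078308; chromosome 9, 51532725 to 51566427) was at 377 CPM in the TIL library labelled Pdcd1 cKO and had 0 UMIs in the other, and the paper does not report it. It was read in 91.1% of the CD8 T cells. Its CPM in melanoma-like cells was 0.963 times that in CD8 T cells, which is consistent with RNA or reads spread over every barcode of that library. A property of the mice of that genotype stays open and was not tested.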

How the results depend on the processing

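The settings without Dntt clusters, the removal of the highest doublet scores, the resolution with a named cluster and the subtraction of melanoma RNA are tests chosen only after the result was seen; all other settings were chosen before the data were examined.

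Of 191 planned values for 20 comparisons of the design, 136 stayed within the interval of the first value, 43 moved beyond it in the same direction and 12 changed sign. Of 39 added values, 32 stayed, 4 moved and 3 changed sign. Of 350 planned values for 45 single genes and shares, 265 stayed, 83 moved and 2 changed sign, and of 87 added values 67, 18 and 2 did. All values stayed within the interval with list members of at least 100 UMIs (14), with all variable genes (4) and with melanoma RNA subtracted (19). For shares of cells, 7 of 9 values moved without thinning and 6 of 9 with thinning to 2000 UMIs, in the same direction. The cause of a move was not tested unless a test is named.

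Cell choice mattered most in TILs. Without a cell filter, TIL Pdcd1 reversed from -0.26 to 0.42, the ribosomal list from -0.19 to 0.028, oxidative phosphorylation from 0.14 to -0.090 and the mitochondrial ribosome from 0.15 to -0.011, while Nkg7 moved to 1.46, the effector list to 1.09 and the exhaustion list to 0.53. With all filtered cells, Pdcd1 was 0.42, the ribosomal list 0.026, oxidative phosphorylation -0.090, the mitochondrial ribosome -0.014, Nkg7 1.45, the effector list 1.09 and the exhaustion list 0.52, and the cycling cluster differed by 20.7 points in place of 50.5. Melanoma-like cells, 31.1% and 10.3% of the libraries, enter these settings and could explain them. The per-cell CD8 rule gave 0.40 for thymic Nkg7, 0.80 for TIL Nkg7 and 0.22 for the mitochondrial ribosome. No cell filter moved splenic Nkg7 from 0.50 to 0.64. The strict filter gave 0.46 for thymic Nkg7 (0.38), -0.21 for the splenic ribosomal list (-0.33), 8.56 points for the thymic effector-like share (7.32) and 28.9 for the splenic cluster (67.6). This filter left 81 cells of the splenic library labelled Pdcd1fl/fl, and the share there rests on 4 of them, in a clustering at resolution 0.5 with 7 clusters.

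Another total for scaling moved thymic values upward and splenic and TIL values downward. A total without mitochondrial, ribosomal and Malat1 counts gave thymic Nkg7 0.56 and ribosomal list 0.57, splenic Nkg7 0.36 and ribosomal list -0.47, TIL Nkg7 0.61, ribosomal list -0.32, oxidative phosphorylation 0.0091 and mitochondrial ribosome 0.016, and reversed the splenic naive list (0.0027 to -0.14) and the TIL exhaustion list (0.11 to -0.020). Median of ratios gave 0.51, 0.52, 0.39 and -0.44 for the same thymic and splenic values, 0.69 for TIL Nkg7 and 0.086 for oxidative phosphorylation, and reversed the splenic naive list to -0.11. The mean of per-cell CPM gave thymic Nkg7 0.26, TIL Nkg7 0.91, oxidative phosphorylation 0.21 and mitochondrial ribosome 0.22. The ratio of summed members gave the TIL effector list 0.82 and naive list -1.97, and reversed the splenic naive list to -0.0011.

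Removing called doublets reversed the splenic naive list to -0.011. Removing the highest 6% of doublet scores reversed it to -0.025 and gave thymic Nkg7 0.47. That list lay so near 0 that it has no direction.

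Without Dntt clusters, thymic Nkg7 reversed from 0.38 to -0.14, Lef1 from 0.10 to -0.30 and the naive list from 0.38 to -0.13, while the ribosomal list rose to 0.58. With the median of ratios in the same cells, Nkg7 was 0.31, Lef1 0.15 and the naive list 0.32, Havcr2 reversed from -0.52 to 0.19 and the ribosomal list was 1.03. These settings could remove a difference in the share of immature cells, and the median gene of the remaining cells was at -0.40, so that the signs of Nkg7, Lef1 and the naive list rest on the scaling.

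Cluster shares depended on clustering. A resolution 0.3 higher reversed the thymic effector-like share from 7.32 to -3.97 points, through a further effector-like cluster of 161 and 100 cells, and gave 8.35 points for the splenic cluster. Without repeat, mitochondrial and ribosomal genes the splenic share was 74.4 and the TIL cycling share 41.9. Integrated libraries gave 39.7 and 10.9, log-normalization 16.3 and 7.76, and 30 principal components 65.2 and 69.0. The lowest resolution with a named cluster gave 7.93 in the spleen.

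No paired analysis was possible because, within a tissue, the groups compared had 1 library each and no mouse is linked across libraries. A fit over all tissues with the tissue as a block would have 2 residual degrees of freedom and would ask for an effect common to the tissues, and it was not made. Depth limits the spleen most, where 21.3% of the barcodes of the library labelled Pdcd1fl/fl passed the filter and Pdcd1 had 1 UMI in them. Genes with a few UMIs, such as Prf1, Gzmb, Tigit and Lag3 in the thymic library labelled Pdcd1fl/fl, have wide intervals, and no setting gives the variation between mice. Values within clusters were computed at the first setting only.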

Differences from the paper's values

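No tests of artifacts are given here, so none was chosen only after the result was seen; the alternative settings were set before the data were examined, except where stated.

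For the thymic effector-like cluster against the other cells, beside the paper's cluster 1, the log2 fold of Nkg7 was 3.15 here and the paper's is 1.47, Prf1 3.61 (the paper's 2.16), Gzmb 4.52 (the paper's 5.92), Cd69 1.31 (the paper's 0.29), Tox 2.21 (the paper's 0.77), Ctla4 1.48 (the paper's 0.43), Tigit 4.93 (the paper's 2.81) and Ccr7 -1.89 (the paper's -2.37). A value counts as within where its interval holds the paper's value, and no such setting brings these within. Ccl5 was 5.02 (the paper's 5.07), and all variable genes (5.06), clustering without repeat, mitochondrial and ribosomal genes (5.04), integrated libraries (5.04) and called doublets removed (5.04) bring it within, while the other settings set beforehand do not. Nfatc1 was 1.84 (the paper's 1.08) and Tcf7 -1.30 (the paper's -0.72), and only a resolution 0.3 higher brings them within (1.07 and -0.71). Lag3 was 5.97 (the paper's 5.29), and all variable genes (5.87), clustering without repeat, mitochondrial and ribosomal genes (5.94), integrated libraries (5.94), log-normalization (5.67) and 30 principal components (5.79) bring it within, while the others set beforehand do not. Lef1, at -1.55, did not differ from the paper's -1.58.

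For the TIL cluster with cycling markers, beside the paper's cluster 2, Nkg7 was 0.73 (the paper's 0.38), Coro1a 0.54 (the paper's 0.40), Tafa2 -2.75 (the paper's -2.06), Tubb4b 0.96 (the paper's 1.70) and Birc5 1.08 (the paper's 1.84), and no setting set beforehand brings them within. Pdcd1 was 0.25 (the paper's 0.55), and only log-normalization (0.64) brings it within. Spc24 was 0.83 (the paper's 1.76), and only all filtered cells (1.65) brings it within. Ccr7 was -4.63 (the paper's -5.66), and all variable genes (-5.32), clustering without repeat, mitochondrial and ribosomal genes (-5.53), 30 principal components (-5.53) and called doublets removed (-5.61) bring it within, while the others set beforehand do not. Prf1 (0.62, the paper's 0.65), Gzmb (0.98, the paper's 0.94) and Xcl1 (-3.67, the paper's -3.67) did not differ. The paper's folds come from normalized values of its own clusters, and its own cell assignments were not used here.

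In Fig. 4c, read by eye, the paper's share of cluster 2 in Pdcd1 cKO TILs is about 37% of the effector CD8+ TIL cluster, and the rebuilt cluster held 56.2% of the CD8 T cell population. A resolution 0.3 higher (51.4%), all variable genes (55.3%) and clustering without repeat, mitochondrial and ribosomal genes (46.8%) bring it within 1.5-fold of the value read, and the other settings set beforehand do not. Chosen after seeing the values, removal of the highest 6% of doublet scores (55.3%) and the lowest resolution with a named cluster (51.9%) do so too. In Pdcd1fl/fl TILs it is about 5% by eye, beside 5.69%. In Supplementary Fig. 6b, read by eye, the paper's cluster 5 is about 10% of Pdcd1 cKO and about 4% of Pdcd1fl/fl splenic cells, beside 73.1% and 5.48% in rebuilt cluster 0. A resolution 0.3 higher brings the Pdcd1 cKO value within (8.62%), the other settings set beforehand do not, and the named cluster at resolution 0.2, chosen after seeing the values, gave 8.14%. Both take the Pdcd1fl/fl value away from the paper's about 4%, to 0.271% and 0.203%.

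Directions also differ, in part over other cells than the paper's. The paper states for its thymic cluster 1 that protein synthesis pathways were predicted to be inhibited. Over the whole thymic library the ribosomal protein list was higher (0.39), and the comparison within the rebuilt cluster could not be made, as it has no cell of the library labelled Pdcd1fl/fl. The paper names Havcr2 and Lck among the genes enriched in its thymic cluster 1, and they were lower in the rebuilt cluster (-1.10 and -0.17) and in the library (-0.52 and -0.21). The paper states that Tcf7 was upregulated in the absence of PD-1 in its thymic clusters 0 and 2. In the library labelled Pdcd1 cKO, Tcf7 was lower over all thymic cells (-0.66) and within rebuilt cluster 0 (-0.49), whose cells need not be those of the paper's clusters. The paper states that cytotoxic genes were downregulated in TIL cluster 1. In the rebuilt cluster that stands for it, Nkg7 was at 3134 CPM against 2961 CPM in the cluster with cycling markers. Gzmb was at 1836 and 1846 CPM, and Coro1a was lower in the former. In the paper's own table, Nkg7 has a log2 fold of 0.71 in cluster 1.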

Other observations

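The tests of near-identical Bc1 copies, of Dntt-cluster composition for Nkg7 and of doublets were chosen only after the result was seen.

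Tafa2, which the paper uses to describe TIL cluster 0, was read at 5805 CPM in 98.4% of the splenic cells labelled Pdcd1fl/fl and at 2.80 CPM in those labelled Pdcd1 cKO. In TILs its CPM in melanoma-like cells was 1.04 times that in CD8 T cells of the same library, so that RNA or reads spread over every barcode are a likely source. Expression by T cells of that mouse is not excluded in the spleen, where no cell type was set apart to compare, and the genotype stays open as untested.

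Nkg7 was higher in the thymic library labelled Pdcd1 cKO, and a lower share of immature thymocytes cannot be told apart from a change of Nkg7 itself. Without Dntt clusters the log2 ratio was -0.14 by CPM and 0.31 by the median of ratios, the per-cell CD8 rule gave 0.40, and the choice of scaling keeps it open. A higher share of effector-like cells and a change within a cell could both occur, and neither was tested between mice. Within the clusters with at least 20 cells of each library, Nkg7 was not higher by CPM in the library labelled Pdcd1 cKO. A rise within those cells was thus not seen, and other scalings were not tried there.

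At the first setting, the effector-like cluster of the thymus held no cell of the library labelled Pdcd1fl/fl. Doublets are argued against, because the cluster's median UMI count was 0.732 times that of the rest of its library. Since 1 mouse was sequenced per genotype, a difference between mice that has nothing to do with the genotype stays open.

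In the spleen, Nkg7 was higher in the library labelled Pdcd1 cKO, and the lower depth of the other library is argued against, because thinned cells still differed by 12.3 percentage points. Handling may have differed between the splenic libraries, since the list of 11 stress genes lay at percentile 100 of the random lists with a median log2 ratio of 1.18, and Hspa1a and Hspa1b had ratios of 4.85 and 4.23. Heat-shock RNA belonging to the genotype stays open and was not tested.

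TIL clusters followed the library. With the libraries integrated, the share of the cycling cluster differed by 10.9 percentage points in place of 50.5, so clustering by library is a likely part of the difference. A true difference of state between genotypes stays open, as integration can also remove it.

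Bc1, Spidr, Tbc1d22b and Gm36264 led a cluster together in the first clustering of the thymus, and the paper's tables list them for splenic clusters. The tests below come from other tissues or from the genome, and the thymic libraries themselves were not measured. In the TIL libraries, RNA of other cells spread evenly is argued against, because the CPM in melanoma-like cells was up to 9.31 times that in CD8 T cells. Copies of Bc1 at 80% identity cannot be told apart from chance, since all 3 other genes hold one and 49.7% of random genes of like length do too. Near-identical copies may explain the shared counts, since each of the 3 genes holds a run identical to Bc1 and 1.67% of random genes of like length hold one at 95% identity. A common source in copies of a read cannot be told apart from shared mapping, because the lowest Spearman correlation of a pair in splenic cells was 0.371, between the limits set for either.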
